# Perturbation of Auxin Homeostasis and Signaling by *PINOID* Overexpression Induces Stress Responses in Arabidopsis

**DOI:** 10.3389/fpls.2017.01308

**Published:** 2017-08-02

**Authors:** Kumud Saini, Hamada AbdElgawad, Marios N. Markakis, Sébastjen Schoenaers, Han Asard, Els Prinsen, Gerrit T. S. Beemster, Kris Vissenberg

**Keywords:** auxin, *PINOID (PID)*, reactive oxygen species (ROS), flavonoids, drought stress, osmotic stress

## Abstract

Under normal and stress conditions plant growth require a complex interplay between phytohormones and reactive oxygen species (ROS). However, details of the nature of this crosstalk remain elusive. Here, we demonstrate that PINOID (PID), a serine threonine kinase of the AGC kinase family, perturbs auxin homeostasis, which in turn modulates rosette growth and induces stress responses in Arabidopsis plants. Arabidopsis mutants and transgenic plants with altered *PID* expression were used to study the effect on auxin levels and stress-related responses. In the leaves of plants with ectopic *PID* expression an accumulation of auxin, oxidative burst and disruption of hormonal balance was apparent. Furthermore, *PID* overexpression led to the accumulation of antioxidant metabolites, while *pid* knockout mutants showed only moderate changes in stress-related metabolites. These physiological changes in the plants overexpressing *PID* modulated their response toward external drought and osmotic stress treatments when compared to the wild type. Based on the morphological, transcriptome, and metabolite results, we propose that perturbations in the auxin hormone levels caused by *PID* overexpression, along with other hormones and ROS downstream, cause antioxidant accumulation and modify growth and stress responses in Arabidopsis. Our data provide further proof for a strong correlation between auxin and stress biology.

## Introduction

The growth regulator auxin plays a role in many aspects of growth and development in plants (Teale et al., 2006; Benjamins and Scheres, 2008; Enders and Strader, 2015). There is increasing evidence for the involvement of auxin metabolism, transport and signaling in stress responses as well (Shibasaki et al., 2009; Shen et al., 2010; Zhang et al., 2012; Kazan, 2013; Remy et al., 2013). Morphogenesis and stress adaptive responses are closely linked to cellular hormonal homeostasis, including auxin. On one hand, mutants overproducing auxin or with altered auxin distribution show developmental defects such as inhibition of shoot growth, cotyledon and leaf epinasty, a longer hypocotyl and excessive lateral root growth (Boerjan et al., 1995; King et al., 1995; Delarue et al., 1998; Zhao et al., 2001). On the other hand, several stress conditions are also known to modify auxin homeostasis and response. Auxin homeostasis could be perturbed by stress-induced changes in the concentration of phenolics compounds such as quercetin and kaempferol (auxin transport inhibitor affecting cycling of auxin efflux carriers), and changes in apoplastic pH affecting auxin uptake and distribution (Potters et al., 2007, 2009). Cadmium treated, phosphorus-, or sulfur-starved plants showed altered auxin metabolism (Potters et al., 2007). Water deficit conditions upregulated Gretchen Hagen 3 (*GH3)* genes, suppressed *YUC* genes and lowered indole-3-acetic acid (IAA) levels in rice (Zhang et al., 2009; Du et al., 2013). Hyper-osmolarity promoted PIN FORMED1 (PIN1) and PIN2 internalization while hypo-osmolarity showed opposite effect in Arabidopsis roots (Zwiewka et al., 2015). Salt stress is also shown to affect free and conjugated IAA levels in the developing xylems in poplar, resulting in negative effects on the expansion of xylem vessels (Junghans et al., 2006). Studies on rice and sorghum suggest that auxin response factors (*ARFs)* and several other early auxin-responsive genes also function in abiotic stress responses (Jain and Khurana, 2009; Wang et al., 2010). Alternatively, stress also induced changes in H_2_O_2_ levels that are co-factors for peroxidases to catalyze the oxidative degradation of IAA (Gazarian et al., 1998; Tognetti et al., 2012). Apoplastic reactive oxygen species (ROS) transiently decreased auxin signaling, modified auxin homeostasis and altered leaf morphology in ozone (O_3_) treated plants (Blomster et al., 2011).

Interestingly, many studies have reported an increase in abiotic stress tolerance in transgenic plants, and in conditions with altered auxin levels (Shi et al., 2014; Naser and Shani, 2016). For instance, elevated auxin levels in transgenic lines overexpressing *YUCCA7* (a gene involved in the auxin biosynthesis pathway) increased resistance to drought stress in Arabidopsis (Lee et al., 2012). Similarly, overexpression of *YUCCA6* led to enhanced resistance to water stress in potato (Kim et al., 2013). Furthermore, ectopic expression of H_2_O_2_-inducible *UGT74E2* led to an increase in free indole-3-butyric acid (IBA, another form of active auxin) and IBA-glucose, and also increased the tolerance to drought stress (Tognetti et al., 2010). Interestingly, Park et al. (2007a), on the other hand, showed that overexpression of the *GH3* gene lowered IAA levels, reduced growth and enhanced the resistance to abiotic stresses. These studies clearly demonstrate a link between auxin physiology and response to environmental stress factors. Clearly, the relation between auxin and stress adaptations is complex. The specific role of auxin in the induction of stress responses also remains elusive.

The kinase PINOID (PID) regulates PIN localizations on the cellular membranes and thus regulates polar auxin transport (PAT; Friml et al., 2004; Kleine-Vehn et al., 2009). *PID* is an early auxin inducible gene and a member of the AGCVIII protein kinase family (Benjamins et al., 2001). AGC kinases are named after three classes of animal proteins involved in a receptor-mediated growth factor signal transduction: protein kinase A (PKA), cyclic GMP-dependent protein kinases (PKG) and protein kinase C (PKC). There are 37 such kinases in Arabidopsis, 23 of which belong to the AGCVIII group (Galván-Ampudia and Offringa, 2007). AGC kinases regulate cell growth, morphogenesis and cell immunity in animals, where mutations and malfunctioning kinases can lead to diseases such as cancer (Pearce et al., 2010). In plants as well, apart from supporting normal development, AGC kinases also participate in stress signaling and in regulation of plant immunity (Devarenne et al., 2006; Hirt et al., 2011; Garcia et al., 2012). For example, the AGC kinase, oxidative signal-inducible 1 (OXI1), is essential for H_2_O_2_ -mediated oxidative stress signaling, defense against the oomycete pathogen *Hyaloperonospora parasitica*, and immunity against *Pseudomonas syringae* (Rentel et al., 2004; Petersen et al., 2009).

We have performed a detailed growth analysis on two *pid* knockouts (*pid-14* and SALK_009478) and two *PID* overexpression lines (*PID^OE^*), 35S::PID10 (addressed here after as P10) and 35S::PID21 (here after P21), and discussed their contrasting effect on auxin homeostasis and rosette phenotypes (Saini et al., 2017). *PID^OE^* lines showed severely reduced rosette growth and high auxin levels in the first pair of leaves. RNA sequencing of the leaves of *PID^OE^* lines pointed toward induction of stress-related responses. Therefore, we here investigate the effect of altered *PID* expression on the perturbation of auxin homeostasis and on the induction of stress responses in whole rosettes in Arabidopsis. We also investigate the effect of such perturbations on the modulation of whole plant responses toward osmotic and drought stress conditions.

## Materials and Methods

### Plant Material and Growth Conditions of Arabidopsis

*Arabidopsis thaliana* Col-0 ecotype seeds were grown in half strength Murashige and Skoog (MS) medium including vitamins (Duchefa, Netherlands), at pH 5.8 containing 1% sugar, 0.5 g/L MES buffer and 0.7% agar. Seeds were sterilized briefly with 70% ethanol followed by 6% bleach for 5 to 10 min and finally rinsed in water. Plants were kept at 21°C in 16/8 h light period under a light intensity of 70–90 μmol m^-2^s^-1^. The knockout T-DNA insertion line SALK_009478 was obtained from NASC. The *pid-14* mutant is SALK_049736 as reported by Haga et al. (2014). The two *PID^OE^* lines, P10 and P21, were developed by Benjamins et al. (2001) by cloning the *PID* cDNA in sense orientation behind the strong Cauliflower Mosaic Virus 35S promoter (35S::PID) and introducing this construct into *Arabidopsis thaliana* ecotype Columbia (Col).

### Drought Stress Application

Seeds (stratified in cold and dark) were sown in separate pots containing an equal amount of soil (Tref substrate). Pots were well watered initially to assist germination. To avoid heterogeneity, trays with pots were rotated 90° on a daily basis. Watering was subsequently withheld 4–5 days after germination. Three conditions were generated, where soil relative water content (RWC) was maintained by weighing pots daily and adjusted to desired values by controlled watering: control pots with 70% RWC, mild stress pots with 45% RWC and severe stress pots at 40% RWC. The experiment continued until 25 days after stratification (DAS). Rosette pictures were taken for measurements with a Canon EOS 40D digital camera equipped with a Canon EF-S 60mm f/2.8 USM macro lens.

For *in vitro* osmotic stress, seeds were sown on half strength MS medium containing different concentrations of mannitol (Duchefa, Netherlands) and Sorbitol (Duchefa, Netherlands) and allowed to grow until 25 DAS. Digital rosette pictures were analyzed using ImageJ^1^.

### Hormone Measurements

To measure concentrations of IAA, abscisic acid (ABA), gibberellins, salicylic acid, cytokinins and jasmonic acid, whole rosettes were harvested at various time points between 7 to 22 DAS. The samples for three replicates were obtained from multiple plates in each experiment. Dissected samples were collected, frozen in liquid nitrogen, and ground using a MagNA Lyser (Roche) with 2 mm glass beads. The detailed hormone extraction procedures and measurements can be found in the Supplementary Material and Methods section.

### qPCR Analysis

Quantitative PCR using SyBr green was performed at 9 and 22 DAS using the first pair of leaves. RNA was isolated using Purelink Plant RNA reagent (Ambion Life Technologies) and quantified with a nanodrop NZ 1000 (Thermo Scientific). An average of 1 μg of RNA was used for first strand cDNA synthesis using RQ1 RNase-Free DNase treatment and the GoScript^TM^ Reverse Transcription System (Promega). Actin 8 primers and gene-specific primers spanning the intron region were used at 55°C as annealing temperature (Supplementary Table 1). A SyBr green assay for qPCR was accomplished according to the developer’s protocol using ROX SYBR Mastermix blue dTTP (Takyon) and a Step one plus Thermocycler (Life technologies). This experiment was done in three independent biological and three technical repetitions. The results were analyzed as ΔΔCT comparison with the StepOnePlus^TM^ Real-Time PCR System (Life Technologies^TM^) software with a confidence level set at 95%.

### RNA Sequencing

18 RNA samples (three genotypes, three replicates, two time points), originating from the first pair of leaves at 9 DAS and 16 DAS from wild type (WT) and both 35S::PID lines were sequenced using an Illumina^TM^ platform. Prior to library preparation the RNA quality and integrity was assessed according to Illumina^TM^ guidelines. Library preparation was done using the TruSeq^®^ Stranded mRNA sample preparation 96-reaction kit (Illumina^TM^) following the low sample protocol according to manufacturer’s recommendations. In brief, approximately 2.5 μg of total RNA was diluted and purified using RNA purification beads targeting the poly-A tail of the mRNA and this was subsequently fragmented by means of the enzymes provided in the kit. After the cDNA synthesis adenylation of 3′ ends and ligation of the adaptors were performed. Adaptors were ligated in 12-plex formations, allowing the pooling of 12 samples. Subsequently, the library was quantified using PicoGreen^®^ dye (Life Technologies^TM^) as described in the manufacturer’s protocol. In order to accurately quantify the concentration in nM of the sample, the Kapa SYBR^®^ FAST universal qPCR kit (Kapa Biosystems^TM^) for Illumina^TM^ sequencing was used to quantify the number of the amplifiable molecules in the sample and the Bioanalyzer^®^ machine (Agilent Technologies^TM^) to determine the average fragment size of the sample. These measurements allowed optimizing the flow cell clustering and proceeding with the Run. The sample was 50 bp pair-end sequenced in one lane of an Illumina^TM^ HiSeq1500 sequencer.

### RNA Sequencing Data Analysis

Resulting sequence data was preliminary analyzed by CLC Genomics Workbench v.6 using the *Arabidopsis thaliana* (Col-0 TAIR10) sequence database^2^ as reference genome. The RNA-Seq analysis was carried out for sequence reads obtained from the three genotypes. Throughout the analysis with CLC default settings were used. Briefly, after the trimming of the sequences they were mapped against the reference genome with the default settings. The expression values were calculated based on “reads per kilo base of exon model per million mapped reads” (RPKM) values (Mortazavi et al., 2008). The RNA-seq data was grouped accordingly and two group comparisons (unpaired) were performed. The expression values were normalized by scaling to the default setting of 10 million reads. Moderated t statistics for pairwise contrasts were calculated using the Baggerly’s test (Baggerly et al., 2003). Genes with no counts in all three replicates for at least one of the genotype/time combinations were discarded as not detectable above the background. Statistical analysis for the effect of genotype and time was conducted by a two-way ANOVA on the MeV software (Multi Experiment Viewer 4.9.0). The Baggerly’s p values were corrected for multiple testing for each contrast separately by means of false discovery rate (FDR; Benjamini and Hochberg, 1995) for significant genes based on ANOVA. FDR corrected *p*-value < 0.05 and log_2_ of fold change > 0.75 was used as a cutoff. All significantly induced or repressed genes with known functions were classified into groups based on gene ontology information obtained from the TAIR Database^3^ using MapMan (Thimm et al., 2004) and overrepresented functions and gene enrichment studies were carried out in Cytoscape using the BiNGO plugin (Maere et al., 2005).

### Metabolite Analyses

Malondialdehyde (MDA) and H_2_O_2_ were determined by the thiobarbituric acid–MDA (TBA–MDA) assay (Hodges et al., 1999) and xylenol orange-based FOX1 method (Jiang et al., 1990), respectively, from a 100 mg frozen sample. Antioxidants were extracted by homogenizing 100 mg sample in 1.4 ml 80% ethanol (v/v). Total antioxidant capacity was measured after mixing the tissue extract with ferric reducing/antioxidant power (FRAP) assay reagent (0.3 M acetate buffer, pH 3.6, 0.01 mM TPTZ in 0.04 mM Hal, 0.02 M FeCl_3_⋅6H_2_O) at 600 nm using a microplate reader (Synergy Mx, Biotek Instruments Inc., Winooski, VT, United States) (Benzie and Strain, 1996). Trolox was used as standard.

### Enzyme Assays

Glycolate oxidase was measured according to Feierabend and Beevers (1972). GO was measured by the formation of a glyoxylate complex with phenylhydrazine (𝜀324 = 17 mM^-1^ cm^-1^). NADPH oxidase (oxidative stress-related enzyme) was assayed according to Sarath et al. (2007) measuring NADPH-dependent superoxide generation as the reduction rate of NBT into monoformazan (𝜀530 = 12.8 mM^-1^ cm^-1^). Enzymes were measured in extracts obtained from 100 mg of frozen tissue, in 1 mL of extraction buffer: 50 mM MES/KOH (pH 6.0) containing 0.04 M KCl, 2 mM CaCl_2_ and homogenized with a MagNA Lyser (Roche, Vilvoorde, Belgium). Catalase activity was assayed by observing the H_2_O_2_ decomposition rate (𝜀240 = 39.4 M^-1^cm^-1^) (Aebi, 1984). SOD activity was determined according to Dhindsa et al. (1982) by measuring the inhibition of NBT reduction at 560 nm. SOD and CAT measurements were scaled down for semi-high throughput measurement using a micro-plate reader (Synergy Mx, Biotek Instruments Inc., Winooski, VT, United States). Glutathione *S*-transferase (GST) activity was determined according to Habig et al. (1974). Enzyme activity was calculated by measuring the conjugation of GSH with excess 1-chloro-2,4-dinitrobenzene (CDNB) in 50 mM potassium phosphate buffer at 340 nm. The activity of glutaredoxin enzymes was measured according to Holmgren and Aslund (1995). The assay contains tris-HCl buffer (100 mM, pH 8.0), 100 μg/mL bovine serum albumin, 1 mM GSH, 6 μg/mL yeast glutathione reductase, 0.1 M Tris-Hcl, 2 mM EDTA, 0.4 mM NADPH and 0.7 mM of 2-hydroxy-ethyl-disulfide (HED). The peroxiredoxin activity was performed by measuring the decrease in H_2_O_2_ concentration in the reaction mixture contained 100 mM K_2_HPO_4_ buffer (pH 7.0), 0.3 to 3 mM Prx, 10 mM DTT, and 100 uM H_2_O_2_ (Horling et al., 2003). The reaction was stopped with 12,5% trichloroacetic acid (TCA). To quantify the reduction in H_2_O_2_ content, 10 mM Fe(NH4)_2_(SO_4_)_2_ and 2.5 mM KSCN were added and the absorbance was measured at 480 nm. Ferredoxin enzyme activity measured in a 50 mM HEPES-KOH (pH 8.0) contains 5 mM MgCl_2_ 0.3 mM NADP^+^, 3 mM glucose 6-phosphate, 1 unit/mL glucose 6-phosphate dehydrogenase and 1 mM potassium ferricyanide. The decrease in NADP^+^ was measured at 420 nm.

### Superoxide Detection in Leaves

Superoxide radical detection was performed using the nitroblue tetrazolium (NBT) staining method (Ramel et al., 2009). NBT reacts with O^2-^ to form a dark blue insoluble formazan compound. Arabidopsis plants were infiltrated in 0.1% (w/v) NBT solution in PBS buffer (0.2 g KCl + 0.2 g KH_2_PO_4_ + 1.15 g NaH_2_PO_4_ + 8 g NaCl in 1000 ml of H_2_O; pH 7.1) containing 10 mM of sodium azide (NaN_3_), for 30 min under vacuum. After 4 h of incubation they were cleared and pictured under a Nikon AZ-100 macroscope equipped with a Nikon DS-Ri1 digital camera.

### Statistical Analysis

Rosette and auxin measurements were analyzed by *t*-test using the R statistical package^4^. Conditions of normality of distribution and homogeneity of variance were checked and met. Metabolite and enzyme data were analyzed using SPSS (SPSS Inc, Chicago, IL, United States). Conditions of normality of distribution and homogeneity of variance were not examined due to the small sample size. One-way analyses of variance (ANOVA) were performed on the original data to evaluate the differences between genotypes and time (days). Significant differences between means were determined with the Duncan test (*P* < 0.05).

### Accession Number

The Arabidopsis Genome Initiative locus identifier for the *PID* gene is AT2G34650. Raw RNA sequencing data were deposited in NCBI’s Gene Expression Omnibus as GEO accession no. GSE82086.

## Results

### Overexpression of *PID* Leads to Smaller Rosettes and Elevated Auxin Pools

In an attempt to deepen our knowledge on auxin-regulated leaf growth and development, we chose to analyze two *PID^OE^* lines, P10 and P21, which clearly had smaller rosettes compared to WT at 22 DAS (days after stratification; **Figure 1A** and Saini et al., 2017). To quantify the *PID* transcript levels between WT and *PID^OE^* lines and to understand the differences in the phenotype between P10 and P21, we performed qPCR. Relative quantification of *PID* transcript levels revealed that P21 had a two-fold higher *PID* overexpression level than P10 at 9 DAS, whereas at 22 DAS this was inversed and *PID* overexpression in P21 was four-fold lower compared to P10 (**Figure 1B**). The severity of the phenotype and *PID* transcript abundance differences between P10 and P21 suggests that PID affects rosette growth in a dose-dependent manner (**Figures 1A,B**). Since PID affects auxin transport and thus its distribution (Christensen et al., 2000; Raftopoulou, 2004; Kleine-Vehn et al., 2009), we measured the total pool of IAA (free IAA and IAA-conjugates). IAA levels were strongly elevated in the rosettes of both *PID^OE^* lines compared to the WT from 7 to 22 DAS (**Figure 1C**). Significantly higher IAA levels in P10 and P21 from 12 DAS onward reflect the difference in expression levels and that a certain threshold of *PID* abundance is required to sustain these high IAA levels (**Figures 1B,C**).

**FIGURE 1:**
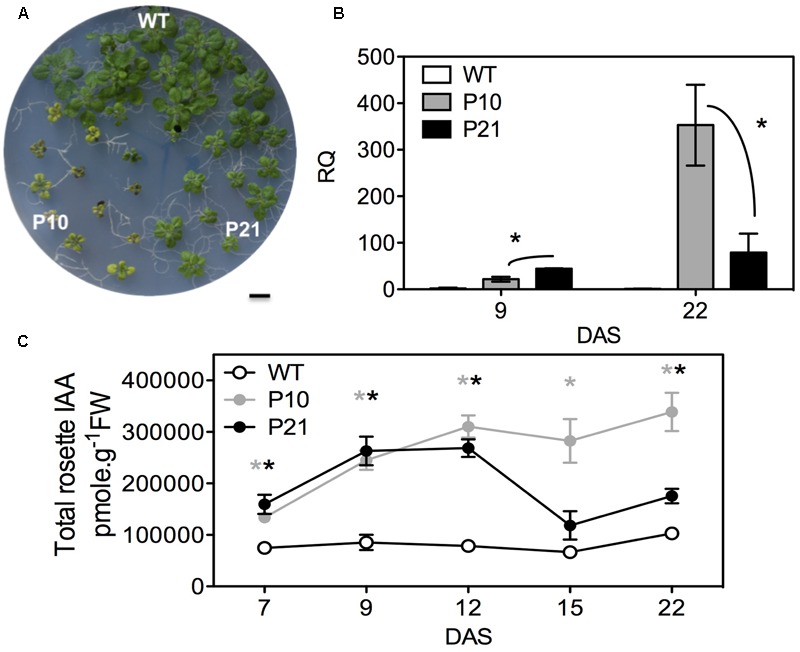
Effect of *PID* overexpression on rosette phenotype and auxin pool in the whole rosettes. Rosette phenotypes of WT and two PID*^OE^* lines, P10 and P21, at 22 DAS **(A)**. Relative quantification (RQ) of *PID* transcript in the leaves of WT, P10, and P21 at two different time points, *n* = 3; Asterisks mark the significant differences between the *PID* overexpression (*PID^OE^*) lines **(B)**. Total auxin (indole-3-acetic acid; IAA) measurements in the rosettes **(C)**. The averages and standard error of relative expression are based on three biological replicates. Gray and black asterisks represent significant differences toward WT, for P10 and P21, respectively. DAS, days after stratification. Error bars: ±SE (*t*-test *P* < 0.05). Scale bar = 10 mm.

### Transcriptome Data Point to the Induction of Stress in *PID* Overexpression Lines

To gain further insight into PID function, we checked the expression levels of the AT2G34650 gene (*PID*) under various conditions in Arabidopsis using perturbation as condition search tool in Genevestigator. Publicly available microarray data revealed that *PID* is differentially expressed in response to several abiotic stress conditions (**Figure 2A**). We performed RNA sequencing on the first pair of leaves of *PID^OE^* lines and WT at 9 and 16 DAS to understand the small-rosette phenotype (Supplementary Data 1). 

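RNA came from the first pair of leaves of wild-type plants (WT, Col-0) and of P10 and P21, a pair of independent lines that carry the PID gene under the 35S promoter, at 9 and 16 days after stratification (DAS). The labels list 18 libraries, 3 per genotype and day. Values were deposited for 16 of them, since P21 replicate 1 has none at either day and was not analysed here, so that n = 3 for WT and P10 and n = 2 for P21. The authors mapped the reads to the TAIR10 genome with CLC Genomics Workbench. They deposited counts of reads that map uniquely within each gene region, RPKM and scaled counts, and the p-values and fold changes of Baggerley's test of each line against WT. Here the unique gene reads were compared with edgeR's quasi-likelihood test after TMM scaling, in a fit with one mean per genotype and day, over the 16499 of 28642 genes with enough reads. Genes were counted as differentially expressed (DEGs) at an adjusted p under 0.05 with a log2 fold change beyond 0.75 in either direction, the thresholds of the paper. Levels are CPM (read counts scaled to a common library size) after TMM scaling. A gene said to rise or fall in a line did so against WT at the same day, unless days are compared. The libraries held 1193042 to 4695692 unique gene reads (median 2631344). Among 100 genes given a made change of log2 1 in simulated counts of this size, the test recovered 48 for P10 and 30 for P21 at 9 DAS, and 48 for P10 and 38 for P21 at 16 DAS. The changed genes were drawn from those above a minimum of expected reads, so genes with few reads were not covered. Gene lists and the rule for naming genes were fixed before the data were examined. Each list was tested against all other genes with camera at a preset correlation of 0.01, and once more with a correlation estimated from the data. The same WT libraries serve both lines at a given day, so the comparisons of the lines with WT are not independent of each other. By their labels, WT and P10 at 9 DAS carry one library index and the remaining libraries another. In P21 against WT at 9 DAS the index and the line therefore cannot be told apart. The same holds for P10 against P21 at 9 DAS and for the change of P21 between the days. In WT at 16 against 9 DAS, index and day cannot be told apart. At 9 DAS, replicate 2 of WT and of P10 stood apart in clock genes. CCA1, a morning gene of the circadian clock singled out after its values were seen, was at 26.2 CPM in replicate 2 of WT against 78.9 and 225 in replicates 1 and 3, and at 39 CPM in replicate 2 of P10 against 259 and 115. At 16 DAS, CCA1 was at 557 to 672 CPM, above every library at 9 DAS. LHY, another morning gene, was higher at 16 DAS as well. The later clock genes PRR5, GI and GRP7 lay within their range at 9 DAS. Clock state may thus differ between the days, and WT at 16 against 9 DAS cannot separate it from day.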

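In P10 at 16 DAS, AT5G15500 (chromosome 5, 5031676 to 5033500) stood at 171 ± 63.3 CPM in P10 and 2.47 ± 0.635 (SD, n = 3) in WT (log2 fold change 6.08, SE 0.38, adjusted p = 1.3e-07). AT4G08570 (chromosome 4, 5454580 to 5456070) was at 133 ± 65.7 CPM in P10 and 0.874 ± 1.01 (SD, n = 3) in WT (log2 fold change 6.79, SE 0.53, adjusted p = 1.4e-06). At 9 DAS, AT2G05540, which encodes a glycine-rich protein, was at 87.2 ± 16.2 CPM in WT and fell to 19.1 ± 5.22 (SD, n = 3) in P10 (log2 fold change -2.18, SE 0.21, adjusted p = 7e-06) and 4.14 ± 0.473 (SD, n = 2) in P21 (log2 fold change -4.38, SE 0.30, adjusted p = 1.8e-08). GDPD2 (AT5G41080), a glycerophosphodiester phosphodiesterase, also fell in both lines at 9 DAS, from 75.6 ± 16.7 CPM in WT to 14 ± 6.01 (SD, n = 3) in P10 (log2 fold change -2.44, SE 0.32, adjusted p = 0.001) and 8.03 ± 3.27 (SD, n = 2) in P21 (log2 fold change -3.24, SE 0.40, adjusted p = 0.00019). AT5G05250 rose in P10 at 9 DAS (98.9 ± 11.5 CPM in P10 and 28.4 ± 9.77 (SD, n = 3) in WT, log2 fold change 1.79, SE 0.24, adjusted p = 0.001). COPT2, a copper transporter of the plasma membrane, rose in P21 at 9 DAS (15.6 ± 2.13 CPM (SD, n = 2) in P21 and 2.79 ± 0.802 in WT, log2 fold change 2.43, SE 0.31, adjusted p = 0.0001) and in P10 at 16 DAS (54.7 ± 2.90 CPM in P10 and 17.7 ± 1.31 (SD, n = 3) in WT, log2 fold change 1.63, SE 0.20, adjusted p = 1.3e-05). By edgeR, 3187 genes were DEGs in at least one of the 4 comparisons with WT. P10 at 16 DAS had 2605 DEGs (1336 higher, 1269 lower), P21 at 9 DAS 889 (431 higher, 458 lower), P10 at 9 DAS 56 (34 higher, 22 lower) and P21 at 16 DAS 21 (11 higher, 10 lower). Of the DEGs of P10 at 16 DAS, 51.3% were higher than WT. RPKM, on which the median of all genes lay 0.19 to 0.21 higher on the log2 scale, gave 72.1 to 73.8%, and the authors' fold changes and Baggerley p-values, with a shift of 0.22, gave 73.0%. For P21 at 16 DAS these p-values called 126 genes, 18.3% of them higher, against 52.4% here, with a shift of -0.03. Without WT 9 DAS replicate 1, P10 9 DAS replicate 1 or P10 9 DAS replicate 2, the count for P10 at 9 DAS was 16, 25 and 32, and without P21 9 DAS replicate 2 or replicate 3 the count for P21 at 9 DAS was 267 and 288. The count for P21 at 16 DAS was 1 without P21 16 DAS replicate 3, 51 without P21 16 DAS replicate 2, 4 without WT 16 DAS replicate 2, 11 without WT 16 DAS replicate 1, 10 without WT 9 DAS replicate 1, 13 without P10 9 DAS replicate 3, and 11 and 44 without P10 16 DAS replicates 1 and 2. LHY, a morning gene of the clock singled out after its values were seen, was at 67.1, 3.95 and 344 CPM in WT replicates 1 to 3 at 9 DAS, at 440, 11.9 and 116 in P10 and at 128 and 451 in P21 replicates 2 and 3. With WT and P10 at 9 DAS limited to replicates 1 and 3, a setting chosen after seeing the data, P10 had 22 DEGs and P21 749 at 9 DAS, of which 20 and 593 were among the DEGs of all libraries.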

In total there were 3805 genes that expressed differentially in at least one genotype and one time point (FDR < 0.05 and log_2_ fold change > 0.75; Supplementary Data 2). 

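Among the genes of ABA and drought responses that rose in P10 at 16 DAS were TSPO (AT2G47770, chromosome 2, 19568464 to 19569507), an ABA-inducible membrane protein that binds heme, at 21.6 ± 10.9 CPM in P10 and 0.248 ± 0.430 (SD, n = 3) in WT (log2 fold change 6.98, SE 0.97, adjusted p = 8.9e-05). KIN1 (AT5G15960, chromosome 5, 5209898 to 5210727), a cold- and ABA-inducible gene, was at 22.4 ± 8.32 CPM in P10 and 1.80 ± 0.267 (SD, n = 3) in WT (log2 fold change 3.56, SE 0.39, adjusted p = 3.2e-06). P5CS1 (AT2G39800), the rate-limiting enzyme of stress-induced proline synthesis, was at 3689 ± 829.9 CPM in P10 and 602 ± 95.0 (SD, n = 3) in WT (log2 fold change 2.62, SE 0.51, adjusted p = 0.0042). KIN1 and P5CS1 were singled out after their values were seen. All WT reads of TSPO at 16 DAS lay in replicate 3, so that without this library the fold change of TSPO has no defined size. COR414-TM1 (AT1G29395), a cold-regulated thylakoid protein, rose as well (58.3 ± 40.8 CPM in P10 and 5.15 ± 2.88 (SD, n = 3) in WT, log2 fold change 3.70, SE 0.83, adjusted p = 0.0094). Of 32 measured genes of the ABA and drought response, 20 were higher in P10 at 16 DAS and none was lower (22 higher when adjusted over the list alone), and the list was higher as a whole (camera, adjusted p = 5.16e-13; adjusted p = 0.249 with an estimated correlation). At 9 DAS, 3 of them were higher in P21 and none lower (6 higher when adjusted over the list alone; camera, adjusted p = 0.000217; adjusted p = 0.411 with an estimated correlation and 0.064 without the genes of the study's own tables), and 2 were higher in P10 (3 when adjusted over the list alone; camera, adjusted p = 0.0604). At 16 DAS in P21 edgeR called none of the 32, with 8 lower at an unadjusted p under 0.05, 0 when adjusted over the list alone and 2 lower by DESeq2, while camera placed the list lower as a whole (adjusted p = 6.28e-07; adjusted p = 0.368 with an estimated correlation). The 3 genes in P21 at 9 DAS became 1 without P21 9 DAS replicate 3 and 5 without P10 16 DAS replicate 2 or P21 16 DAS replicate 2, and 6 by DESeq2. The 2 in P10 became 0 without WT 9 DAS replicate 1, WT 9 DAS replicate 2 or P10 9 DAS replicate 1, and 1 without P10 9 DAS replicate 2 or replicate 3. PRR5, an afternoon gene of the clock singled out after its values were seen, was at 48.9 CPM in replicate 2 of WT at 9 DAS and at 40.5 in replicate 2 of P10, and at no more than 4.25 in the other libraries of that day. With replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data, 4 genes of the list were DEGs in P21 and 2 in P10.

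**Figure D1:**
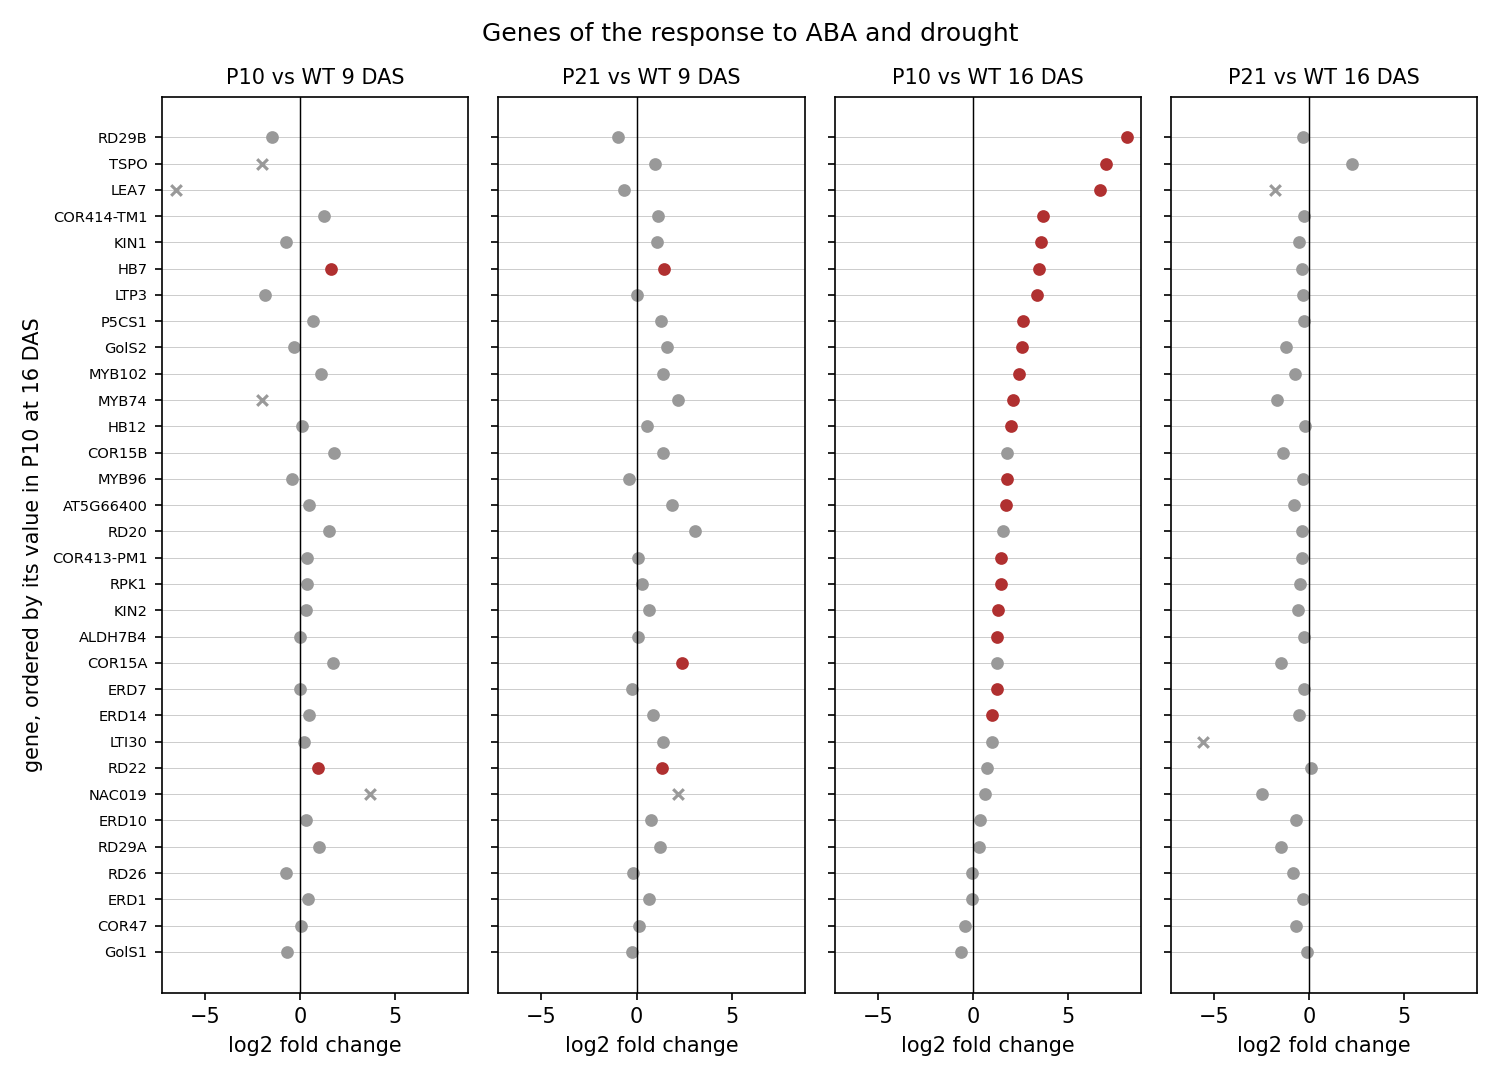
Log2 fold change of each measured gene of the ABA and drought list in each of the 4 comparisons of a line with WT, with the genes in the order of their values in P10 at 16 DAS. Red points are genes higher and blue points genes lower than WT that passed the test, grey points did not pass it, and crosses mark genes with a group whose libraries all held 0 reads, for which the fold change is no bound. The 20 genes that passed in P10 at 16 DAS all lie above 0.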

Consistent with the link to abiotic stress suggested by Genevestigator, gene enrichment analysis of the 3805 differentially expressed genes (DEGs), using BiNGO (Maere et al., 2005), showed a significant overrepresentation of ABA signaling, abiotic and biotic stress-related genes, stimulus to chemical and stress, including response to water, water deprivation and osmotic stress (**Figure 2B** and Supplementary Data 3). Moreover, a MapMan (Thimm et al., 2004) plot of the DEGs also showed that many stress and redox-related genes were among induced or repressed genes in P10 and P21 (**Figure 2C**). 

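Genes of oxidative stress moved in different directions. GSTF6 (AT1G02930, chromosome 1, 661177 to 662456), a stress-inducible glutathione S-transferase, was at 219 ± 17.3 CPM (SD, n = 2) in P21 and 20.5 ± 7.49 (SD, n = 3) in WT at 9 DAS (log2 fold change 3.4, SE 0.55, adjusted p = 0.0059). GSTF7 (AT1G02920, chromosome 1, 658657 to 659771), of the same family, fell in P10 at 16 DAS, to 0.520 ± 0.45 CPM from 8.97 ± 5.80 (SD, n = 3) in WT (log2 fold change -3.62, SE 0.79, adjusted p = 0.003). AOX1A (AT3G22370), the alternative oxidase of mitochondria that rises with respiratory stress, was at 59.1 ± 7.00 CPM in P10 and 31.8 ± 4.57 (SD, n = 3) in WT (log2 fold change 0.90, SE 0.23, adjusted p = 0.0075). AOX1A was singled out after its values were seen. Of 10 measured genes of the oxidative stress response, 1 was higher and 2 were lower in P10 at 16 DAS (2 higher and 2 lower when adjusted over the list alone; camera, adjusted p = 0.591). At 9 DAS in P21, 1 was higher (1 when adjusted over the list alone; camera, adjusted p = 0.472). Among 8 heat shock genes, HSFA2, a heat shock transcription factor, was the one lower in P10 at 16 DAS (1 when adjusted over the list alone; camera, adjusted p = 0.17), and this count was 3 without WT 16 DAS replicate 2 and 0 without WT 16 DAS replicate 3 or any one of the P10 16 DAS replicates. One of 4 measured NADPH oxidases, which make superoxide at the plasma membrane, passed the test in P10 at 16 DAS (camera, adjusted p = 0.228), and none without WT 16 DAS replicate 1, WT 16 DAS replicate 2, P10 16 DAS replicate 1 or P10 16 DAS replicate 2. In P21 at 16 DAS edgeR called 0 genes of the oxidative stress list, with 2 higher and 1 lower at an unadjusted p under 0.05 and 0 by DESeq2.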

The MapMan analysis also revealed that similar categories were changed in P10 and P21, but at a more pronounced level (more genes and higher fold changes) in P10. This is consistent with the *PID* expression level of P10 being higher than in P21 at 16 DAS when the transcriptome analysis was performed (**Figure 1B**).

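At 16 DAS most genes with large changes in P10 lay close to WT in P21, and the difference between the lines was tested directly. LDOX, the leucoanthocyanidin dioxygenase of anthocyanin synthesis, was at 164 ± 89.6 CPM (SD, n = 3) in P10 and 0.527 ± 0.124 (SD, n = 2) in P21 (log2 fold change of P10 over P21 8.13, SE 1.36, adjusted p = 0.0023). GASA1, a gibberellin-regulated gene, was at 34.3 ± 4.95 CPM (SD, n = 3) in P10 and 347 ± 90.4 (SD, n = 2) in P21 (log2 fold change of P10 over P21 -3.36, SE 0.27, adjusted p = 4.4e-07). BHLH38, a transcription factor of the iron deficiency response, was at 939.6 ± 402 CPM (SD, n = 3) in P10 and 16.0 ± 4.00 (SD, n = 2) in P21 (log2 fold change of P10 over P21 5.88, SE 0.73, adjusted p = 0.00035). By edgeR, 2459 genes differed between P10 and P21 at 16 DAS, 1252 higher and 1207 lower in P10, and 6 differed at 9 DAS, 3 in each direction. Without P21 16 DAS replicate 3 the count at 16 DAS was 1373, and without P21 9 DAS replicate 2 or replicate 3 the count at 9 DAS was 3 and 2. Higher genes made up 50.9% of the 2459, and 78.1 to 78.4% on RPKM, which moved the median of all genes by 0.22 to 0.25 on the log2 scale. At 16 DAS, 3 genes were higher and 6 lower than WT in both lines, against 0.891 and 0.769 by chance, and 2 went opposite ways. At 9 DAS, 30 genes were higher and 22 lower in both lines, against 0.888 and 0.611 by chance, and 0 went opposite ways. Simulated lines without any change that shared the 3 WT libraries gave 0.1 such genes at 9 DAS and 0 at 16 DAS, in the mean of 10 simulations. Each gene was drawn on its own in these simulations. A state that many genes of a WT library share, such as that of the clock genes, was therefore not simulated. Across all 16499 genes, which are not independent replicates, the fold changes of both lines had a correlation of 0.71 at 9 DAS and 0.22 at 16 DAS. The shared WT libraries alone gave 0.48 and 0.42 in simulated data. The simulated lines held no changes, so their fold changes spread less and the correlations are not on one scale. The covariance, which is not divided by that spread, was 0.255 at 9 DAS and 0.107 at 16 DAS, against 0.0807 and 0.08 in simulated data. GRP7, an evening gene of the clock singled out after its values were seen, was at 1320 CPM in replicate 2 of WT and 1180 in replicate 2 of P10 at 9 DAS, and at 27 to 134 in the other libraries of that day. With replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data, 9 genes differed between the lines at 9 DAS.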

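PID (AT2G34650, chromosome 2, 14589760 to 14591788), a protein kinase that sets the polarity of PIN auxin transporters, was at 795 ± 75.2 CPM in P10, 499 ± 186 (SD, n = 2) in P21 and 3.71 ± 0.516 (SD, n = 3) in WT at 16 DAS (log2 fold change over WT 7.71, SE 0.24, adjusted p = 5.7e-15 in P10, and 7.04, SE 0.24, adjusted p = 4.4e-14 in P21). At 9 DAS it was at 493 ± 40.5 CPM in P10, 950.4 ± 15.0 (SD, n = 2) in P21 and 5.34 ± 0.599 (SD, n = 3) in WT (log2 fold change over WT 6.52, SE 0.23, adjusted p = 6.3e-14 in P10, and 7.46, SE 0.24, adjusted p = 1e-14 in P21). The log2 fold change of P10 over P21 was 0.67, SE 0.18, adjusted p = 0.013 at 16 DAS and -0.95, SE 0.18, adjusted p = 0.058 at 9 DAS, by edgeR's quasi-likelihood test. The change at 16 DAS lay under the fold change threshold, so that PID was no DEG there. PID in P10 against P21 is judged here by the adjusted p alone. From 9 to 16 DAS the log2 fold change over WT rose in P10 by 1.20 (adjusted p = 0.0441). The difference at 16 DAS rests on few libraries. It was 0.33 (adjusted p = 0.29) without P21 16 DAS replicate 2 and 0.59 (adjusted p = 0.051) without P10 16 DAS replicate 3, and 1.09 (adjusted p = 0.0019) without P21 16 DAS replicate 3. The difference at 9 DAS passed the test without P21 16 DAS replicate 2 (-0.95, adjusted p = 0.0052) or replicate 3 (-0.93, adjusted p = 0.0059).

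**Figure D2:**
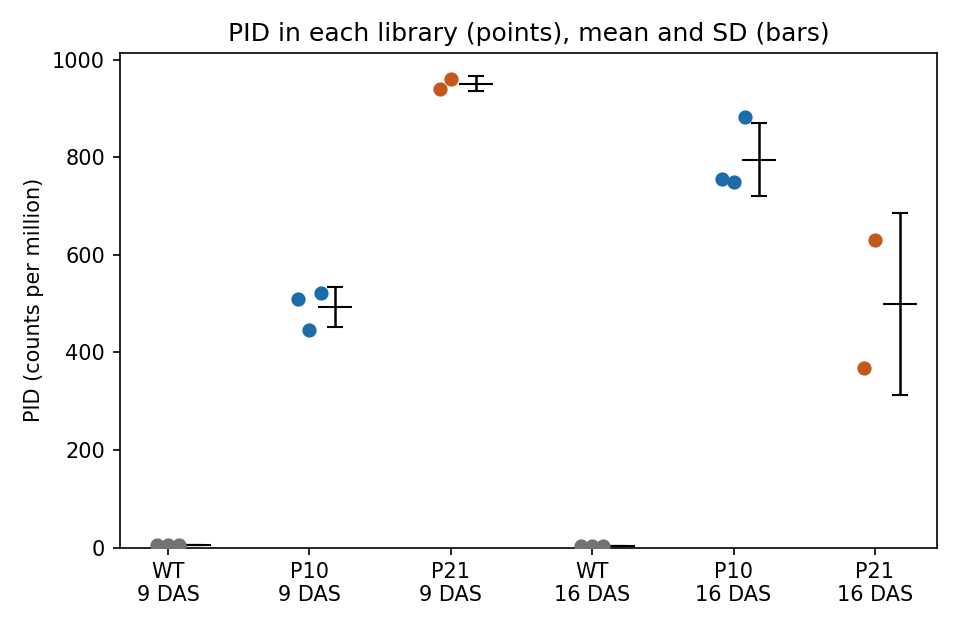
PID level in CPM on a linear axis for each library, by genotype and day, with points for libraries and bars for the mean and SD of each group. At 16 DAS the P10 libraries lie between 748 and 882, the P21 libraries at 368 and 631, and the WT libraries between 3.19 and 4.22.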

**FIGURE 2:**
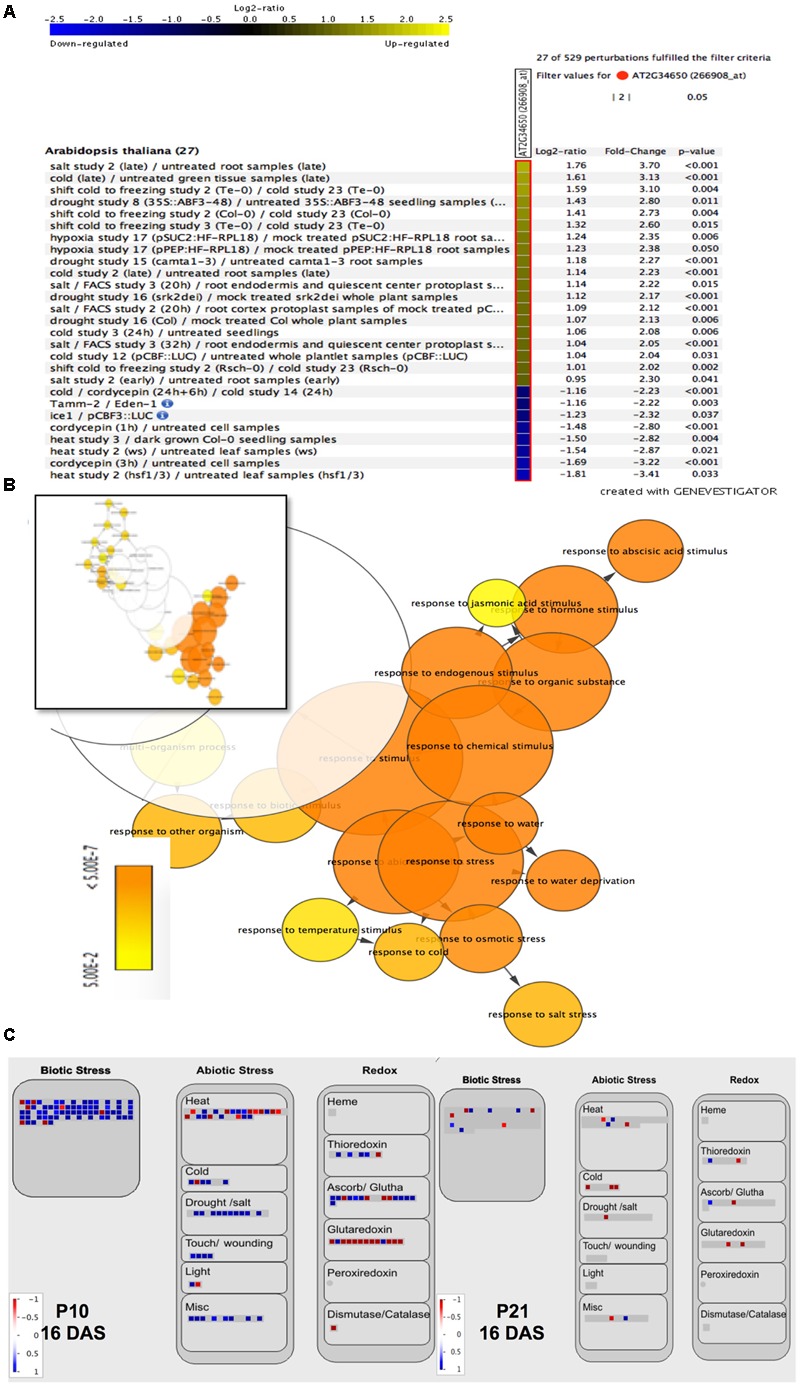
Effect of abiotic stress on *PID* expression levels and of *PID* overexpression on stress-related genes. Genevestigator analysis shows up- (yellow) and downregulation (blue) of *PID* under various abiotic stress conditions **(A)**. Gene enrichment analysis of differentially expressed genes in *PID* overexpression lines vs. WT, visualized via the Cytoscape plugin BiNGO. The inset shows a representation of all 3805 genes, while the major overrepresented genes (orange part of the inset) are magnified **(B)**. MapMan analysis of up- (blue squares) and downregulated (red squares) genes in P10 and P21 at 16 DAS compared to WT, shows the upregulation of biotic and abiotic stress-related genes and changes in redox status **(C)**.

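Among genes of biotic stress, PR5 (AT1G75040, chromosome 1, 28177703 to 28178940), a pathogenesis-related protein induced by salicylic acid, fell in P10 at 16 DAS, from 15.4 ± 5.77 CPM in WT to 0.128 ± 0.221 (SD, n = 3) (log2 fold change -6.19, SE 0.67, adjusted p = 3.2e-06), while in P21 it was at 5.73 ± 2.45 (SD, n = 2) (log2 fold change of P10 over P21 -4.78, SE 0.81, adjusted p = 0.00038). SAG101 (AT5G14930, chromosome 5, 4828640 to 4830955), a partner of EDS1 in basal resistance, was at 13 ± 0.623 CPM in P10 and 6.34 ± 2.26 (SD, n = 3) in WT (log2 fold change 1.13, SE 0.33, adjusted p = 0.017). Both genes were singled out after their values were seen. SAG101 did not pass the test without WT 16 DAS replicate 1 (adjusted p = 0.075), WT 16 DAS replicate 2 (0.093) or P10 16 DAS replicate 3 (0.057). Of 11 measured genes of the salicylic acid and pathogen response, these were the 1 higher and the 1 lower in P10 at 16 DAS (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.626), and the count of 2 was 1 without WT 16 DAS replicate 1 or P10 16 DAS replicate 3. At 16 DAS in P21 edgeR called 0 of the 11, with 4 lower at an unadjusted p under 0.05, 2 lower when adjusted over the list alone and 0 by DESeq2. Camera placed the list lower as a whole (adjusted p = 0.000799; adjusted p = 0.368 with an estimated correlation), and not without WT 16 DAS replicate 3 (adjusted p = 0.095).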

### Multiple Hormonal Responses Are Modulated in *PID* Overexpression Plants

Physiological and molecular mechanisms underlying plant growth and stress responses are complex and likely involve feedback mechanism and crosstalk with other hormones. Consistently, several auxin metabolism, transport and signaling-related genes were affected by *PID* overexpression that point at a perturbed auxin homeostasis and signaling. These include *GH3*, IAA-leucine conjugate hydrolase (*ILR1*), indole-3-butyric acid response (*IBR 1* and *2)*, PINs, auxin/indole-3-acetic acid (Aux/IAAs), small auxin up RNAs (SAURs), Lateral Organ Boundaries-Domain (LBDs), and auxin responsive factors (ARFs) (Supplementary Data 2). 

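In P10 at 16 DAS, LAX2 (AT2G21050, chromosome 2, 9034090 to 9036636), an auxin influx carrier of the vascular tissue, rose to 24.8 ± 3.74 CPM from 4.79 ± 0.924 (SD, n = 3) in WT (log2 fold change 2.32, SE 0.33, adjusted p = 5e-05). PIN7, an auxin efflux carrier singled out after its values were seen, was also higher in P10 at 16 DAS, at 102 ± 23.1 CPM in P10 and 57.3 ± 2.22 (SD, n = 3) in WT (log2 fold change 0.84, SE 0.24, adjusted p = 0.016). TAR2 (AT4G24670, chromosome 4, 12727834 to 12731274), an aminotransferase of auxin synthesis, fell to 10.9 ± 2.02 CPM from 21.1 ± 0.940 (SD, n = 3) in WT (log2 fold change -0.96, SE 0.27, adjusted p = 0.015). Of 18 measured auxin transport genes, 4 were higher and 1 was lower in P10 at 16 DAS (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.179), and of 22 genes of auxin synthesis, conjugation and conjugate hydrolysis, 2 were higher and 1 lower (1 and 1 when adjusted over the list alone; camera, adjusted p = 0.767). In P21 at 16 DAS edgeR called 0 auxin transport genes, with 3 higher at an unadjusted p under 0.05, 0 when adjusted over the list alone and 0 by DESeq2. Camera placed the list higher (adjusted p = 0.0226; adjusted p = 0.249 with an estimated correlation), and not without WT 16 DAS replicate 2 or P21 16 DAS replicate 2, with adjusted p of at most 0.092. PIN7 did not pass the test without WT 16 DAS replicate 1 (adjusted p = 0.054), WT 16 DAS replicate 3 (0.056) or P10 16 DAS replicate 3 (0.099), and TAR2 without P10 16 DAS replicate 3 (0.09). The 5 auxin transport genes became 3 without WT 16 DAS replicate 2, 2 without P10 16 DAS replicate 2 and 3 without P10 16 DAS replicate 3, and the 3 genes of synthesis and conjugation became 1 without P10 16 DAS replicate 3.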

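At 16 DAS in P10, IBR1 (AT4G05530, chromosome 4, 2816392 to 2818365), an enzyme that converts indole-3-butyric acid to auxin, was at 29.8 ± 5.61 CPM in P10 and 15.3 ± 0.939 (SD, n = 3) in WT (log2 fold change 0.98, SE 0.21, adjusted p = 0.0025). ILR1 (AT3G02875, chromosome 3, 631913 to 634074), a hydrolase of auxin conjugates, did not pass the test (6.34 ± 1.38 CPM in P10 and 3.01 ± 0.797 (SD, n = 3) in WT, log2 fold change 1.10, SE 0.45, adjusted p = 0.084). IAA28 (AT5G25890), a repressor of auxin signaling, rose to 39.4 ± 2.94 CPM from 11.4 ± 2.34 (SD, n = 3) (log2 fold change 1.76, SE 0.28, adjusted p = 0.00018). ARF18 (AT3G61830), an auxin response factor, rose to 61.9 ± 18.6 CPM from 20.4 ± 8.70 (SD, n = 3) (log2 fold change 1.69, SE 0.27, adjusted p = 0.0002). LBD39 (AT4G37540), a repressor of nitrate-responsive genes, fell to 17.9 ± 9.06 CPM from 83.3 ± 16.3 (SD, n = 3) (log2 fold change -2.20, SE 0.28, adjusted p = 3e-05). SAUR15 (AT4G38850), an auxin-induced gene of cell expansion, fell to 3.03 ± 0.552 CPM from 9.51 ± 0.805 (SD, n = 3) (log2 fold change -1.58, SE 0.41, adjusted p = 0.0089). LBD39 was lower in P21 at 9 DAS as well (log2 fold change -2.61, SE 0.38, adjusted p = 0.00085). Of 20 measured Aux/IAA genes, 3 were higher and 1 was lower in P10 at 16 DAS (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.157). Of 15 ARF genes, 4 were higher (4 when adjusted over the list alone; camera, adjusted p = 0.0417; adjusted p = 0.372 with an estimated correlation). Of 11 SAUR genes, 3 were lower (3 when adjusted over the list alone; camera, adjusted p = 0.141). Of 7 LBD genes, 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone; camera, adjusted p = 0.0537). In P21 at 9 DAS, 2 LBD genes were lower (camera, adjusted p = 0.00584; adjusted p = 0.228 with an estimated correlation), and camera did not call the list without P21 9 DAS replicate 3 (adjusted p = 0.11) or without the low-count filter (0.07). The count was 1 without any one of WT 9 DAS replicates 1, 2 and 3, P10 9 DAS replicates 2 and 3, P21 9 DAS replicates 2 and 3, WT 16 DAS replicate 3 and P10 16 DAS replicate 1, and 1 with DESeq2 size factors, no low-count filter, RPKM or glmTreat at 0.75. GI, an evening gene of the clock singled out after its values were seen, was at 67.1 CPM in replicate 2 of WT at 9 DAS and 46.6 in replicate 2 of P10, against 2.86 to 8.1 in the other libraries of that day. Leaving out WT 16 DAS replicate 1 or P10 16 DAS replicate 3 left 2 Aux/IAA genes, leaving out WT 16 DAS replicate 3 or P10 16 DAS replicate 3 left 2 ARF genes, and leaving out WT 16 DAS replicate 1 left 1 SAUR gene. Camera's call of the ARF list was kept in 19 of 26 other settings, with adjusted p of at most 0.079, and was lost without P10 9 DAS replicate 1, WT 16 DAS replicate 1 or P10 16 DAS replicate 3 and without the genes of the study's own tables (adjusted p = 0.053). In P21 at 16 DAS camera placed the SAUR list lower (adjusted p = 0.0462; adjusted p = 0.393 with an estimated correlation) with 0 genes called by edgeR or DESeq2 and 1 lower at an unadjusted p under 0.05, and this call was kept in 12 of 26 other settings and lost without the study's genes (adjusted p = 0.059).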

Auxin is known to modulate the metabolism of other hormones (Nemhauser et al., 2006). 

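ARR15 (AT1G74890, chromosome 1, 28131590 to 28132710), a type-A response regulator that cytokinin induces, was at 1.03 ± 0.967 CPM in P10 against 17.9 ± 5.36 (SD, n = 3) in WT at 16 DAS (adjusted p = 1e-05). IPT3 (AT3G63110, chromosome 3, 23318076 to 23319540), an enzyme of cytokinin synthesis, was at 3.91 ± 2.93 CPM against 27.2 ± 4.42 (SD, n = 3) (log2 fold change -2.70, SE 0.39, adjusted p = 6.5e-05). Of 16 measured genes of cytokinin response and metabolism, 8 were lower and none was higher in P10 at 16 DAS (8 lower when adjusted over the list alone; camera, adjusted p = 0.000756; adjusted p = 0.393 with an estimated correlation and 0.17 without the genes of the study's own tables). VSP2 (AT5G24770), a vegetative storage protein induced by jasmonate, was at 18.8 ± 4.08 CPM in P10 and 0.508 ± 0.676 (SD, n = 3) in WT at 16 DAS (log2 fold change 4.88, SE 0.43, adjusted p = 3.1e-07). At 9 DAS it was at 51.6 ± 2.51 CPM (SD, n = 2) in P21 and 12.8 ± 2.04 (SD, n = 3) in WT (log2 fold change 2.02, SE 0.26, adjusted p = 0.00011). MYC2, a transcription factor of jasmonate responses, was at 74.6 ± 18.8 CPM in P10 and 24.8 ± 8.26 (SD, n = 3) in WT at 16 DAS (log2 fold change 1.57, SE 0.26, adjusted p = 0.00033). AOS, the allene oxide synthase of jasmonate synthesis, was at 136 ± 14.6 CPM (SD, n = 2) in P21 and 59.6 ± 6.77 (SD, n = 3) in WT at 9 DAS (log2 fold change 1.19, SE 0.18, adjusted p = 0.00068). Of 21 jasmonate genes, 6 were higher and 1 was lower in P10 at 16 DAS (6 and 2 when adjusted over the list alone; camera, adjusted p = 0.0158; adjusted p = 0.445 with an estimated correlation and 0.13 without the genes of the study's own tables). At 9 DAS in P21, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone; camera, adjusted p = 0.00493; adjusted p = 0.393 with an estimated correlation and 0.16 without the study's genes). In P21 at 9 DAS, 1 cytokinin gene was higher and 4 were lower (1 and 6 when adjusted over the list alone; camera, adjusted p = 0.00991; adjusted p = 0.473 with an estimated correlation and 0.74 without the study's genes). The cytokinin count in P10 at 16 DAS was 5 and the jasmonate count 3 without WT 16 DAS replicate 1, and camera did not call the jasmonate list without WT 16 DAS replicate 2 (adjusted p = 0.059), a call kept in 23 of 26 other settings. The authors' Baggerley p-values called 10 jasmonate genes higher and 1 lower in P10 at 16 DAS. At 9 DAS in P21, the 5 cytokinin genes became 3 without WT 9 DAS replicate 3, 1 without P21 9 DAS replicate 2 and 0 without P21 9 DAS replicate 3. The 5 jasmonate genes became 2 and 3 without P21 9 DAS replicates 2 and 3. Camera did not call the cytokinin list without WT 9 DAS replicate 3 or P21 9 DAS replicate 2, with adjusted p of at most 0.11. Replicate 2 of WT and P10 at 9 DAS stood apart in clock genes, and with their replicates 1 and 3, chosen after seeing the data, 5 cytokinin and 5 jasmonate genes were DEGs in P21 at 9 DAS.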

In our data, besides auxin, other hormone signaling components were also modulated in the overexpression lines (Supplementary Figure 1). The expression level of signature genes of several hormones (Nemhauser et al., 2006) were significantly affected in at least one of the *PID^OE^* lines on one time point: ABA-induced carotenoid dioxygenase (*NCED3*) and abscisic acid responsive elements-binding factor (*AREB1/ABF2, AREB2/ABF4*, and *ABF3*), gibberellic acid (GA) inducible, *RGL1*, and jasmonic acid induced, lipoxygenases *LOX1* and *LOX2* were all upregulated, whereas cytokinin-induced response regulators, *ARR4* and *UGT76C2*, were downregulated (see Supplementary Table 2 for full list). Thus, these data suggest that the accumulation of IAA in the *PID^OE^* lines leads to changes in signaling components of other hormones as well. 

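NCED3 (AT3G14440, chromosome 3, 4831288 to 4833599), the rate-limiting enzyme of ABA synthesis under stress, was at 72.3 ± 15.2 CPM in P10 and 7.58 ± 3.98 (SD, n = 3) in WT at 16 DAS (log2 fold change 3.10, SE 0.32, adjusted p = 1.5e-06), and P10 exceeded P21 (log2 fold change 3.93, SE 0.40, adjusted p = 2.8e-06). ABF2, ABF3 and ABF4, ABA-responsive transcription factors, rose in P10 at 16 DAS as well. ABF2 (AT1G45249, chromosome 1, 17165127 to 17167907) was at 249.6 ± 58.0 CPM in P10 and 75.1 ± 18 (SD, n = 3) in WT (log2 fold change 1.73, SE 0.22, adjusted p = 3.5e-05). ABF4 (AT3G19290) was at 101 ± 12.8 CPM in P10 and 40.1 ± 6.31 in WT (log2 fold change 1.35, SE 0.18, adjusted p = 2.7e-05), and ABF3 (AT4G34000) at 806 ± 109.5 CPM in P10 and 338 ± 23.8 (SD, n = 3) in WT (log2 fold change 1.25, SE 0.23, adjusted p = 0.00097). ARR4 (AT1G10470), a type-A response regulator of cytokinin, fell to 54.0 ± 19.9 CPM from 152 ± 31.6 (SD, n = 3) in WT (log2 fold change -1.48, SE 0.30, adjusted p = 0.0035). UGT76C2 (AT5G05860), which glucosylates cytokinins, fell to 6.78 ± 4.42 CPM from 29.1 ± 7.06 (SD, n = 3) (log2 fold change -2.02, SE 0.36, adjusted p = 0.00061). RGL1, a DELLA repressor of gibberellin responses, had a log2 fold change of 1.40 (SE 0.43, adjusted p = 0.025) in P10 at 16 DAS, and LOX1, a lipoxygenase, of 0.93 (SE 0.27, adjusted p = 0.018). LOX2 (AT3G45140), the lipoxygenase of jasmonate synthesis in the chloroplast, did not pass the test in P10 at 16 DAS (258 ± 46.5 CPM in P10 and 139 ± 115 (SD, n = 3) in WT, log2 fold change 0.93, SE 0.45, adjusted p = 0.17) and passed it in P21 at 9 DAS (log2 fold change 1.83, SE 0.48, adjusted p = 0.049), where the call was lost on leaving out 13 of the 16 libraries one at a time, with adjusted p of 0.058 to 0.27. RGL1 did not pass without WT 16 DAS replicate 1 (adjusted p = 0.067), WT 16 DAS replicate 2 (0.087), P10 16 DAS replicate 1 (0.087) or replicate 3 (0.15). LOX1 did not pass without WT 16 DAS replicate 3 (0.066), P10 16 DAS replicate 1 (0.056) or replicate 3 (0.1). LOX2 passed in P10 at 16 DAS without WT 16 DAS replicate 3 (log2 fold change 1.80, adjusted p = 4.4e-05).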

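HB7 (AT2G46680, chromosome 2, 19165403 to 19166949), a homeobox gene induced by ABA and drought, was at 1081 ± 316 CPM in P10 and 97.3 ± 11.3 (SD, n = 3) in WT at 16 DAS (log2 fold change 3.47, SE 0.26, adjusted p = 3.1e-07). AFP1 (AT1G69260, chromosome 1, 26039048 to 26040720), a gene that lowers the level of the ABA regulator ABI5, was at 196 ± 62.3 CPM in P10 and 32.8 ± 8.06 (SD, n = 3) in WT (log2 fold change 2.61, SE 0.31, adjusted p = 4.4e-05). LTP3 (AT5G59320), a lipid transfer protein, was at 28.1 ± 18 CPM in P10 and 3.33 ± 3.06 (SD, n = 3) in WT (log2 fold change 3.38, SE 0.81, adjusted p = 0.0092). MYB74, a MYB transcription factor, and RPK1, a receptor-like kinase that ABA induces, had log2 fold changes of 2.13 (SE 0.39, adjusted p = 0.00082) and 1.46 (SE 0.23, adjusted p = 0.00012). Of 25 measured ABA genes in Supplementary Table 2, 22 were higher and none was lower in P10 at 16 DAS (23 higher when adjusted over the list alone; camera, adjusted p = 4.5e-26; adjusted p = 0.0129 with an estimated correlation). The study chose this list on these samples, so its count is not independent evidence of a direction. The same list had 3 genes higher and 1 lower in P21 at 9 DAS (9 and 1 when adjusted over the list alone; camera, adjusted p = 0.000205; adjusted p = 0.324 with an estimated correlation), where leaving out P21 9 DAS replicate 3 left 2 genes and DESeq2 called 7 higher and 1 lower. In P21 at 16 DAS edgeR called 0 of the 25, with 1 higher and 2 lower at an unadjusted p under 0.05 and 1 lower by DESeq2. Camera placed the list lower (adjusted p = 0.00784; adjusted p = 0.339 with an estimated correlation), and not without WT 16 DAS replicate 3 or P21 16 DAS replicate 3, with adjusted p of at most 0.1. With replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data because replicate 2 of these groups stood apart in clock genes, 5 genes of this list were DEGs in P21 at 9 DAS.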

Consistently, there was an overrepresentation of stress-related genes that are reported to function in ABA-dependent stress responses. This includes ABA insensitive (*ABI1* and *ABI2*), *AREB1/ABF2* and *AREB2/ABF4* and *ABF3* (Murata et al., 2001; Abe et al., 2003; Fujita et al., 2005; Yoshida et al., 2010). 

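ABI1 (AT4G26080, chromosome 4, 13219961 to 13222284) and ABI2 (AT5G57050, chromosome 5, 23087235 to 23089627), protein phosphatases that repress ABA signaling, rose at 16 DAS. ABI1 was at 409.7 ± 82.6 CPM in P10 and 132 ± 31.3 in WT (log2 fold change 1.63, SE 0.28, adjusted p = 0.001), and ABI2 at 91.3 ± 20.3 CPM in P10 and 19.1 ± 3.5 (SD, n = 3) in WT (log2 fold change 2.22, SE 0.28, adjusted p = 2e-05). HAI1 and HAI2, phosphatases of the same group that ABA induces, were at 232 ± 93.2 CPM in P10 and 12.4 ± 5.60 in WT for HAI1 (log2 fold change 4.29, SE 0.58, adjusted p = 0.00044) and 50.7 ± 24.0 CPM in P10 and 1.18 ± 1.15 (SD, n = 3) in WT for HAI2 (log2 fold change 5.16, SE 0.59, adjusted p = 1.9e-05). The ABA receptors of the list that passed the test, apart from PYL9 (singled out after its values were seen), were lower, among them PYL5 (log2 fold change -3.54, SE 0.88, adjusted p = 0.0088), whose only reads in P10 at 16 DAS lay in replicate 2, so that without it the fold change has no defined size. Of 32 measured genes of ABA synthesis and signaling, 15 were higher and 4 were lower in P10 at 16 DAS (16 and 4 when adjusted over the list alone; camera, adjusted p = 2.77e-07; adjusted p = 0.0587 with an estimated correlation). Without the genes of the study's own tables, camera's adjusted p for the list was 0.059. In P21, 2 were higher at 9 DAS (4 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.0894), and this count was 1 without WT 9 DAS replicate 1 or P21 9 DAS replicate 2 and 0 without P21 9 DAS replicate 3. With replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data for the state of the clock genes in replicate 2, the count was 3. At 16 DAS edgeR and DESeq2 called 0 of these genes in P21, with 1 lower at an unadjusted p under 0.05, and P10 exceeded P21 for ABI2 (log2 fold change 2.45, SE 0.32, adjusted p = 5.4e-05) and HAI1 (4.00, SE 0.66, adjusted p = 0.0019).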

Multiple genes involved in stress regulation that are auxin inducible, such as *RAB18, RD22, RD29A, RD29B* (Shi et al., 2014; Supplementary Table 2), were also differentially expressed in our data, suggesting upregulation of hormone-related stress responses in *PID^OE^* lines.

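RD29B (AT5G52300, chromosome 5, 21237056 to 21239529), a target of the ABF factors, was at 80.3 ± 34.5 CPM in P10 and 0.355 ± 0.374 (SD, n = 3) in WT at 16 DAS (log2 fold change 8.12, SE 0.80, adjusted p = 1.3e-05), and P10 exceeded P21 (log2 fold change 8.44, SE 0.97, adjusted p = 6.8e-05). RAB18 (chromosome 5, 26518277 to 26519242), a dehydrin that ABA induces, was at 122 ± 51.9 CPM in P10 and 36.7 ± 7.51 (SD, n = 3) in WT at 16 DAS (log2 fold change 1.73, SE 0.40, adjusted p = 0.0083). RD22 (AT5G25610), a drought- and ABA-responsive gene, rose in P21 at 9 DAS (206 ± 21.5 CPM (SD, n = 2) in P21 and 80.0 ± 15.0 (SD, n = 3) in WT, log2 fold change 1.36, SE 0.20, adjusted p = 0.00042). In P10 at 9 DAS it was at 154 ± 22.2 CPM in P10 and 80.0 ± 15.0 (SD, n = 3) in WT (log2 fold change 0.94, SE 0.18, adjusted p = 0.017). At 16 DAS it was at 965 ± 201 CPM in P10 and 583 ± 76.6 (SD, n = 3) in WT, and its log2 fold change of 0.73 (SE 0.17, adjusted p = 0.0045) lay under the fold change threshold. RD29A (AT5G52310), a gene of cold, drought and salt responses, did not pass the test in P10 at 16 DAS (232 ± 92.6 CPM in P10 and 185 ± 52.6 in WT, log2 fold change 0.32, SE 0.35, adjusted p = 0.56) or in P21 at 9 DAS (49.2 ± 3.54 CPM (SD, n = 2) in P21 and 21.3 ± 7.23 (SD, n = 3) in WT, log2 fold change 1.22, SE 0.43, adjusted p = 0.12). The call for RD22 in P10 at 9 DAS was lost without WT 9 DAS replicate 1 (adjusted p = 0.14), WT 9 DAS replicate 2 (0.065), P10 9 DAS replicate 1 (0.084) or P10 9 DAS replicate 3 (0.071). RD22 passed in P10 at 16 DAS without WT 16 DAS replicate 3 or P10 16 DAS replicate 2, and RD29A in P21 at 9 DAS without P10 16 DAS replicate 2. From the change of auxin-inducible stress genes in the lines, listed beside ABA-dependent ones, the paper proposes that hormone-related stress responses are upregulated when PID is overexpressed.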

To study whether indeed the levels of other hormones were affected in the *PID^OE^* lines, we quantified ABA, GA, cytokinins, salicylic acid, and jasmonic acid in the rosettes (**Figure 3**). Both *PID^OE^* lines showed elevated ABA levels at 9 and 16 DAS compared to the WT, while P10 also maintained significantly high ABA levels at 22 DAS (**Figure 3A**). Thus ABA concentration varied in parallel with *PID* expression levels and the auxin accumulation. *PID^OE^* lines had slightly increased GA4 levels at 16 DAS, while there was a clear increase in cytokinins levels at 16 and 22 DAS. Salicylic acid and GA19 levels were not significantly changed between the genotypes (**Figures 3B–E**), whereas other GAs were either absent or below the detection limit. Also jasmonic acid concentrations were below the detection limit (1.41 pmol/g).

**FIGURE 3:**
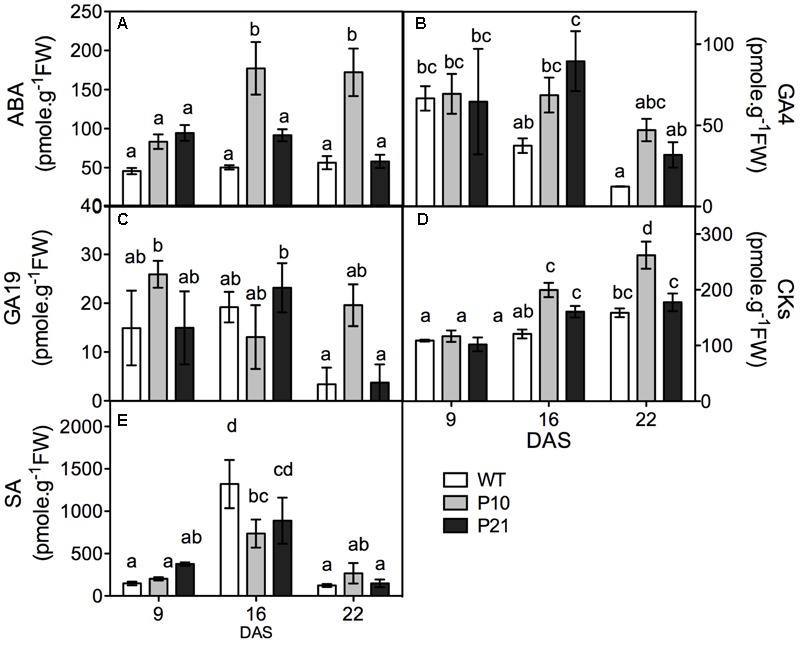
Hormone quantification in the rosettes of WT and *PID* overexpression lines at different time points. Abscisic acid (ABA; **A**). Gibberellic acid (GA4 and GA19; **B,C**). Cytokinins (CKs; **D**) and salicylic acid (SA; **E**). Different letters in the graph represent significant differences between genotypes and time. (Duncan test; *P* < 0.05; *n* = 3; Error bars: ±SE).

### *PID* Overexpression Lines Show Changes in the Activity of Stress Markers

To verify the transcriptome data and study the relation between stress and *PID*, we tested the effect of altered *PID* expression on cellular stress markers using both *pid* knockouts and overexpression mutants. Being a common response to most adverse abiotic conditions, we looked at the parameters related to oxidative stress (Polle and Rennenberg, 1993). Photorespiration, NADPH oxidase, apoplastic peroxidases, acyl-CoA oxidase, and mitochondrial electron transport are among important ROS sources and some have also been involved in responses related to IAA (Elstner, 1982; Wingler et al., 2000; Gill and Tuteja, 2010; Sandalio et al., 2016). 

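GPX1 (AT2G25080, chromosome 2, 10668049 to 10670019), a glutathione peroxidase of the chloroplast, fell in P10 at 16 DAS, from 886 ± 160.4 CPM in WT to 279.7 ± 23.4 (SD, n = 3) (log2 fold change -1.66, SE 0.16, adjusted p = 7.1e-07). MDAR6 (AT1G63940, chromosome 1, 23729979 to 23733892), a monodehydroascorbate reductase, fell from 169 ± 26.6 CPM to 71.9 ± 21.0 (SD, n = 3) (log2 fold change -1.24, SE 0.19, adjusted p = 0.00011). FSD1, an iron superoxide dismutase, fell from 1020 ± 161 CPM to 234 ± 207 (SD, n = 3) (log2 fold change -2.12, SE 0.49, adjusted p = 0.011). SAPX, the ascorbate peroxidase of the chloroplast stroma, fell from 73.2 ± 9.70 CPM to 8.35 ± 10.7 (SD, n = 3) (log2 fold change -3.02, SE 0.56, adjusted p = 0.0027, and -5.27 without P10 16 DAS replicate 3). DHAR1 (AT1G19570), a dehydroascorbate reductase that regenerates ascorbate, rose to 283 ± 57.5 CPM from 105 ± 8.06 (SD, n = 3) in WT (log2 fold change 1.44, SE 0.16, adjusted p = 3.3e-06), and P10 exceeded P21 (log2 fold change 1.73, SE 0.18, adjusted p = 4e-06). Of 29 measured antioxidant enzymes, 1 was higher and 5 were lower in P10 at 16 DAS (1 and 6 when adjusted over the list alone; camera, adjusted p = 0.0326; adjusted p = 0.368 with an estimated correlation and 0.24 without the genes of the study's own tables). In P21, 1 was higher and 1 lower at 9 DAS (camera, adjusted p = 0.407), and by the authors' Baggerley p-values 1 was higher and 4 lower. These 2 genes became 0 without P21 9 DAS replicate 3 or with glmTreat at 0.75, and 1 on RPKM or without any one of WT 9 DAS replicates 1 and 2, P10 9 DAS replicate 3, P21 9 DAS replicate 2 and WT 16 DAS replicates 1 and 3. They became 4 without P10 16 DAS replicate 2, and 5 without P10 16 DAS replicate 3 or in a fit of only the groups compared. At 16 DAS edgeR and DESeq2 called 0 of the 29 in P21, with 2 higher and 2 lower at an unadjusted p under 0.05. With replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data because replicate 2 stood apart in clock genes, 1 antioxidant enzyme was a DEG in P21 at 9 DAS.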

We measured the parameters that were also differentially expressed in our transcriptome data (Supplementary Table 3). 

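HAOX1 (AT3G14130, chromosome 3, 4685646 to 4688309) and HAOX2 (AT3G14150, chromosome 3, 4690450 to 4693001), oxidases of the glycolate oxidase family that act on long-chain hydroxy acids, rose in P10 at 16 DAS. HAOX1 rose to 8.72 ± 0.695 CPM from 1.34 ± 0.135 in WT (log2 fold change 2.71, SE 0.43, adjusted p = 0.00015), and HAOX2 to 36.7 ± 7.38 CPM from 12.6 ± 2.23 (SD, n = 3) (log2 fold change 1.52, SE 0.25, adjusted p = 0.00026). DIT1 (AT5G12860) and DIT2.1 (AT5G64290), dicarboxylate transporters of the chloroplast envelope in photorespiratory nitrogen recycling, fell. DIT1 fell to 395 ± 78.2 CPM from 972 ± 81.4 (log2 fold change -1.30, SE 0.19, adjusted p = 6.3e-05), and DIT2.1 to 99.4 ± 9.88 CPM from 177 ± 13.6 (SD, n = 3) (log2 fold change -0.83, SE 0.15, adjusted p = 0.00044). Of 18 measured photorespiration genes, 2 were higher and 3 were lower in P10 at 16 DAS (2 and 3 when adjusted over the list alone). The median log2 fold change of the list was -0.52, and camera placed it lower (adjusted p = 0.046; adjusted p = 0.655 with an estimated correlation), a call kept in 12 of 26 other settings with adjusted p of at most 0.14. Without the genes of the study's own tables, HAOX1 and HAOX2 among them, camera's adjusted p for the list was 0.0013. RPKM and the authors' values gave 2 genes higher and 1 lower. The leave-outs that ended camera's call were those of WT 9 DAS replicate 1, P10 9 DAS replicate 3, P21 9 DAS replicates 2 and 3, WT 16 DAS replicates 2 and 3, P10 16 DAS replicates 1 and 2 and P21 16 DAS replicates 2 and 3. In P21, edgeR called 0 of the 18 at 9 DAS, with 5 higher at an unadjusted p under 0.05, and 0 at 16 DAS, with 1 higher. DESeq2 called 1 higher at 9 DAS and 0 at 16 DAS. At 9 DAS camera placed the list higher in P21 (adjusted p = 0.0312; adjusted p = 0.619 with an estimated correlation), and not with replicates 1 and 3 of WT and P10 at 9 DAS (adjusted p = 0.11), chosen after seeing the data for the clock state of replicate 2, nor without WT 9 DAS replicate 1, WT 9 DAS replicate 2, P21 9 DAS replicate 3 or P21 16 DAS replicates 2 or 3 (adjusted p of at most 0.43).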

Our global transcript data suggest an upregulation of photorespiration (Supplementary Table 3), and both *PID^OE^* lines showed elevated GO activities at 16 DAS and P10 at 22 DAS (**Figure 4A**). The elevation in GO activity was closely linked to *PID* expression levels (**Figure 1B**). Compared to the WT, NADPH oxidase activity was increased in both the *PID^OE^* lines at 16 and 22 DAS (**Figure 4B**). Unlike in the *PID^OE^* lines, the activities of both enzymes were largely unchanged in *pid* mutants relative to the WT. Oxidative damage to the cell membranes can be measured in terms of MDA levels. Our results show increased MDA levels in the overexpression lines, but these were unchanged in *pid* mutants (**Figure 4C**), clearly suggesting lipid peroxidation in the membranes of *PID^OE^* lines, unlike in the membranes of the WT and *pid* knockouts. H_2_O_2,_ quantified using the xylenol orange-based FOX1 method (Jiang et al., 1990), showed a gradual increase from 16 to 22 DAS to six-fold higher levels in P10 at 22 DAS, while the mutants and P21 showed no differences compared to the WT (**Figure 4D**). Rosettes and leaves from all the three genotypes were stained for superoxides and both P10 and P21 showed high staining based on the reaction between NBT and O^2-^, leading to the formation of the blue colored formazan compound. The staining was most prominent at 9 DAS and particularly enriched in the top-half of the leaves of *PID^OE^* lines, while it was spread across the leaf blade in the WT suggesting a relation between auxin accumulation (i.e., top leaf blade in *PID^OE^* lines) and superoxide radicals (Saini et al., 2017; Supplementary Figure 2).

**FIGURE 4:**
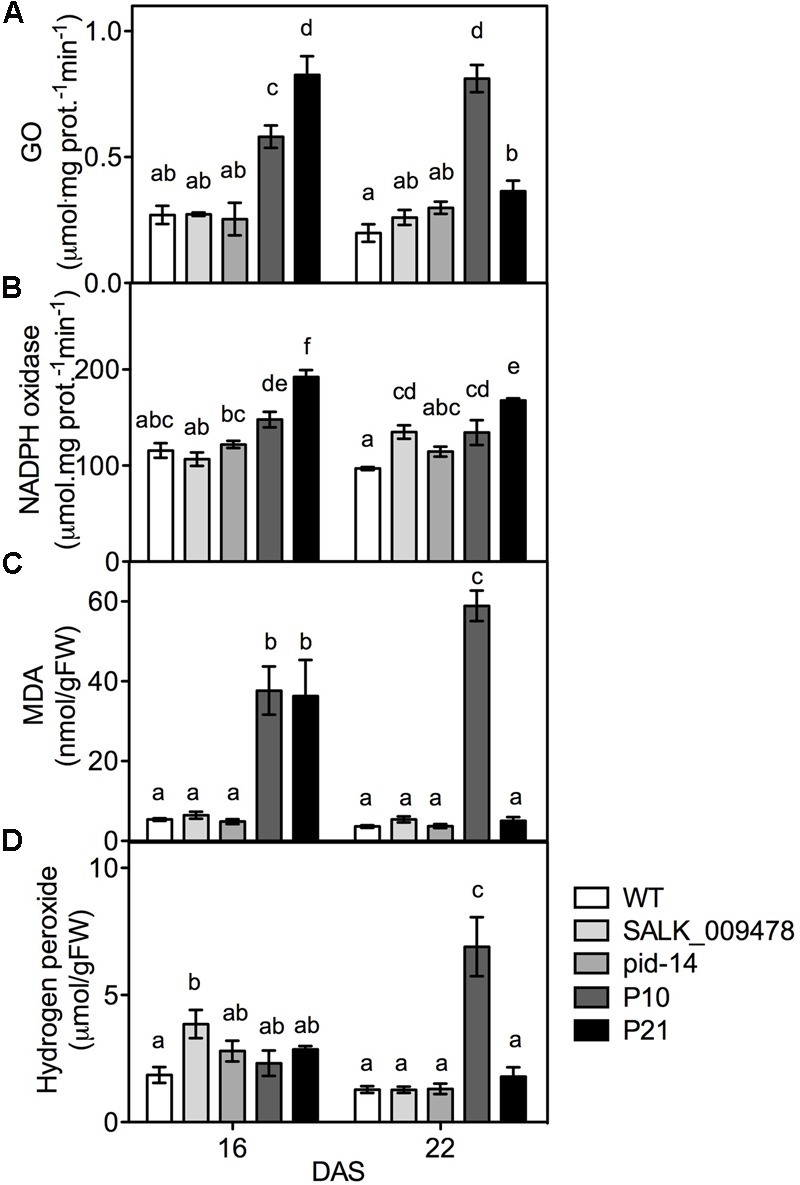
Quantification of oxidative stress indicators in rosettes of WT and lines with altered *PID* expression. Glycolate oxidase; GO activity **(A)**, NADPH oxidase activity **(B)**, malondialdehyde; MDA **(C)**, and hydrogen peroxide abundance **(D)** in the rosettes of WT, *pid* knockouts and *PID^OE^* lines at 16 and 22 DAS. Different letters in the graphs (a–f) represent significant differences between genotypes and time (Duncan test; *P* < 0.05; *n* = 3; Error bars: ±SE).

### *PID* Overexpression Lines Have High Cellular Antioxidant Levels

Given the dual role of ROS as signaling molecules and molecules causing cellular damage, plants strictly regulate ROS levels in various cellular compartments by means of various antioxidant systems (Noctor and Foyer, 1998; Arora et al., 2002; Neill et al., 2002; Foreman et al., 2003; Foyer and Noctor, 2005). Therefore, we determined the concentrations of some chemical antioxidants and enzymatic antioxidants in *pid* mutants, *PID^OE^* lines and the WT. The transcripts related to phenylpropanoid and flavonoid biosynthesis pathways showed higher abundance in *PID^OE^* lines compared to the WT in the transcriptome data (Supplementary Figure 3 and Data 2). 

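LDOX, DFR and UGT79B1 of anthocyanin synthesis were higher in P10 than in WT at 16 DAS, where WT was near 0. WT was not near 0 at 9 DAS, with LDOX at 37.8, 20.73 and 70.11 CPM in replicates 1 to 3. In P10, LDOX was at 227.54, 53.02 and 92.73 CPM at 9 DAS and at 114.1, 111.14 and 267.82 at 16 DAS. The fold change of LDOX at 16 DAS thus includes a drop of WT between the days. LDOX (AT4G22880, chromosome 4, 12004768 to 12006209) was at 0.106 ± 0.184 CPM (SD, n = 3) in WT, with a log2 fold change of 9.97 (SE 1.36, adjusted p = 0.00059) in P10. DFR (AT5G42800, chromosome 5, 17164141 to 17165918), the dihydroflavonol reductase, was at 232 ± 160.4 CPM in P10 and 0.958 ± 0.465 (SD, n = 3) in WT (log2 fold change 8.06, SE 1.10, adjusted p = 0.00058). UGT79B1 (AT5G54060), an anthocyanin glycosyltransferase, was at 65.2 ± 21.2 CPM in P10 and 0.189 ± 0.168 (SD, n = 3) in WT (log2 fold change 7.88, SE 1.19, adjusted p = 0.00098). TT8 (AT4G09820), a bHLH factor that switches on such genes, was at 33.0 ± 11.7 CPM in P10 and 0.106 ± 0.184 (SD, n = 3) in WT (log2 fold change 7.68, SE 0.69, adjusted p = 5.3e-07). GSTF12 (AT5G17220), needed to carry anthocyanins to the vacuole, was at 196 ± 88.4 CPM in P10 and 9.89 ± 4.55 (SD, n = 3) in WT (log2 fold change 4.29, SE 0.58, adjusted p = 0.00044). All WT reads of LDOX and of TT8 at 16 DAS lay in replicate 1, so that without this library their fold changes have no defined size. TT8 and GSTF12 were singled out after their values were seen. Of 34 measured genes of phenylpropanoid, flavonoid and anthocyanin synthesis, 12 were higher and none was lower in P10 at 16 DAS (15 higher when adjusted over the list alone; camera, adjusted p = 2.37e-07; adjusted p = 0.412 with an estimated correlation). At 9 DAS in P21, 3 were higher (9 when adjusted over the list alone; camera, adjusted p = 1.94e-07; adjusted p = 0.411 with an estimated correlation), and with replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data for the clock state of replicate 2, the count was 1. This count of 3 was 1 without WT 9 DAS replicate 1 or 2 or P21 16 DAS replicate 2 or 3, 7 and 6 without P10 9 DAS replicates 1 and 2, 0 without P21 9 DAS replicate 3 and 5 without P10 16 DAS replicate 3. It was 8 by DESeq2, 8 on RPKM and 0 by the authors' Baggerley p-values, which in P10 at 16 DAS called 18 higher and 1 lower. At 16 DAS edgeR and DESeq2 called none of the 34 in P21, with 0 at an unadjusted p under 0.05 as well, and in P10 at 9 DAS none was called by either, with 7 higher at an unadjusted p under 0.05.

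**Figure D3:**
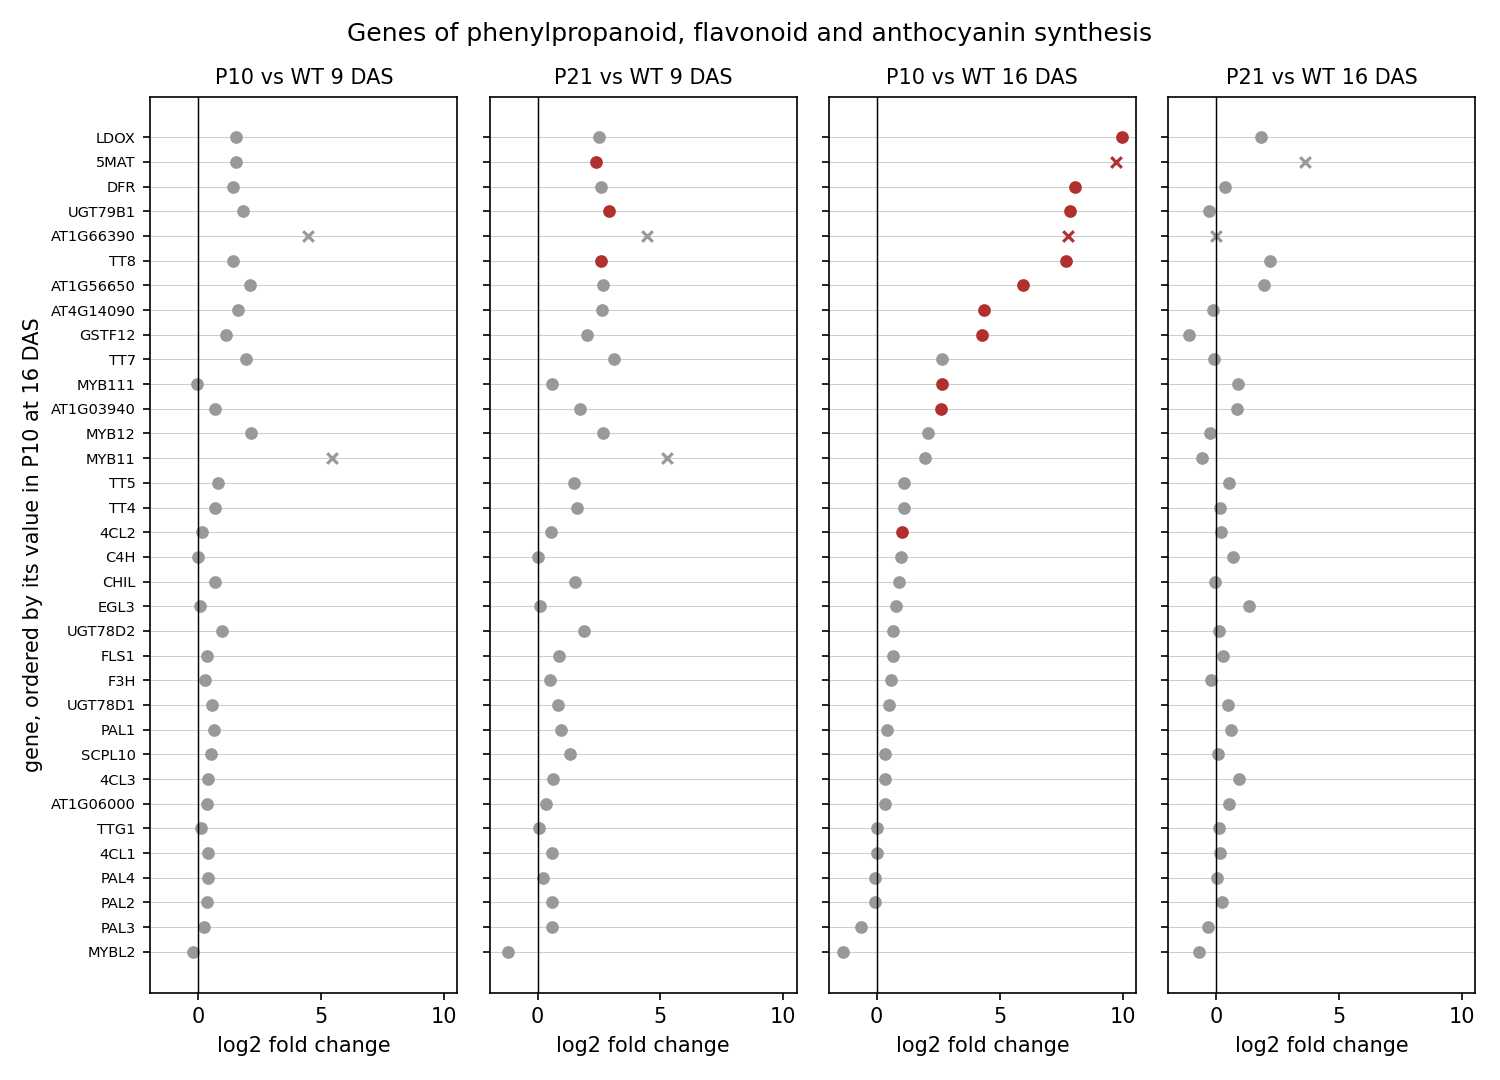
Log2 fold change of each measured gene of phenylpropanoid, flavonoid and anthocyanin synthesis in each of the 4 comparisons of a line with WT, with the genes in the order of their values in P10 at 16 DAS. Red points are genes higher than WT that passed the test and blue points would be lower ones, grey points did not pass it, and crosses mark genes with a group whose libraries all held 0 reads, for which the fold change is no bound. At 16 DAS in P10, 12 genes passed, among them LDOX and DFR.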

Since the results could indicate higher concentrations of the end products, we measured the concentrations of flavonoids and anthocyanins along with the total antioxidant capacity in all the genotypes. Indeed, the total antioxidant capacity, reflecting overall changes in the radical scavenging capacity, was higher in P21 lines at 16 DAS and in both lines at 22 DAS compared to the WT (**Figure 5A**). In addition to the enhanced total antioxidant capacity, also the levels of one or several groups of antioxidant molecules increased gradually (over time, from 16 to 22 DAS) and considerably in at least one genotype and time point in *PID^OE^* lines. This is particularly clear for flavonoids, anthocyanins, and polyphenols, more so in P10 than P21 (**Figures 5B–D**), which is again in congruence with comparatively higher auxin levels, *PID* transcript and ROS accumulation in P10 (**Figures 1, 4D**). Contrary to *PID^OE^* lines, antioxidants levels were unchanged in *pid* knockout mutants compared to the WT, with exception of increased flavonoids in *pid-14* at 16 DAS. At the level of enzymatic antioxidants, with the exception of catalase (CAT), a large number of enzymes showed moderate changes in *pid* knockouts and overexpression lines [superoxide dismutase (SOD), peroxidases (POX), glutaredoxins, ferredoxins, and peroxiredoxins), while levels of GSTs, enzymes involved in detoxification of xenobiotic compounds (Marrs, 1996), were unchanged in all the genotypes (Supplementary Figure 4). These results demonstrate an altered antioxidant status as a consequence of altered *PID* expression.

**FIGURE 5:**
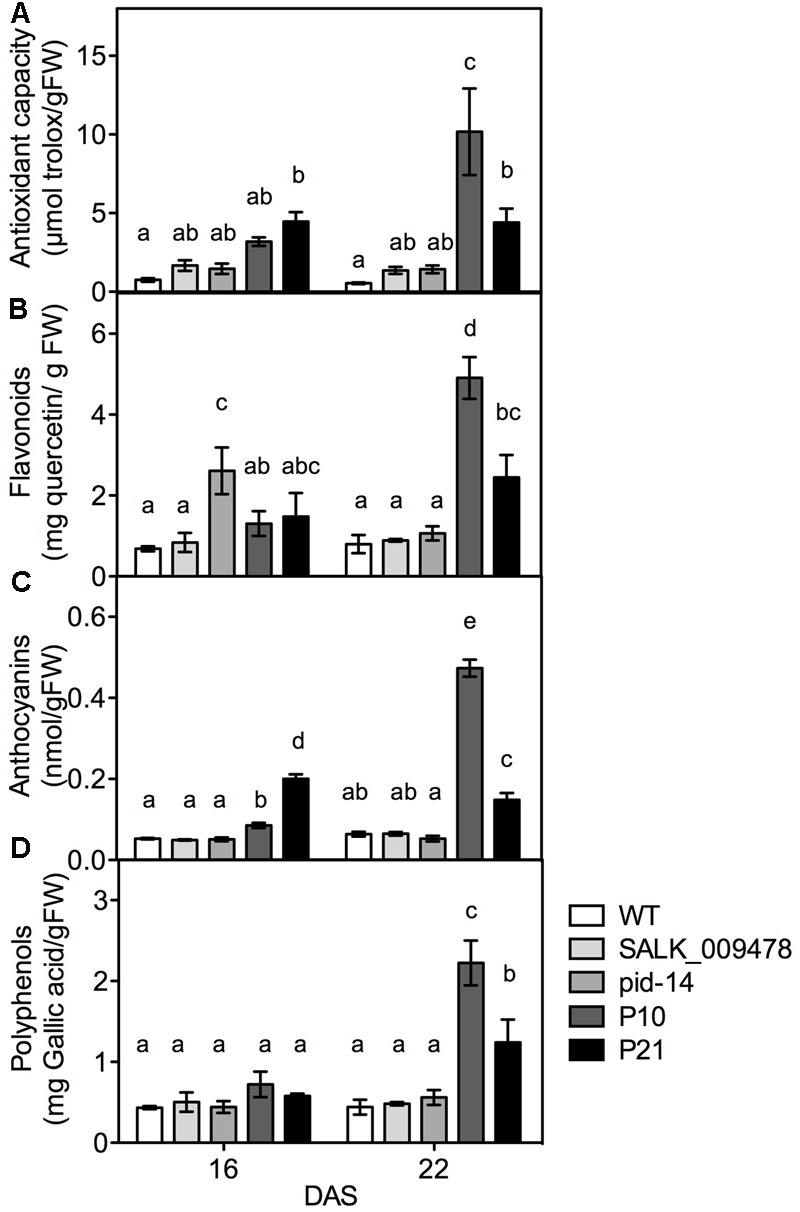
Quantification of molecular antioxidants and related enzymes in rosettes of WT and PID overexpression lines. Total antioxidant capacity; TAC **(A)**, flavonoids **(B)**, anthocyanins **(C)**, and polyphenols **(D)** in WT and *PID^OE^* lines at 16 and 22 DAS. Different letters in the graph represent significant differences between the genotypes and time (Duncan test; *P* < 0.05; *n* = 3; Error bars: ±SE).

### *PID* Overexpression Lines Show Modulated Response to External Stresses

Many reports showed that modulation of auxin and antioxidant levels confer resistance or tolerance to drought or osmotic stress (Tognetti et al., 2010; Lee et al., 2012; Espinoza et al., 2013; Kim et al., 2013; Cha et al., 2014; Nakabayashi et al., 2014; Shi et al., 2014; Avramova et al., 2015, 2017; Islam et al., 2015). To investigate if the PID-mediated auxin responses in stress regulation affected whole plant responses to abiotic stresses, we subjected *PID^OE^* lines to osmotic and drought stress. Mannitol and sorbitol were used to lower the water potential in the media (Verslues et al., 2006; Claeys et al., 2014). Rosette area measurements were made at 25 DAS when the first pair of leaves have reached maturity (Beemster et al., 2005). Increasing concentrations of sorbitol or mannitol reduced rosette growth in WT (**Figures 6A–D**). All the lines showed growth reduction although both *PID^OE^* lines, especially P10, showed less impact of the water deficit.

**FIGURE 6:**
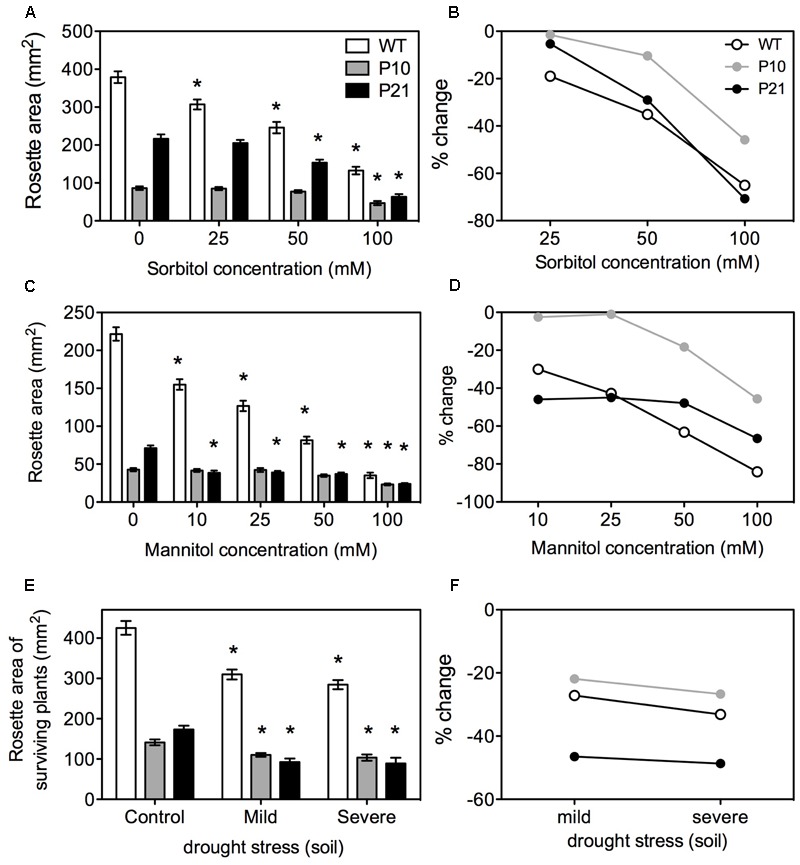
Effect of osmotic and drought stress on rosettes of WT and *PID* overexpression lines. Rosette area under increasing concentrations of sorbitol at 25 DAS; Error bars: ±SE **(A)** and corresponding percent changes; Error bars represent error of propagation **(B)**. Rosette area under increasing concentrations of mannitol at 25 DAS; Error bars: ±SE **(C)** and corresponding percent changes; Error bars represent error of propagation **(D)**. Rosette area measurements under soil drought stress at 25 DAS (Error bars: ±SE) with percent changes **(E,F)**. Asterisks represent statistical significant differences with the respective controls (*n* = 40–50; *P* < 0.05).

To further confirm the *in vitro* responses to low water potentials, plants were subjected to different water availabilities in soil by altered watering regimes. WT, P10, and P21 showed a growth reduction under mild (45% RWC) and severe (40% RWC) drought stress. Growth reductions in P10 were similar to WT and stronger in P21 (**Figures 6E,F**). After 4 weeks, WT plants had a 100% survival rate (i.e., number of plants surviving at 25 DAS), while the survival in P10 and P21 was reduced (90 and 80% in mild stress; 55 and 35% in severe stress, respectively).

## Discussion

### *PID* Overexpression Perturbs the Homeostasis of Auxin and Other Hormones, Inducing Stress Responses in Arabidopsis Rosettes

Previously, we elaborated on the fact that *PID* overexpression causes reduced growth in Arabidopsis leaves due to elevated auxin levels. On the other hand, *pid* knockouts displayed similar rosette growth and total auxin levels as the WT (Bennett et al., 1995; Christensen et al., 2000; Saini et al., 2017). In order to get a better understanding of the molecular changes induced by the altered *PID* expression levels we performed RNA sequencing on WT and *PID^OE^* lines. Our transcriptome data suggested differential expression of genes related to auxin metabolism and signaling in *PID^OE^* lines (Supplementary Figure 1 and Data 2). Since PID is a regulator of PAT (Benjamins et al., 2001) and controls the subcellular localization of PIN proteins (Friml et al., 2004), the most likely explanation for the increased auxin levels is due to defective transport from the young leaves, which are generally considered as a site of auxin production (Ljung et al., 2001; Saini et al., 2017).

Several studies using genetic mutants with modified auxin metabolism or signaling have demonstrated a role for auxin in abiotic stress. Such studies have, so far, mostly assessed the plant’s tolerance toward abiotic stresses. Here, we uniquely show that PID, a regulator of auxin transport, when overexpressed in Arabidopsis perturbs auxin homeostasis, which consequently leads to induction of stress responses in the rosettes (measured in terms of severity of phenotype, ROS, antioxidants accumulation and upregulation of genes known to be involved in stress and redox signaling in plants; Supplementary Data 2, 3). It is evident from public transcriptome data that *PID* is differentially expressed in stress conditions, although up to four-fold only (**Figure 2**), suggesting that PID might play a role in stress responses. However, a role for PID as a regulator of PIN polarity and thus, auxin transport, is well established and we believe that it is the auxin accumulation in the leaves that causes the reduction in rosette growth, induction of stress responses and modification of plant response toward drought treatment. Our study does strongly point to a relationship between PID-modulated auxin homeostasis and signaling, and the observed stress responses.

*PID^OE^* plants also showed changes in levels of other hormones and their responsive genes, as shown by PageMan, hormone quantification and expression changes in our transcriptome data (**Figure 3**, Supplementary Figure 1, and Data 2). The involvement of multiple hormones suggests involvement of complex and interlinked hormonal regulatory pathways in growth and stress responses in Arabidopsis leaves, that is also frequently evidenced across literature (Mouchel et al., 2006; Nemhauser et al., 2006; Chapman and Estelle, 2009; Harrison, 2012; Lanza et al., 2012; Šimášková et al., 2015). Several reports indeed suggest that auxin conjugates could be involved in stress responses (Tognetti et al., 2010; Ludwig-Müller, 2011; Kinoshita et al., 2012). In fact a stress responsive *GH3* gene, *WES1*, is known to modulate the cross talk between auxin-SA and auxin-ABA (Park et al., 2007a,b; Zhang et al., 2007). Upregulation of *MYB96*, a molecular link in the ABA-auxin crosstalk in stress conditions, along with other genes involved in the *MYB96* regulated pathways such as *RD-22* (drought stress inducing gene) and *GH3* suggests the involvement of auxin-ABA interactive responses in the *PID^OE^* lines (Seo et al., 2009). However, since PID is only known to directly affect auxin, we primarily focus on auxin and speculate that other hormones act downstream of auxin or in concert with auxin to induce stress responses.

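MYB96 (AT5G62470, chromosome 5, 25078991 to 25081101), a transcription factor that links ABA and auxin signals under drought, was at 57.1 ± 13.3 CPM in P10 and 16.6 ± 1.86 (SD, n = 3) in WT at 16 DAS (log2 fold change 1.78, SE 0.22, adjusted p = 1.1e-05), and at 12.9 ± 0.924 CPM (SD, n = 2) in P21 (log2 fold change -0.34, SE 0.26, adjusted p = 0.77). GH3.6 (AT5G54510, chromosome 5, 22131093 to 22133678), an enzyme that conjugates auxin to amino acids, fell in P10 at 9 DAS, to 11.1 ± 2.47 CPM from 46.9 ± 17.1 (SD, n = 3) in WT (log2 fold change -2.09, SE 0.33, adjusted p = 0.0035). In P21 at 9 DAS it fell to 13.7 ± 4.53 CPM (SD, n = 2) (log2 fold change -1.77, SE 0.36, adjusted p = 0.0061). In P10 at 16 DAS, GH3.6 did not pass the test (3.78 ± 2.71 CPM in P10 and 5.46 ± 1.55 (SD, n = 3) in WT, log2 fold change -0.51, SE 0.47, adjusted p = 0.48), nor did GH3.5 (log2 fold change -0.48, SE 0.47, adjusted p = 0.5) or GH3.17 (log2 fold change -0.38, SE 0.41, adjusted p = 0.55), further auxin-conjugating enzymes of the family that were singled out after their values were seen. The call for GH3.6 in P21 at 9 DAS was lost without P21 9 DAS replicate 3 (log2 fold change -1.49, adjusted p = 0.11). Without single P10 16 DAS libraries the values of GH3.6 and GH3.5 moved, to -1.41 and -0.10 without replicate 2 and to -0.12 and -1.30 without replicate 3. GH3.5 was -0.82 without WT 16 DAS replicate 2 and GH3.17 -0.24 without WT 16 DAS replicate 1, and none of these passed the test.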

Like hormones, ROS are signaling molecules that co-regulate growth and development in plants and coordinate responses to environment cues (Neill et al., 2002; Mittler et al., 2004; Jaspers and Kangasjärvi, 2010). Plants respond to environmental stresses by adopting various developmental modulations that include altered growth and development (collectively known as stress induced morphogenic responses; SIMR), reduced metabolism and increased antioxidant accumulation. In fact, plant growth is influenced by a controlled balance between ROS and hormones where auxin and ROS are seen as the key players in stress adaptive responses (Potters et al., 2007, 2009; Tognetti et al., 2012). Evidences showing frequent crosstalk between ROS signaling and hormonal networks are not uncommon. Interplay between ROS and phytohormones is evidenced in abiotic stress adaptation (Tognetti et al., 2010), induction of plant defense responses (Mühlenbock et al., 2008), programmed cell death (Kuriyama and Fukuda, 2002; Gechev et al., 2004), growth and developmental aspects such as cell cycle and cell elongation (Hirt, 2000; D’Haeze et al., 2003; Teale et al., 2006) and regulation of stomatal aperture (Neill et al., 2002). Auxin induced changes in ROS levels are shown to facilitate root gravitropism (Joo et al., 2001), stomatal opening (Song et al., 2006) and cell elongation (Schopfer, 2001). Several sources of ROS, i.e., NADPH oxidases, photo respiratory enzymes, apoplastic peroxidases, acyl-CoA oxidase, and mitochondrial electron transport, are also involved in IAA regulatory networks (Sandalio et al., 2016). *PID^OE^* lines had elevated ROS levels that can possibly be explained by increased photorespiration, but also by increased NADPH oxidase activity (Peer et al., 2013). Auxin overproducing/accumulating mutants are known to have reduced rosette growth and epinastic leaves (Boerjan et al., 1995; Delarue et al., 1998; Zhao et al., 2001). Leaf epinasty is primarily controlled by auxin and involves ROS-auxin interplay as well (Sandalio et al., 2016). *PID^OE^* lines also show enhanced auxin and ROS and downward leaf curling (Christensen et al., 2000; this study). We believe that the high auxin levels in *PID^OE^* lines could be causing high ROS production, resulting in growth retardation and distinct morphological phenotypes in the leaves (**Figure 7**).

**FIGURE 7:**
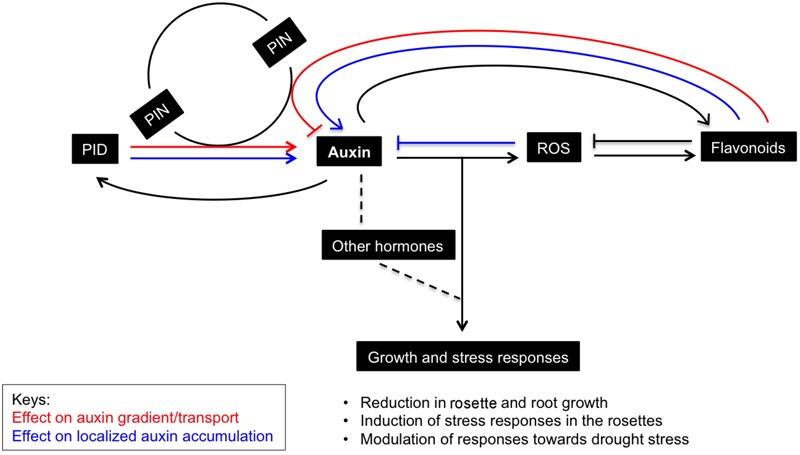
Schematic representation of the effects of PID-modulated auxin homeostasis and signaling on rosette growth and stress responses. *PID*, an early auxin responsive gene and a regular of PIN polarity and auxin transport, causes accumulation of auxin in the rosettes when it is ectopically expressed. The perturbation in auxin homeostasis and signaling affects levels of other interacting hormones and leads to ROS generation, which is known to promote oxidative degradation of auxins. Consequently, flavonoids accumulate to curb ROS and inhibit auxin transport, and supposedly further promote auxin retention in the leaves. This results in growth retardation and increased sensitivity toward drought stress in Arabidopsis plants. Factors affecting the auxin gradient and localized auxin accumulation (here in leaves) are marked in red and blue, respectively.

Apart from growth reduction, plants adapt to abiotic stress by mechanisms such as stomatal closure, accumulation of osmolytes, antioxidants, and the induction of LEA proteins (Verslues et al., 2006). Similarly, in response to induced stress conditions due to *PID^OE^*, various antioxidants appeared to buffer ROS accumulation in plants. The increase in overall antioxidant capacity is probably caused by increase in flavonoids, anthocyanins, and other polyphenols. 

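AT1G56650 (chromosome 1, 21233595 to 21235137), the MYB factor PAP1 that activates anthocyanin synthesis, was at 47.8 ± 26.1 CPM in P10 and 1.35 ± 2.06 (SD, n = 3) in WT at 16 DAS (log2 fold change 5.94, SE 0.96, adjusted p = 0.0012). AT4G14090 (chromosome 4, 8122188 to 8123835), an anthocyanin glucosyltransferase, was at 144 ± 57.8 CPM in P10 and 6.33 ± 3.4 (SD, n = 3) in WT (log2 fold change 4.37, SE 0.70, adjusted p = 0.0015). MYB111, an activator of flavonol genes, was at 5.31 ± 2.84 CPM in P10 and 0.673 ± 0.641 (SD, n = 3) in WT (log2 fold change 2.65, SE 0.72, adjusted p = 0.011), with no call without WT 16 DAS replicate 2 (adjusted p = 0.05) or P10 16 DAS replicate 3 (0.1). PAL1, TT4 and FLS1 did not pass the test. PAL1, the entry enzyme of the phenylpropanoid pathway, was at 706 ± 126 CPM in P10 and 526 ± 115 (SD, n = 3) in WT (log2 fold change 0.42, SE 0.65, adjusted p = 0.69). TT4, the chalcone synthase, was at 938 ± 410.0 CPM in P10 and 440.1 ± 56.9 in WT (log2 fold change 1.09, SE 0.76, adjusted p = 0.35), and FLS1, the flavonol synthase, at 185 ± 41.1 CPM in P10 and 118 ± 29.4 (SD, n = 3) in WT (log2 fold change 0.64, SE 0.72, adjusted p = 0.58). Without P10 16 DAS replicate 3 the log2 fold change was 0.27 for PAL1 and 0.68 for TT4. AT4G14090, MYB111, PAL1, TT4 and FLS1 were singled out after their values were seen. By Fisher's exact test, DEGs of P10 at 16 DAS were more frequent in the flavonoid list than among the other genes without passing the test at 0.05 (odds ratio 2.92, two-sided, adjusted p = 0.0542).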

Consistently, most of the genes related to flavonoids/anthocyanin biosynthesis were also upregulated in the *PID^OE^* lines (Supplementary Figure 3 and Data 2). Flavonoids and anthocyanins are plant secondary metabolites produced via the phenylpropanoid pathway that affect several developmental processes including protection against UV, ROS, etc. (Taylor and Grotewold, 2005; Grotewold, 2006). Flavonoids are known to alter auxin transport and promote localized auxin accumulation in a tissue-specific manner (Peer et al., 2004; Peer and Murphy, 2006, 2007; Kuhn et al., 2011; Buer et al., 2013). Kuhn et al. (2017) showed that flavonol (a subgroup of flavonoids) accumulation in the *rol1-2* mutant, which is deficient in rhamnose synthase, affected shoot development and altered export of naphthalene-1-acetic (NAA), but not of IAA. Many reports suggest that flavonoids affect auxin transport directly or indirectly by modifying vesicular trafficking and PIN cycling, other auxin efflux proteins like ATP-binding cassette transporter superfamily (ABCB), or by modifying activities of PAT regulators, or protein phosphatase 2A (PP2A) and its antagonist PID (Peer et al., 2004; Terasaka et al., 2005; Geisler and Murphy, 2006; Kuhn et al., 2017). Clearly flavonoids are modulators of PAT, however, anthocyanins seem to have little or no effect on auxin transport (reviewed in Peer and Murphy, 2007). Interestingly, auxin accumulation is shown to promote flavonoid accumulation, presumably to quench ROS signal generated during auxin catabolism (Peer and Murphy, 2007; Peer et al., 2011). Similarly, enhanced flavonoid synthesis in auxin accumulating *PID^OE^* lines could also help to scavenge elevated ROS molecules. Another interesting assumption is that gradual accumulation of flavonoids in the leaves of *PID^OE^* lines further promotes localized auxin accumulation in the leaves, which is evident in both P10 and P21 (**Figures 1C, 5B, 7**).

In addition to increases in molecular antioxidants, also the activity of a relatively large range of antioxidant enzymes is, at least moderately, modified. The decreased activity of enzymatic antioxidants such as peroxidases, peroxiredoxins could also be seen as contributory factor in ROS accumulation in *PID^OE^* lines. The comparison of changes at the level of transcripts and enzyme activity is difficult to establish or rather inconclusive as most of redox-related genes were downregulated (Supplementary Table 3). 

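Glutaredoxins of the CC type, small oxidoreductases that use glutathione, were lower in P10 than in WT at 16 DAS. GRXS7 (AT4G15670, chromosome 4, 8929179 to 8929765) was at 0.128 ± 0.221 CPM against 15.2 ± 2.2 (SD, n = 3) in WT (log2 fold change -6.25, SE 0.77, adjusted p = 1.7e-05). Its only reads in P10 at 16 DAS lay in replicate 2, so that without this library the fold change has no defined size. GRXS5 (AT4G15690, chromosome 4, 8934324 to 8934921) was at 1.15 ± 1.67 CPM against 31.5 ± 2.26 (log2 fold change -4.45, SE 0.50, adjusted p = 1.3e-05), and GRXC11 (AT3G62950) at 2.54 ± 1.48 CPM against 37.4 ± 4.95 (SD, n = 3) (log2 fold change -4.03, SE 0.57, adjusted p = 0.00018). At 9 DAS, GRXS5 was at 0.95, 2.47 and 0.36 CPM in WT replicates 1 to 3, and P10 had no read of it. Its gap at 16 DAS thus lies beside a rise of WT between the days, not a fall of P10. GRXS6 had a log2 fold change of -3.13 (SE 0.49, adjusted p = 0.00015), and GRXS5 was lower in P10 than in P21 (log2 fold change -4.06, SE 0.54, adjusted p = 7.9e-05). Of 14 measured glutaredoxins of this type, 11 were lower and 1 was higher in P10 at 16 DAS (11 lower and 2 higher when adjusted over the list alone; camera, adjusted p = 5.71e-14; adjusted p = 0.0276 with an estimated correlation). Without the genes of the study's own tables, camera's adjusted p was 0.098. In P21 at 9 DAS, 3 were lower and 1 was higher (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.00194; adjusted p = 0.347 with an estimated correlation and 0.062 without the study's genes). At 16 DAS in P21, edgeR and DESeq2 called none, with 4 lower at an unadjusted p under 0.05, and camera placed the list lower (adjusted p = 0.000588; adjusted p = 0.311 with an estimated correlation and 0.5 without the study's genes). Of 15 measured redox genes of Supplementary Table 3, 12 were lower and 1 was higher in P10 at 16 DAS (12 and 1 when adjusted over the list alone; camera, adjusted p = 1.23e-16; adjusted p = 0.000551 with an estimated correlation). At 9 DAS in P21, 3 were higher and 1 was lower (camera, adjusted p = 0.258). The study chose this list on these samples, so its count is not independent evidence of a direction. The 4 glutaredoxins in P21 at 9 DAS became 2 without WT 9 DAS replicates 1 or 2 or P10 16 DAS replicates 1 or 3, 1 without P21 9 DAS replicate 2, 0 without P21 9 DAS replicate 3 and 1 by the authors' Baggerley p-values. The 4 genes of Supplementary Table 3 became 2, 1, 2 and 0 without WT 9 DAS replicates 1 and 2 and P21 9 DAS replicates 2 and 3. With replicates 1 and 3 of WT and P10 at 9 DAS, chosen after seeing the data for the clock state of replicate 2, 1 glutaredoxin and 2 genes of Supplementary Table 3 were DEGs in P21 at 9 DAS.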

The observation that a relatively large number of antioxidant enzymes and molecules change (mostly increase), suggest that a wide range of cellular redox processes are affected in the *PID^OE^* lines, rather than any specific process. The fact that changes in specific metabolites (anthocyanins) and enzymes (GO) are closely related to *PID* overexpression levels, indicates a positive correlation between them. We believe that the differences between two overexpression lines itself are because of the differences in *PID* expression levels and thus auxin levels and the fact that even transient changes in auxin can hugely impact cellular and molecular events in the plant (Nemhauser et al., 2006; Paponov et al., 2008; Saini et al., 2017). These data clearly indicate the presence of enhanced (oxidative) stress responses, in *PID^OE^* lines compared to *pid* knockouts, as shown by measurements of ROS, ROS producing and detoxifying enzymes, MDA and antioxidant molecules. To summarize, it is well established that environmental stresses impact cellular ROS levels, antioxidant concentration and their redox state (Mittler, 2002; Apel and Hirt, 2004; Hong-bo et al., 2008). Here, we demonstrate that in the absence of external stress, ROS and antioxidants levels change in response to cellular auxin perturbations, and modulate growth and stress adaptive responses.

### *PID* Overexpression Does Not Confer Tolerance to Water Stress

There are many reports providing links between abiotic stress, antioxidant abundance and auxin (Jung and Park, 2011; Hasanuzzaman et al., 2013; Rahman, 2013; Avramova et al., 2015, 2017). For example, activation of YUCCA7 elevates IAA levels and enhances resistance to drought in Arabidopsis (Lee et al., 2012). However, as a result of the overexpression of this gene, growth was reduced and plants had narrow and curled leaves. Similarly, overexpression of *OsPIN3t* increases water tolerance in rice (Zhang et al., 2012). *Phot1* (Wan et al., 2012), a close homolog of PINOID belonging to the same AGC kinase family (Galván-Ampudia and Offringa, 2007), is also shown to improve drought tolerance in Arabidopsis seedlings (Galen et al., 2007). Similarly, overaccumulation of flavonoids is shown to enhance tolerance to drought and osmotic stress (Nakabayashi et al., 2014), and anthocyanins are also suggested to have an osmoprotectant role among others, such as ROS scavenging (Hughes et al., 2010, 2013).

In our results, all three genotypes responded to osmotic stress by reducing their rosette growth (**Figure 6**). The differences in growth reduction between *PID^OE^* and WT could be due to already smaller size of non-stressed *PID^OE^* rosettes that allowed a lower degree of growth reduction when subjected to osmotic stress conditions. Both *PID^OE^* lines showed lower survival than the WT during drought stress assays in the soil. We believe that the increased IAA levels, due to *PID* overexpression, already induce stress conditions in the rosettes and that the water deficit treatment is additive, thereby leading to higher lethality. Another explanation could be that *PID^OE^* lines have much shorter roots and reduced numbers of lateral roots (Benjamins et al., 2001), making their quest for water in the soil very difficult, which could have resulted in poor performance under drought stress. Evidently, the shoot/root ratio and stress responses are closely related (Woo et al., 2007; Werner et al., 2010). This suggests that PID-induced auxin alterations induce the observed stress responses and clearly do not confer advantage in water deficit conditions.

To conclude, various reports show that plant AGC kinases participate in the response to biotic and abiotic stresses. We demonstrated that ectopic expression of *PID* causes changes in auxin levels and its response, and consequentially ROS is generated and other hormones are affected which results in the generation of growth inhibitory stress responses. Additionally, in contrast to several previous reports, our study uniquely shows that despite their high auxin and antioxidant levels, plants are impaired in their tolerance to osmotic and drought stress and show a low survival under severe drought conditions. For future work it will be interesting to know how direct the relation between PID and stress responses is and whether auxin accumulation in leaves is necessary or sufficient to cause the observed stress responses.

## Author Contributions

KS planned and performed most of the experiments, analyzed the data and wrote the article with contribution from HAs, EP, GB, and KV; HAb and SS provided assistance with data analysis; MM performed next generation sequencing; EP, GB, and KV conceived the project and KV supervised the research.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://rsbweb.nih.gov/ij/

2 http://www.arabidopsis.org/

3 www.arabidopsis.org

4 https://www.r-project.org/

# Supplementary material for: Perturbation of Auxin Homeostasis and Signaling by PINOID Overexpression Induces Stress Responses in Arabidopsis
**Source:** Front Plant Sci. 2017 Aug 2;8:1308. doi: 10.3389/fpls.2017.01308
**Supplement:** Supplementary file 4

Supplementary Material

Perturbation of auxin homeostasis and signaling by *PINOID* overexpression induces stress responses in Arabidopsis.

Kumud Saini, Hamada AbdElgawad, Marios Nektarios Markakis, Sébastien Schoenaers, Han Asard, Els Prinsen, Gerrit T.S. Beemster, Kris Vissenberg*

1. Supplementary Material and Methods

Hormone measurements

Extraction of acidic hormones

Plant material was homogenized by grinding and extracted overnight in 80% MeOH (10 µl/mg FW, -20°C, 16h). C₆¹³-phenyl-IAA (100 pmol, Cambridge Isotope Laboratories Inc., Andover, Massachusetts, USA), D₆-ABA (150 pmol, [²H₆](+)-*cis,trans* ABA (OlChemIm, Olomouc, Czech Republic), 100 pmol [²H₄]-SA (OlChemIm), 100 pmol dehydro-Jasmonic acid (OlChemIm), 20 pmol [²H₂]Gibberellin A1 (OlChemIm), 20 pmol [²H₂]Gibberellin A3 (OlChemIm), 20 pmol [²H₂]Gibberellin A4 (OlChemIm), 20 pmol [²H₂]Gibberellin A7 (OlChemIm), 20 pmol [²H₂]Gibberellin A8 (OlChemIm), 20 pmol [²H₂]Gibberellin A9 (OlChemIm), 20 pmol [²H₂]Gibberellin A12 (OlChemIm) and 20 pmol [²H₂]Gibberellin A19 (OlChemIm) were added as internal standard. After a purification step removing pigments on a C18 cartridge (Bond Elut C18 6 cc, 500 mg, Agilent, CA, USA) in 80%MeOH, the extract is diluted and acidified with formic acid 6% so that hormones bind to a C18 cartridge. Diethyl ether is used to elute the hormones. The residual water is removed and the ether phase is evaporated under a stream of N₂ gas (Turbovac LV Evaporator, Hopkinton, MA, USA). After methylation with diazomethane (Schlenk and Gellerman, 1960), the samples were dried under N₂ gas, and dissolved in 100% hexane (15 µL) for GC-MS/MS analysis of SA and JA. The remaining of the samples after JA and SA analysis was dried and redissolved in 50 µl 10% MeOH for the LC-MS/MS analysis of IAA, ABA and gibberellins.

Quantification of SA and JA

Gas chromatography-mass spectrometry analysis was performed using a Waters Micromass Quattro micro GC (Waters; MA, USA): a triple quadrupole with an integrated Agilent 6890N gas chromatography oven, and using an electron impact (EI) ion source, positive ion mode, 70eV, Collision Energy 10 eV, inter-channel delay 10ms and inter-scan delay 10 ms. The gas chromatography column used was a 15 m x 0.25 mm Agilent J&W DB-5ms, film thickness 0.25 µm (Agilent Technologies; CA, USA), injection volume 10 µl, Carrier gas helium, flow rate 1 ml min⁻¹. The oven started isothermally at 50°C for 2 minutes, increased linearly to 300 °C at a rate of 25 °C

min⁻¹. 300 °C was held for 3 minutes. The diagnostic ions used for quantification of SA and JA in MRM mode are 152>120 m/z for MeSA, 156>124 m/z for D4-MeSA, 224>151 m/z for MeJA and 226>153 m/z for DHMeJA (dwell time 0.010 sec).

Quantification of IAA, ABA and GA

Gibberellins, IAA and ABA were analysed by UPLC-MS/MS after methylation (Acquity TQD, Waters, Manchester, UK) (6 µl injection by partial loop, ACQUITY BEHC18, 1.7 µm column (WATERS), column temp. 30°C, flow 400, solvent gradient 0-2 min: 95/5; 10% MeOH in NH₄OAc 1 mM/MeOH; 2-4 min linear gradient until 10/90 10% MeOH in NH₄OAc 1 mM/MeOH; 4-6 min, isocratic 10/90 10% MeOH in NH₄OAc 1mM/MeOH; MS conditions: Polarity MS ES(+), capillary 2 kV, cone 20V, collision energy: 20 eV, source temperature: 120°C, desolvation Temperature: 450°C, Cone gas flow 50l/h, desolvation gas flow: 750l/h, collision gas flow: 0.19 ml/min). The diagnostic ions used for quantification for IAA and ABA are: 190>130 m/z for Me-IAA, 196>136 m/z for Me-C¹³-IAA, 279>173 m/z for Me-ABA and 285>179 m/z for d₆-Me-ABA (dwell time 0.020sec). The diagnostic ions used for quantification for the gibberellins are : 382>333 m/z for d₂-GA1-Me, 380>331 m/z for GA1-Me, 380>241 m/z for d₂-GA3-Me, 378>239 m/z for GA3-Me, 366>317 m/z for d₂-GA4-Me, 364>315 m/z for GA4-Me, 362>285 m/z for GA5-Me, 364>315 m/z for d₂-GA7-Me, 362>313 m/z for GA7-Me, 398>349 m/z for d₂-GA8-Me, 396>347 m/z for GA8-Me, 350>301 m/z for d₂-GA9-Me, 348>299 m/z for GA9-Me, 399>300 m/z for d₂-GA12-Me, 397>298 m/z for GA12-Me, 393>300 m/z for D₂-GA19-Me, 391>298 m/z for d₂-GA19-Me and 364>315 m/z for GA20-Me (dwell time 0.010 sec). Methanol and water used for MS are UPLC grade from Biosolve (Valkenswaard, the Netherlands). Data are expressed in pmole per gram fresh weight (pmol.g⁻¹FW).

Extraction of neutral hormones (cytokinins)

Plant material was homogenized by grinding and extracted overnight in 80% MeOH (10µl/mg FW, -20°C, 16u). [²H₇]N⁶-Benzyladenine (d₇-BA), [²H₇]N⁶-Benzyladenosine (d₇-BAR), [²H₇]N⁶-Benzyladenine-9-Glucoside (d₇-BA9G), [¹⁵N₄]meta-Topolin (¹⁵N-*m*T), [¹⁵N₄]ortho-Topolin (¹⁵N-*o*T), [²H₃]Dihydrozeatin (d₃-DHZ), [²H₃]Dihydrozeatin Riboside (d₃-DHZR), [²H₆]N⁶-isopentenyladenine (d₆-iP), [²H₆]N⁶-isopentenyladenosine (D-*i*PR), [²H₅]trans-Zeatin-7-Glucoside (d₅-tZ7G), [²H₅]trans-Zeatin-9-Glucoside (d₅-tZ9G), [²H₅]trans-Zeatin-O-Glucoside (d₅-tZOG), [²H₅]trans-Zeatin-O-Glucoside Riboside (d₅-tZROG), [²H₆]N⁶-isopentenyladenine-7-Glucoside(d₆-iP7G) and [²H₆] N⁶-isopentenyladenine-9-Glucoside (d₆-iP9G) (10 pmol each, OlChemIm) were added as internal standard. After centrifugation (20000g, 15min, 4°C, 5810R, rotor FA-45-30-11 Eppendorf, Hamburg, Germany) the supernatant is passed over a C18 cartridge (500 mg, Varian) to retain pigments and consecutively filtered (Chromafil Xtra PA-20/25, 0.20µm, Ø 25 mm, MN, Düren, Germany). Samples were dried in a speed-vac (Christ RNC2-25 vacuum concentrator, with KNF N860.3FT.40.18 pump, Freiburg, Germany), and redissolved in 50 µl 10% MeOH for analysis.

Cytokinin quantification

Isoprenoid cytokinins were analysed by UPLC-MS/MS (WATERS) (6 µl injection by partial loop, ACQUITY BEHC18, 1.7 µm column (WATERS), column temp. 30°C, flow 400, solvent gradient 0-0.5 min: 95/5; 10% MeOH in NH₄OAc 1 mM/MeOH; 0.5-3 min linear gradient until 75/25 10% MeOH in NH₄OAc 1 mM/MeOH; 3-5 min, isocratic 75/25 10% MeOH in NH₄OAc 1mM/MeOH;

5-6 min, linear gradient until 5/95 10% MeOH in NH₄OAc 1 mM/MeOH; 6-6.5 min isocratic 5/95 10% MeOH in NH₄OAc 1mM/MeOH; MS conditions: Polarity MS ES(+), capillary 2 kV, cone 20V, collision energy: 20 eV, source temperature: 120°C, desolvation Temperature: 400°C, Cone gas flow 20l/h, desolvation gas flow: 800l/h, collision gas flow: 0.22ml/min).

The diagnostic ions used for quantification for the isoprenoid cytokinins are : 225>136 m/z for d₃-DHZ, 222>136 m/z for DHZ, 220>136 m/z for Z, 357>225 m/z for d₃-DHZR, 354>222 m/z for DHZR, 352>220 m/z for ZR, 372>210 m/z for d₆-iP, 366>204 m/z for iP, 342>210 m/z for d₆-iPR, 336>204 m/z for iPR, 387>225 m/z for d₅-Z7G, d₅-Z9G, and d₅-ZOG, 384>222 m/z for DHZ7G, DHZ9G, and DHZOG, 382>220 m/z for Z7G, Z9G, and ZOG, 519>387 m/z for d₅-tZROG, 516>384 m/z for DHZROG, 514>382 m/z for ZROG, 372>210 m/z for d₆-iP7G and d₆-iP9G, 366>204 m/z for iP7G and iP9G.

Aromatic cytokinins were analysed by UPLC-MS/MS (WATERS) (6 µl injection by partial loop, ACQUITY BEH C18, 1.7 µm column (WATERS), column temp. 40°C, flow 550, solvent gradient 0-1 min: 100/0; 10% MeOH in NH₄OAc 1 mM/MeOH; 1-5 min linear gradient until 72/28 10% MeOH in NH₄OAc 1 mM/MeOH; 5-5.5 min, linear gradient until 0/100 10% MeOH in NH₄OAc 1mM/MeOH; min, 5.5-6 min isocratic 100%MeOH; MS conditions: Polarity MS ES(+), capillary 1.78 kV, cone 20V, collision energy: 12 eV, source temperature: 120°C, desolvation Temperature: 400°C, Cone gas flow 20l/h, desolvation gas flow: 800l/h, collision gas flow: 0.22ml/min).

The diagnostic ions used for quantification for the aromatic cytokinins are : 233>98 m/z for d₇-BA, 226>91 m/z for BA, 365>233 m/z for d₇-BAR, 358>226 m/z for BAR, 395>233 m/z for d₇-BA9G, 388>226 m/z for BA9G, BA7G and BA3G, 246>107 m/z for ¹⁵N-*m*T, 242>107 m/z for *m*T, 247>141 for ¹⁵N-*o*T, 242>136 m/z for *o*T and *p*T, 256>121 for Me-*m,o*-T, 374>242 m/z for *o,m,p*-TR, 404>242 m/z for *o,m,p*-T-G and 418>256 m/z for MemT-G. Methanol and water used for MS are UPLC grade from Biosolve. Data are expressed in pmol per gram fresh weight (pmol.g⁻¹FW).

2. Supplementary data

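The deposited tables hold 28642 loci of TAIR10, of which 6550 had no read in any of the 16 libraries. In 19289 loci every library of at least one group, by genotype and day, held a read, with the 2 libraries of P21 counted as its group. The fold changes of the 1379 genes of Supplementary Data 1 that could be read, less those from edgeR, had medians of 0.01 and 0.03 for P10 and P21 at 9 DAS and of 0.21 and -0.03 at 16 DAS, over 1234 genes.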

Supplementary Data 1 RNA sequencing data for all the genes for which expression was detected in all three replicates of at least one time point and genotype i.e. WT and two *PID* overexpression lines.

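Of the 3187 genes that were DEGs by edgeR at least once, 2828 were so in a single comparison of a line with WT, 336 in 2, 21 in 3 and 2 in all 4, and 81.7% were DEGs of P10 at 16 DAS. The median size of the log2 fold change of the DEGs was 1.37 in P10 and 1.07 in P21 at 9 DAS, and 1.25 in P10 and 1.61 in P21 at 16 DAS. The libraries of a line lay all above or all below those of WT for 17.1% of the tested genes in P10 and 37.8% in P21 at 9 DAS, and for 39.4% in P10 and 27.1% in P21 at 16 DAS, where chance gives 10% for 3 libraries against 3 and 20% for 2 against 3.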

Supplementary Data 2 RNA sequencing data for all 3805 differentially expressed genes in at least one timepoint and genotype i.e. WT and two *PID* overexpression lines.

Supplementary Data 3 List of all the overrepresented genes out of total 3805 differentially expressed genes between WT and two *PID* overexpression lines indicated in Figure 2B

3. Supplementary Figures and Tables

3.1 Supplementary Figures

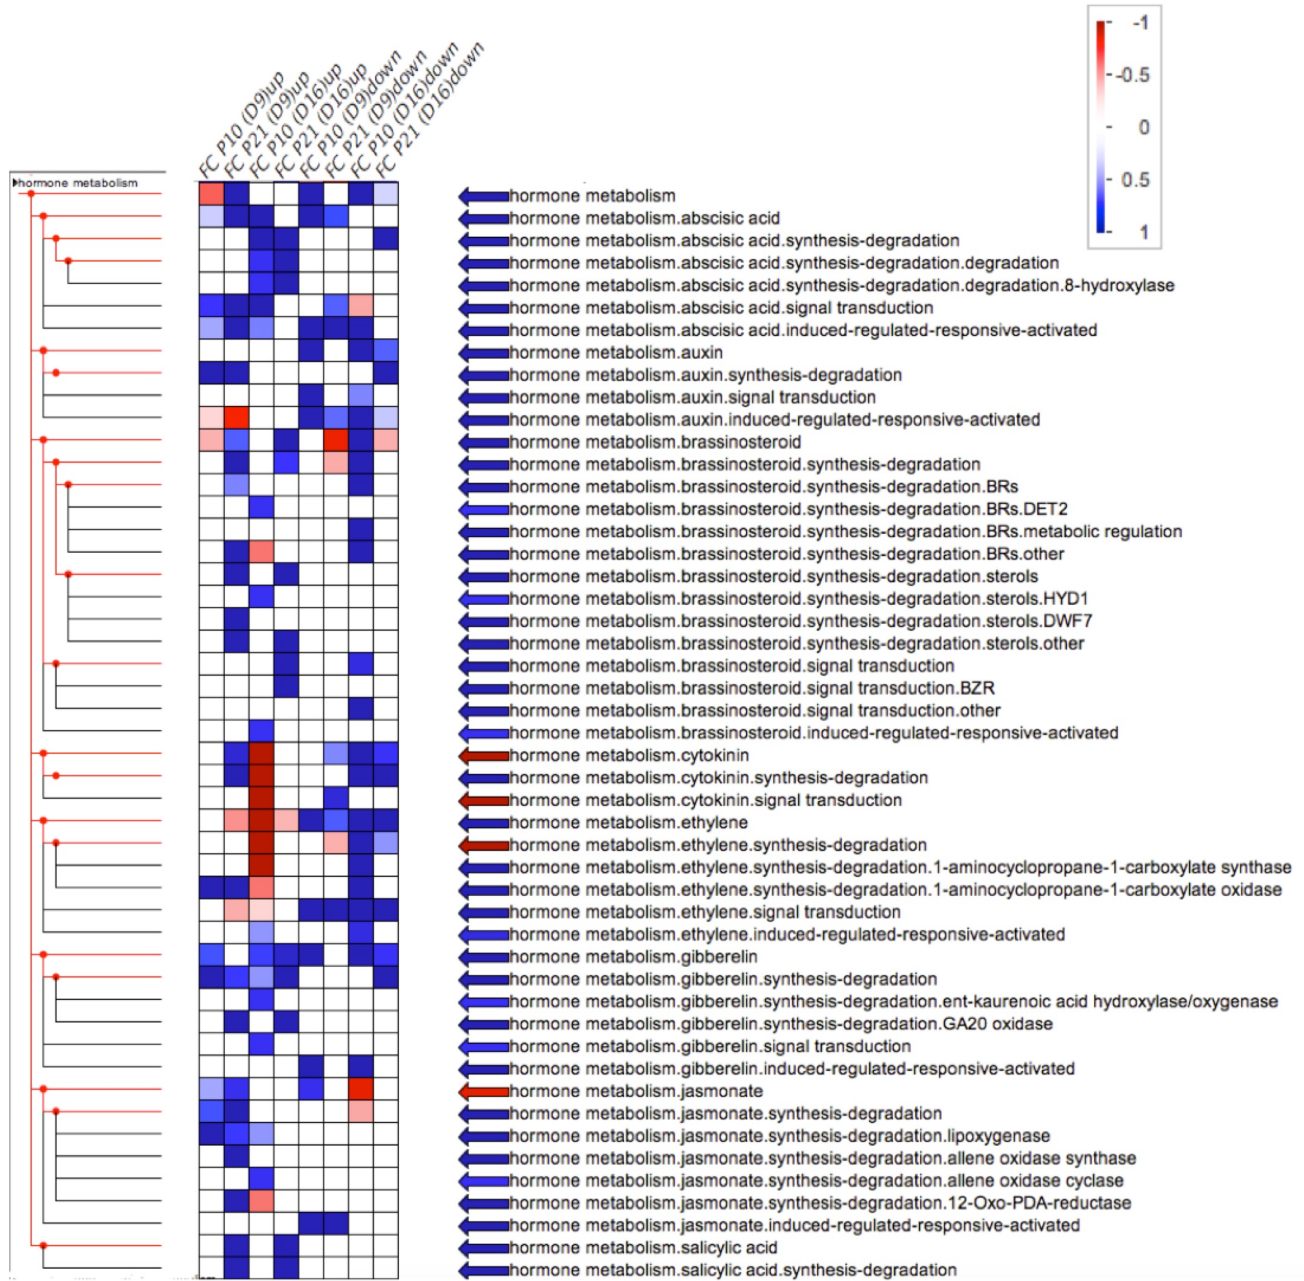

Supplementary Figure 1 PageMan representation of differentially expressed genes related to hormone metabolism in *PID^{OE}* lines vs the WT. PageMan representation of overrepresented biological pathways related to hormone metabolism (highlighted in blue) in *PID* overexpression lines at different time points that are up- and downregulated as indicated in the legend above. Pathways highlighted in red are underrepresented categories. FC=Fold change.

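In P10 at 16 DAS, GASA1 (AT1G75750, chromosome 1, 28441526 to 28442429) was at 346 ± 62.5 CPM in WT and fell with a log2 fold change of -3.35 (SE 0.25, adjusted p = 1.7e-07), while GAI (AT1G14920, chromosome 1, 5149226 to 5151354), a DELLA repressor of gibberellin responses, rose to 44.6 ± 6.23 CPM from 18.0 ± 2.81 (SD, n = 3) (log2 fold change 1.25, SE 0.18, adjusted p = 5.7e-05). CYP85A2 (AT3G30180), the last enzyme of brassinosteroid synthesis, fell to 7.78 ± 0.907 CPM from 25.8 ± 2.79 (SD, n = 3) (adjusted p = 0.0001). BRS1, a carboxypeptidase of brassinosteroid signaling, was at 16.9 ± 8.09 CPM in P10 and 55.4 ± 15.0 (SD, n = 3) in WT (log2 fold change -1.83, SE 0.41, adjusted p = 0.0063). EBF1, an F-box protein that degrades the ethylene factor EIN3, rose to 134 ± 23.2 CPM from 63.2 ± 5.49 (SD, n = 3) (log2 fold change 1.08, SE 0.15, adjusted p = 5e-05). AT1G62380, an ACC oxidase of ethylene synthesis, fell to 142 ± 11.6 CPM from 373 ± 29.3 (SD, n = 3) (log2 fold change -1.39, SE 0.17, adjusted p = 1.2e-05). GAI, EBF1 and AT1G62380 were singled out after their values were seen. Of 13 measured gibberellin genes, 5 were higher and 1 was lower in P10 at 16 DAS (5 and 1 when adjusted over the list alone; camera, adjusted p = 0.349). Of 11 brassinosteroid genes 3 were lower (3 when adjusted over the list alone; camera, adjusted p = 0.309), and of 12 ethylene genes 2 were higher and 3 lower (2 and 3 when adjusted over the list alone; camera, adjusted p = 0.92). Of 6 brassinosteroid genes of Supplementary Table 2, 1 was higher and 5 were lower (camera, adjusted p = 0.00154; adjusted p = 0.0201 with an estimated correlation). Of its 8 auxin genes 2 were higher and 4 lower (camera, adjusted p = 0.482). The study chose these lists on these samples, so they are not independent evidence. The gibberellin count of 6 was 3 without WT 16 DAS replicate 1 or replicate 3 and 2 without P10 16 DAS replicate 1. The ethylene count of 5 was 3 without WT 16 DAS replicate 2 or any one of the P10 16 DAS replicates.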

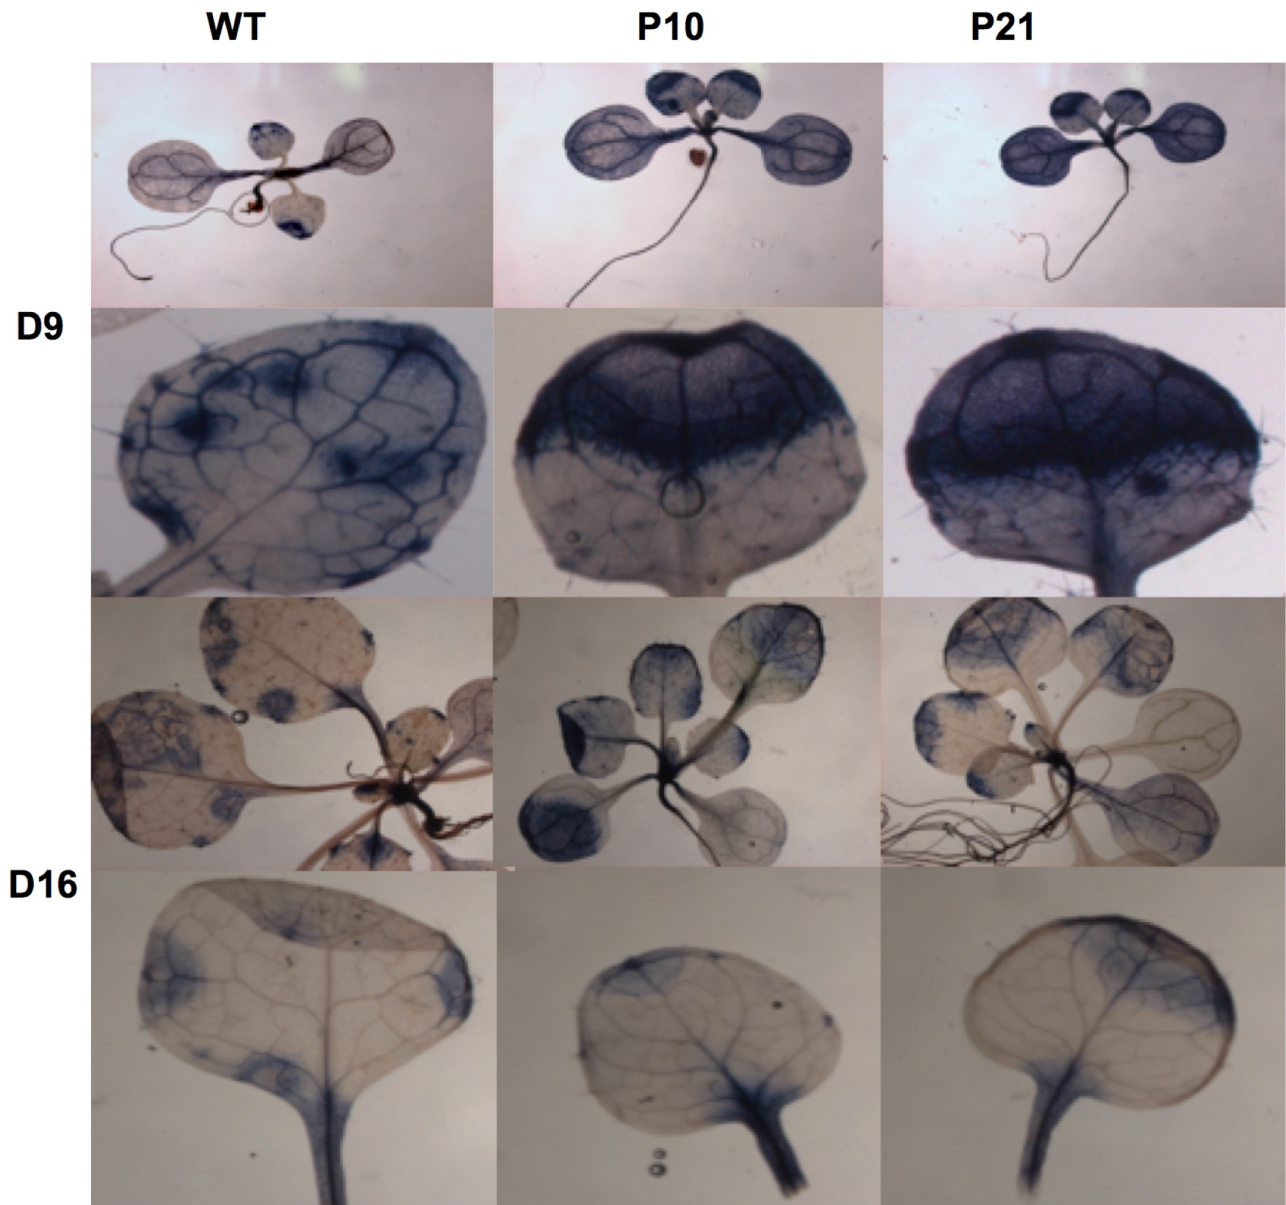

Supplementary Figure 2 Superoxide staining in rosettes and individual leaves of WT and *PID* overexpression lines. Visualization of the NBT (nitroblue tetrazolium) assay in the entire rosette and detached leaves of WT and both *PID*^{OE} lines at 9 and 16 DAS shows superoxide as blue color. Pictures are representative of the experiments, which were repeated twice.

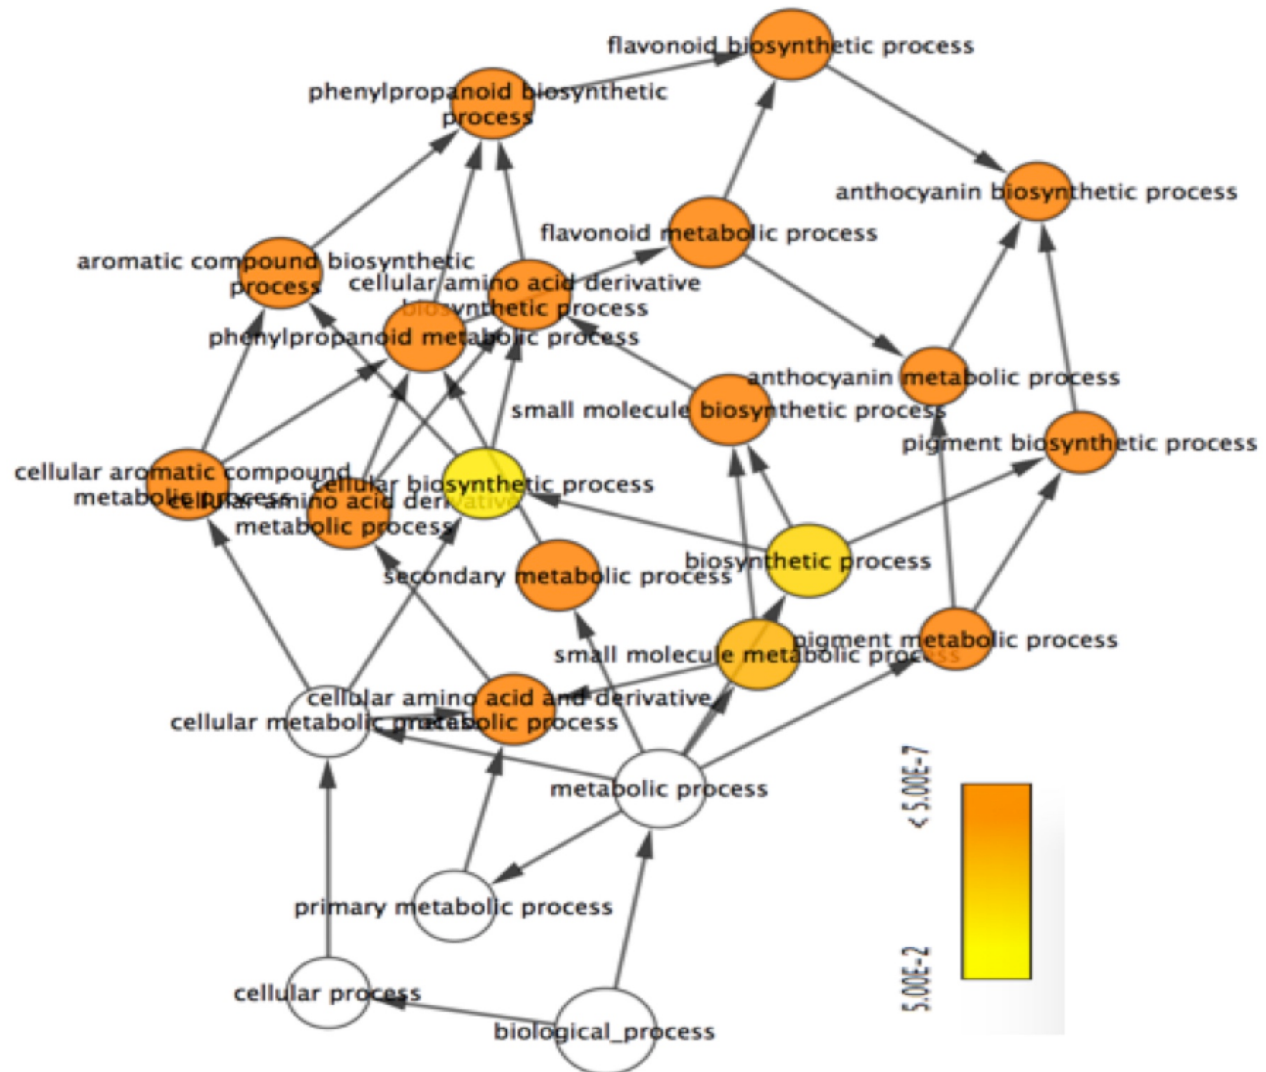

Supplementary Figure 3 Gene enrichment analysis showing overrepresentation of differentially expressed flavonoid-related genes in *PID*^{OE} lines.

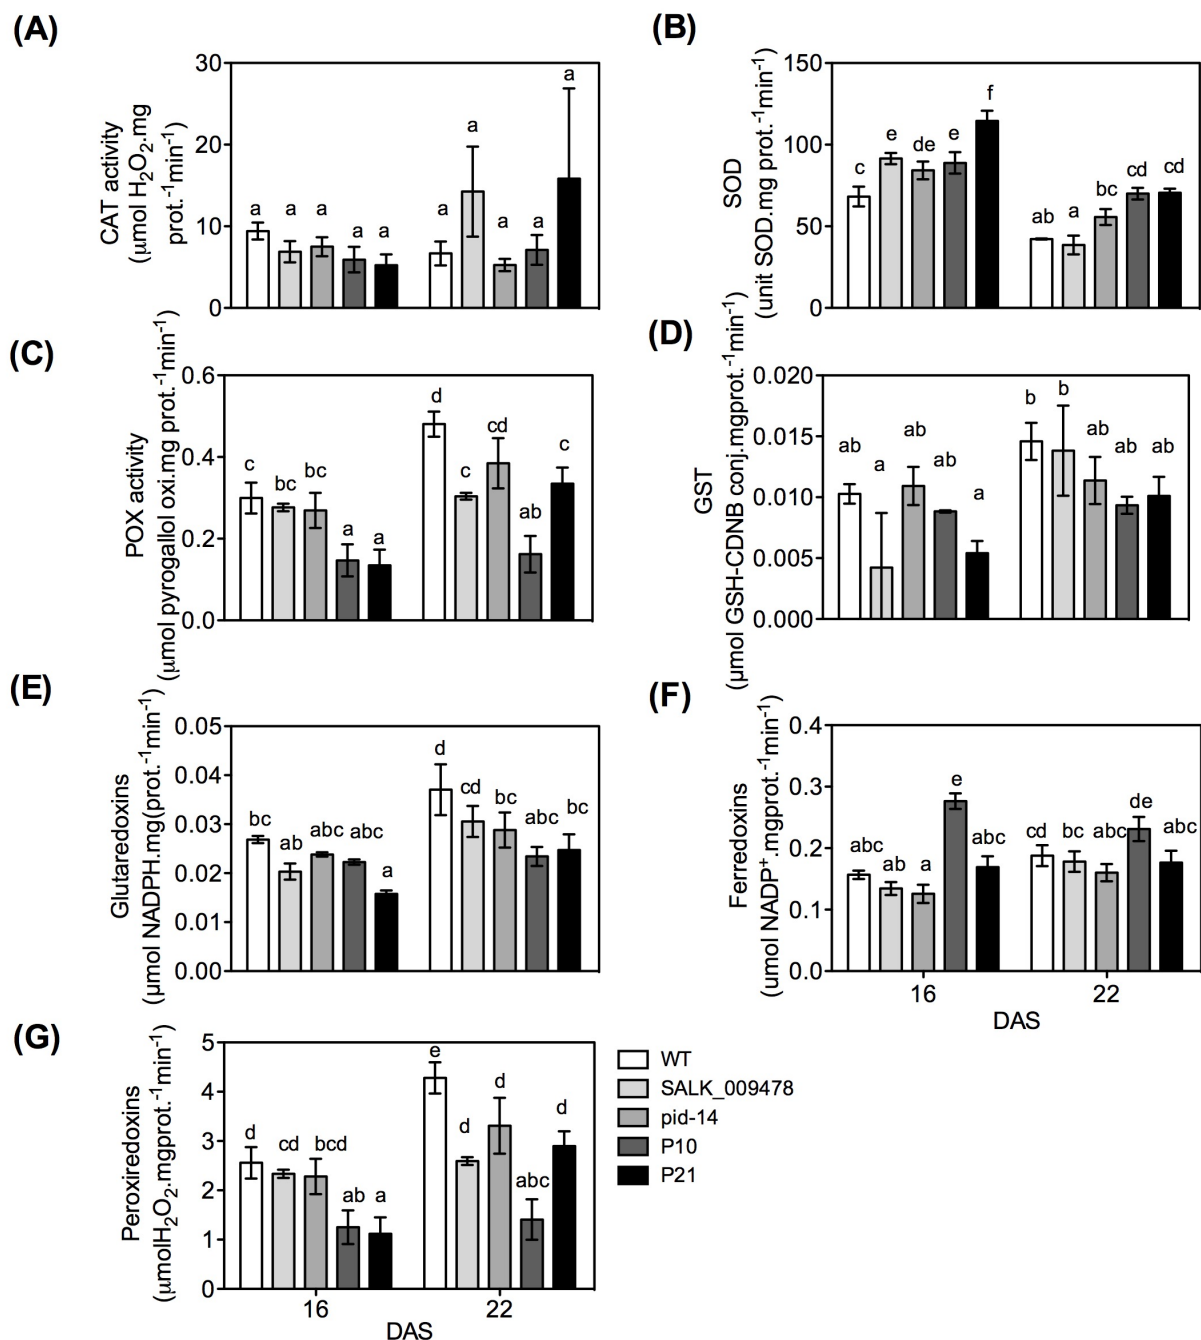

Supplementary Figure 4 Antioxidant enzymes profiling in the WT and *pid* knockouts and overexpression lines. Catalase; CAT (A) Superoxide dismutase; SOD (B). Peroxidases; POX (C). Glutathione-S-transferase; GST (D). Glutaredoxins (E). Ferredoxins (F). Peroxiredoxins (G). Different letters in the graph represent significant differences between genotypes and time. (Duncan test; $P < 0.05$; $n=3$; Error bars: $\pm$ SE).

3.2 Supplementary tables

Supplementary Table 1 Primer sequences

Actin8	TGCTGGTCGTGACCTTACTG	CAATTTCCTCGTTCTGCTGTT
<i>PID</i> intron spanning	GAGCAGAGATGGAGAAAACGA	TGAAAATGCTTGACCATCCA

Supplementary Table 2 Changes in expression levels of characteristic hormone-responsive genes in *PID^{OE}* lines. Significant log₂ fold changes are in bold. Parentheses denote days after stratification. Abbreviations: Indole-3-acetic acid (IAA), Absciscic acid (ABA), Gibberellic acid (GA), Brassinosteroids (BR) Methyl jasmonate (MJ) and Cytokinins (CK).

	Feature ID	NAME	P10(9)	P21 (9)	P10 (16)	P21(16)
IAA	AT2G22810	ACCS4	0.264	-0.206	**-1.724**	-0.288
	AT3G15540	IAA19	1.204	**1.323**	**2.310**	0.237
	AT4G14560	IAA1	**1.191**	0.670	0.716	-0.257
	AT4G38860	SAUR16	-0.285	-0.001	**-0.874**	-0.418
	AT5G37770	TCH2	-0.420	0.119	**-1.367**	-0.153
	AT5G47370	HAT2	0.240	0.330	**1.415**	-0.369
	AT5G54510	GH3.6	**-2.042**	**-1.741**	-0.497	-0.003
	AT1G72430		-0.272	0.478	**-2.758**	-0.985

ABA	AT1G29395	COR414	1.128	1.215	**3.571**	-0.385
	AT1G32640	ATMYC2	0.542	-0.134	**1.831**	-0.051
	AT1G69260	AFP1	**-0.928**	0.207	**2.767**	-0.469
	AT1G69270	RPK1	0.392	0.356	**1.654**	-0.519
	AT2G22430	ATHB6	0.169	0.298	**1.280**	-0.069
	AT2G33380	RD20	1.396	3.264	**1.765**	-0.390
	AT2G46680	ATHB7	**1.668**	1.388	**3.651**	-0.438
	AT3G11410	PP2CA	0.340	0.449	**1.968**	-0.266
	AT3G14440	NCED3	0.495	0.345	**3.597**	-0.619
	AT3G15210	ERF4	**0.874**	0.326	**2.185**	0.081
	AT3G19290	ABF4	-0.057	0.254	**1.558**	-0.066
	AT3G61890	ATHB12	0.086	0.544	**2.226**	-0.210
	AT4G05100	MYB74	-0.422	1.364	**2.471**	-1.749
	AT4G26080	ABI1	0.250	1.095	**1.859**	-0.279
	AT4G34000	ABF3	0.542	**1.517**	**1.464**	-0.394
	AT5G57050	ABI2	0.429	1.050	**2.469**	-0.216
	AT5G59220	HAI1	-0.594	1.208	**4.485**	0.310
	AT5G59310	LTP4	1.557	**3.350**	0.661	0.000
	AT5G59320	LTP3	-1.845	0.148	**3.475**	-1.038
	AT5G66400	RAB18	0.444	1.842	**1.888**	-1.042
	AT2G15970	COR413	0.313	0.151	**1.674**	-0.412

	AT4G15910	DI21	**-1.068**	**-1.364**	**2.044**	0.633
	AT5G25610	RD22	**0.955**	**1.400**	**0.930**	0.066
	AT5G52300	RD29B	-0.288	-0.332	**7.802**	-0.511
	AT5G52310	RD29A	0.969	**1.278**	0.482	**-1.542**
	AT1G76180	ERD14	0.478	**0.874**	**1.205**	-0.569
GA	AT1G66350	RGL1	-0.337	-0.036	**1.507**	-0.898
BR	AT2G26710	BAS1	-0.092	0.078	**-1.372**	0.379
	AT1G13260	RAV1	0.033	-0.573	**-2.998**	-1.132
	AT3G13730	CYP90D1	0.254	0.637	**-1.319**	-0.542
	AT3G30180	CYP85A2	0.465	**1.023**	**-1.514**	-0.282
	AT3G61460	BRH1	0.659	**0.751**	**1.114**	0.048
	AT4G30610	BRS1	-0.211	0.065	**-1.561**	0.102
MJ	AT1G19570	DHAR1	0.426	**0.953**	**1.632**	-0.324
	AT1G32640	ATMYC2	0.542	-0.134	**1.831**	-0.051
	AT1G55020	LOX1	0.043	0.337	**1.222**	0.228
	AT2G34810		0.328	**1.153**	0.543	-0.126
	AT3G15210	ERF4	**0.874**	0.326	**2.185**	0.081
	AT3G45140	LOX2	**1.332**	**1.860**	**1.393**	-0.512
	AT4G23600	CORI3	**1.248**	**2.255**	0.171	-1.067

CK	AT5G42650	AOS	**0.944**	**1.212**	0.593	-0.519
	AT5G55120	VTC5	0.110	0.168	**0.976**	-0.097
	AT2G39940	COI1	0.209	0.195	**0.887**	-0.021
	AT1G03850	GRXS13	-0.519	-1.087	-3.445	-2.558
	AT1G10470	ARR4	-0.341	**-1.347**	-1.318	-0.130
	AT1G19050	ARR7	**-0.805**	**-2.764**	-1.471	0.497
	AT1G69040	ACR4	-0.244	-0.816	-1.424	-0.336
	AT1G74890	ARR15	-0.431	**-2.981**	-4.254	0.013
	AT2G01830	AHK4	-0.634	**-1.254**	-0.214	**0.966**
	AT3G48100	ARR5	-0.650	-2.945	-3.678	0.337
	AT5G62920	ARR6	-0.531	**-3.079**	-1.564	0.093
	AT1G27320	AHK3	0.454	**0.828**	0.516	0.034

Supplementary Table 3 Changes in expression levels of redox related and ROS producing genes in *PID^{OE}* lines. Significant log₂fold changes are in bold. Parentheses denote days after stratification.

Function	Feature ID	Name	P10<br>(9)	P21 (9)	P10<br>(16)	P21<br>(16)
ROS<br>producing	AT3G14130	glycolate oxidase putative	0.138	0.273	**2.925**	1.176
	AT3G14150	glycolate oxidase putative	0.023	0.055	**1.755**	0.243
	AT1G19230	stress.biotic.respiratory burst	**1.964**	1.256	1.489	-1.111
Redox<br>related	AT4G25100	FE SUPEROXIDE<br>DISMUTASE 1	-0.624	**-0.903**	**-2.294**	0.164

Supplementary Material

AT1G19570	DHAR1	0.426	**0.953**	**1.632**	-0.324
AT1G63940	MDHAR6	-0.164	-0.488	**-1.048**	-0.504
AT5G21105	L-ASCORBATE OXIDASE	0.290	**0.816**	0.331	0.166
AT4G08390	STROMAL APX	**-0.926**	**-1.855**	**-3.874**	0.085
AT5G21100	L-ASCORBATE OXIDASE	0.428	**0.822**	-0.537	-0.015
AT2G25080	GPX1	-0.234	-0.102	**-1.433**	-0.523
AT4G15680	Glutaredoxin GRXS4	-1.576	-1.281	**-6.232**	**-0.942**
AT3G62930	GRXS6	-0.153	-0.813	**-3.265**	-0.650
AT4G15670	GRXS7	-1.093	-1.214	**-5.646**	**-1.463**
AT4G15690	GRXS5	-2.276	-2.276	**-5.419**	-0.420
AT1G03850	GRXS13	-0.519	-1.087	**-3.445**	-2.558
AT3G62950	GRXC11	-1.367	-3.804	**-3.836**	-1.041
AT4G15700	GRXS3	-0.589	-1.238	**-4.325**	-0.671
AT4G15660	GRXS8	0.454	0.000	**-4.327**	-0.139

How the deposited data were processed for this re-analysis (not part of the article)

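RNA was measured in the first pair of leaves of WT, P10 and P21 at 9 and 16 DAS. The labels give 18 libraries, 3 per genotype and day, and the deposited values cover 16 of them. P21 replicate 1 at 9 DAS and at 16 DAS has no values and was left out, so the groups hold 3 libraries, or 2 for P21. The plan made before the values were available named 18 samples, and it was carried out on these 16. Samples were grouped by genotype and day as labelled. The second library index, read from the labels, is one for WT and P10 at 9 DAS and another for all other libraries.

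The authors mapped the reads with CLC Genomics Workbench at its default settings to TAIR10. The deposited counts are unique gene reads and total gene reads per gene region, since the exon columns of the tables are 0 or empty. The authors computed RPKM from the deposited total reads per kilobase of gene region and by the reads of the library. The deposited normalized values are CPM that the authors made, the unique gene reads scaled to one total per library, which is lower than the total that the paper states. The p-value and FDR columns hold the authors' Baggerley test of each line against WT on these values. The fold change column, a signed score of mean proportions that is negative where the line is lower, was also made by the authors. The tables hold 28642 loci. Of the per-sample columns, 362 were not used, which hold exon and intron reads, transcript numbers, coverage, expression values that repeat others and repeated positions.

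The unique gene reads were fitted with edgeR 4.0.16 in R 4.3.3 with TMM factors, filterByExpr, robust quasi-likelihood dispersions and one mean per genotype and day. The filter removed 12143 genes and kept 16499. The common biological coefficient of variation was 18.8% with 10 residual degrees of freedom. P-values were adjusted by Benjamini and Hochberg over the genes of each comparison, and genes with an adjusted p under 0.05 and a log2 fold change beyond 0.75 were counted as DEGs. The comparisons were each line against WT at each day, P10 against P21 at each day, 16 against 9 DAS within WT, and the change of each line's difference from WT between the days. CPM printed beside the tests are scaled with the TMM factors. The gene lists comprise 39 groups written beforehand and 4 taken from the study's own supplementary tables. They were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with an estimated correlation, with fry and with Fisher's exact test.

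Genes were named by a rule set beforehand. It takes PID, every gene that the text on expression or Supplementary Tables 2 and 3 name (their values in the paper had been seen), the 10 largest changes among the DEGs of each comparison with WT with a mean of at least 50 counts and no overlap between the groups, and, for each list with at least 3 DEGs, the 2 with the largest change, or up to 4 for lists of processes that the study's text covers. Other genes are named with the statement that they were singled out after their values were seen.

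Libraries held a median of 1960566 unique gene reads in WT and 2887692 in P10 at 9 DAS, and 3699976 in WT and 2549005 in P10 at 16 DAS. Those of P21 held 2650951 and 2823100 at 9 DAS and 2713255 and 3824764 at 16 DAS. The test was checked on simulated counts with the same depths and spread, with the changed genes drawn from those above a minimum of expected reads. Of 100 genes given a change of log2 2, it recovered 93 for P10 and 87 for P21 at 9 DAS, and 91 and 84 at 16 DAS. Of the unchanged genes it called 7 of 16082, 4 of 16110, 10 of 16008 and 11 of 16132. For the change between the days it recovered 61 of 100 in P10 and 64 in P21.

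The alternatives were 16 settings that leave out 1 library each and 17 others. The others were DESeq2 size factors and upper-quartile factors, the Wald test of DESeq2 1.42.0, no low-count filter, the filter of the study, a fit of only the groups compared, a replicate block within each day, total gene reads, limma-trend on log2 RPKM with pseudocounts of 1 and 0.1 and with a minimum mean RPKM of 1, no fold change threshold, glmTreat at 0.75, the authors' Baggerley p-values over the genes kept here, and for lists the estimated correlation, fry and lists without the study's table genes. A further 2 settings were added after the data were seen, one with WT and P10 at 9 DAS limited to replicates 1 and 3 and one with every group limited to replicates 2 and 3. Where leaving out a library left P21 with 1 library, that library was assumed to vary like those of the other groups. The two-way ANOVA of the study, its MapMan and BiNGO categories and the parts of Supplementary Data that were not at hand were left out.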

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

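The tests of explanations in this part were chosen after the results were seen, and the counts of other splits of the libraries were set before.

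Many genes differed between P21 and WT at 9 DAS (889) and few at 16 DAS (21). The library index that sets P21 at 9 DAS apart from WT, as the whole cause, is argued against by the 82.5% of these 889 genes that had the same direction in P10 at 16 DAS, where both groups carry one index, against 59.5% of the other genes. The clock state of replicate 2 of WT and P10 at 9 DAS, as the whole cause, is argued against by the 593 of them that were DEGs again without these 2 libraries. For these 889 genes, too few libraries or reads at 16 DAS to find the same changes are argued against by their median change at 16 DAS in their direction at 9 DAS. It was -0.10 (quartiles -0.33 to 0.17), beside a median size of 1.07 at 9 DAS. Changes of other genes that were missed in P21 at 16 DAS are not covered, and 1495 genes had an unadjusted p under 0.05 there by edgeR. Leaves of P21 that are further on than those of WT at 9 DAS may contribute. The median of the 28 measured cell proliferation genes fell by 3.25 on the log2 scale from 9 to 16 DAS in WT. In P21 at 9 DAS it was -0.73 without the 2 libraries (camera, adjusted p = 4.39e-11). With all libraries camera's adjusted p was 0.0524 with an estimated correlation, so that this call is lost. Both comparisons also differ in library index, so age and index are not told apart here.

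Many more genes differed from WT in P10 (2605) than in P21 (21) at 16 DAS. One library fewer in P21 is argued against as the cause by the 1541 genes called in P10, against 5 in P21, with replicates 2 and 3 of every group. The same changes hidden in P21 by its spread are argued against by the median change in P21 in the direction of P10, 0.13 (quartiles -0.15 to 0.47), against a median size of 1.25 in P10. A difference between the lines other than PID cannot be told apart from the effect of PID. At 9 DAS, 6 genes differed between P10 and P21, among them AT3G01345, which is far higher in P10. The lines also differ in library index at 9 DAS. At 16 DAS, where they share one, AT3G01345 was higher in P10 as well (log2 fold change 8.06, edgeR adjusted p = 4.37e-08). The level of PID stays open as an untested biological explanation. PID differed between the lines at 16 DAS by the adjusted p alone, with a change under the fold change threshold for DEGs.

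The glucosinolate list had a median log2 fold change of -0.98 in P10 and -1.04 in P21 at 16 DAS, while camera called it in neither line with an estimated correlation. By edgeR 17 of its 28 genes were lower DEGs in P10 and 1 in P21, by DESeq2 19 and 10, and by the Baggerley p-values 11 and 12. One WT library as the cause is argued against by the medians with 1 WT library left out, which were -1.0 at most in P21 (from -1.08) and between -1.07 and -0.98 in P10. For leaves of P21 behind those of WT, as the whole cause, the lag of 5910 genes that differed in WT between the days predicts a median of -0.28 (-0.30 to -0.24) in P21. Index and day cannot be told apart in these genes, and clock state may differ too. Genes that follow the index or the clock need not lag at 16 DAS, which would make the predicted change too small. This test therefore cannot decide the question. No other biological explanation was tested.

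The difference between the lines itself was tested, and 2459 genes differed at 16 DAS (1373 without P21 16 DAS replicate 3) and 6 at 9 DAS (3 and 2 without P21 9 DAS replicates 2 and 3). From 9 to 16 DAS the difference from WT changed for 776 genes in P10. This count was 485 without WT 9 DAS replicate 1, 487 without P10 9 DAS replicate 1, 480 without WT 16 DAS replicate 1 and 499 without P10 16 DAS replicate 1. In P21 it changed for 524 genes, and this count was 156 and 152 without P21 9 DAS replicates 2 and 3, 318 without WT 16 DAS replicate 1 or replicate 3 and 51 without P21 16 DAS replicate 3. PID was higher in P10 than in P21 at 16 DAS by edgeR's adjusted p alone (log2 fold change 0.67, adjusted p = 0.0133). This change lay under the fold change threshold for DEGs. It was 0.33 without P21 16 DAS replicate 2 and 1.09 without replicate 3. The difference of PID from WT in P10 grew from 9 to 16 DAS by 1.20 (adjusted p = 0.0441).

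AT3G01345 (chromosome 3, 129138 to 130749) was at 297 CPM in P10 at 9 DAS (adjusted p = 1.17e-09), and the text of the paper does not mention it. It exceeded P21 by a log2 fold change of 5.71 at 9 DAS (adjusted p = 2.8e-07) and of 8.06 at 16 DAS (adjusted p = 4.37e-08). Of 123 named genes that were DEGs in P10 at 16 DAS, 99 also differed between P10 and P21 at 16 DAS, and 39 changed their difference from WT between the days. Of 46 named genes that were DEGs in P21 at 9 DAS, 22 changed their difference from WT between the days.

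In gene groups that the paper does not discuss, P21 at 9 DAS had 6 DEGs of cell proliferation (camera, adjusted p = 8.25e-13), 4 of glucosinolate synthesis (adjusted p = 0.000472), 8 of the iron response (adjusted p = 0.000249) and 3 of sugar starvation (adjusted p = 0.000799). P10 at 16 DAS had 6 DEGs of expansins and cell wall loosening (adjusted p = 0.00983), 7 of photosynthesis (adjusted p = 3.97e-09), 17 of glucosinolate synthesis (adjusted p = 1.95e-08), 8 of the iron response (adjusted p = 0.0148), 3 of the nitrate response (adjusted p = 7.94e-05) and 6 of phosphate starvation (adjusted p = 7.66e-06). With an estimated correlation no list among these had an adjusted p under 0.05.

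Other splits of the libraries into groups of the same sizes were counted. P10 against WT at 9 DAS gave 56 DEGs and the highest other split 216. That split set WT replicates 1 and 2 and P10 replicate 2 against the rest. It puts both libraries of replicate 2, which stood apart in clock genes, together with WT replicate 1. Whether the clock state gives these genes was not tested. In all, 3 of the 10 splits gave as many DEGs, and 10 splits are too few for a share under 0.05. P10 against WT at 16 DAS gave 2605 and WT at 16 against 9 DAS 5937, each with 0 in the highest other split, the real one being the 1 of 10 with as many, and again the splits are too few. The change of the difference between P10 and WT from 9 to 16 DAS gave 776, and 6 of 100 drawn splits gave as many, with 2012 as the highest other, so chance is not excluded. All 5 others keep the real groups at 16 DAS and regroup only the libraries of 9 DAS. They still hold the difference of P10 from WT at 16 DAS and are not splits without an effect, so this count cannot decide the question.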

How the results depend on the processing

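The 2 settings limited to certain replicates were chosen after seeing the data. No named gene or list test reversed. Over the settings other than leave-outs, 2648 of 2999 values of named DEGs kept their call and direction and 351 did not pass. With 1 library left out, 2670 of 2997 did. Of 1308 values of other genes printed here, called or not, 1170 kept their result, 109 lost a call and 29 gained one. The uncalled values that the paper marks in bold are treated separately below and are not all among these. At the preset correlation, camera's 52 list calls held in 1251 of 1352 values. With an estimated correlation 5 of the 52 held, with fry 28, and without the genes of the study's own tables 31 of 45. At the depths and numbers of libraries at hand, 48 of 100 simulated changes of log2 1 were found in P10 and 30 to 38 in P21, and depth alone was not varied.

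Apart from single libraries left out, counts of DEGs that moved by over 1.5 times were these. DESeq2's Wald test gave 111 for P10 at 9 DAS, 92 for P21 at 16 DAS and 11 for P10 against P21 at 9 DAS. With glmTreat at 0.75, which tests against the threshold itself, the counts were 6 (P10) and 29 (P21) at 9 DAS, 649 and 1 at 16 DAS, 3 and 547 for P10 against P21 at 9 and 16 DAS, 78 and 29 for the changes of P10 and P21 between the days, 663 for the union and 3324 for WT at 16 against 9 DAS. The Baggerley p-values gave 126 for P10 at 9 DAS and 126 for P21 at 16 DAS. For P21 at 16 DAS, DESeq2 size factors gave 13, no low-count filter 33 and a fit of only the groups compared 92, and the latter gave 3 for P10 against P21 at 9 DAS. A replicate block within day, though the numbers do not pair the samples (of 7 pairs per day, residuals correlated over 0.1 in 4 at 9 DAS and 0 at 16 DAS), gave 17 for P10 against P21 at 9 DAS, and 10 of 188 named calls and 2 of 52 list calls (ARF in P10 and SAUR in P21 at 16 DAS) were lost. It also gave 9 flavonoid genes in P21 at 9 DAS in place of 3. WT and P10 at 9 DAS limited to replicates 1 and 3 gave 22 for P10 at 9 DAS and 32 for P21 at 16 DAS. Every group limited to replicates 2 and 3 gave 4, 469, 1541 and 5 for P10 and P21 at 9 DAS and P10 and P21 at 16 DAS, 57 and 71 for the changes between the days and 1855 for the union, with fewer samples. The cause of the other moves was not tested.

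PID in P10 against P21 was judged here by the adjusted p alone. At 9 DAS it passed with DESeq2's Wald test (-0.96, adjusted p = 0.017) and with no low-count filter (-0.96, adjusted p = 0.031). At 16 DAS it did not pass with glmTreat (0.67, adjusted p = 1) or replicates 2 and 3 (0.69, adjusted p = 0.056). The cause was not tested.

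With 1 library left out, DEGs ranged from 16 to 71 for P10 and from 267 to 965 for P21 at 9 DAS, from 1990 to 2659 for P10 and from 1 to 51 for P21 at 16 DAS, from 2 to 8 and from 1373 to 2508 for P10 against P21 at 9 and 16 DAS, from 480 to 891 and from 51 to 579 for the changes of P10 and P21 between the days, and from 2660 to 3267 for the union. PID in P10 against P21 ranged from -0.99 to -0.87 at 9 DAS and from 0.33 to 1.09 at 16 DAS.

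Scaling moved the share of higher genes. For WT at 16 against 9 DAS it was 51.8% here, 31.5 to 33.2% on RPKM and 39.9% with upper-quartile factors (median shifts of -0.32 to -0.29 and -0.17). For the change of P10 between the days it was 44.2% here and 74.4 to 75.8% on RPKM (shift of 0.20 to 0.21), and for that of P21 it was 53.6% and 39.8 to 40.6% (shift of -0.07 to -0.06).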

Differences from the paper's values

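The paper's values are from Supplementary Tables 2 and 3, in log2. Of 73 values per comparison, 6 differed for P10 and 7 for P21 at 9 DAS, and 3 for P10 and 4 for P21 at 16 DAS. A value counts as different where the signs differ, however small the values, or where the gap exceeds the spread of the replicates. The values of P21 at 16 DAS and those of ACS4, BAS1, LOX1, HAOX2, AT4G38860, NCED3 and BRS1 count by their sign alone. The paper's values had a correlation with those here of 0.92, 0.95, 1.00 and 0.98, in that order. The alternatives set before the data were examined are counted for each value, and those not named differ.

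For P10 at 9 DAS, ACS4 is 0.264 in the paper and -0.23 here, with no difference in 8 of 30 alternatives (replicate block, the 3 RPKM settings, Baggerley values, and without WT 9 DAS replicate 3, P10 9 DAS replicate 1 or P10 9 DAS replicate 2). BAS1 is -0.092 in the paper and 0.02 here, with no difference in 8 of 30 (upper-quartile factors, replicate block, the 3 RPKM settings, Baggerley values, and without WT 9 DAS replicate 2 or P10 9 DAS replicate 1). LOX1 is 0.043 in the paper and -0.03 here, with no difference in 6 of 30 (replicate block, the 3 RPKM settings, and without WT 9 DAS replicate 3 or P10 9 DAS replicate 3). HAOX2 is 0.023 in the paper and 0.00 here, with no difference in 3 of 30 (without WT 9 DAS replicate 1, WT 9 DAS replicate 2 or P10 9 DAS replicate 3). GRXS5 is -2.276 in the paper and -4.68 here, with no difference in 3 of 29 (RPKM with a pseudocount of 1, with and without the minimum, and without WT 9 DAS replicate 2). GRXS8 is 0.454 in the paper and 2.51 here, with no difference in 8 of 29 (DESeq2's Wald test, only the groups compared, replicate block, the 3 RPKM settings, and without WT 9 DAS replicate 1 or replicate 3).

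For P21 at 9 DAS, AT4G38860 is -0.001 in the paper and 0.01 here, with no difference in 16 of 30 (upper-quartile factors, the filter of the study, only the groups compared, replicate block, total gene reads, the 3 RPKM settings and 8 of the 16 leave-outs). NCED3 is 0.345 in the paper and -0.03 here, with no difference in 6 of 30 (the 3 RPKM settings, and without WT 9 DAS replicate 2, WT 9 DAS replicate 3 or P21 9 DAS replicate 2). BRS1 is 0.065 in the paper and -0.13 here, with no difference in 5 of 30 (replicate block, the 3 RPKM settings, and without WT 9 DAS replicate 3). GRXS7 is -1.214 in the paper and -3.35 here, with no difference in 9 of 29 (DESeq2's Wald test, only the groups compared, replicate block, the 3 RPKM settings, and without WT 9 DAS replicate 2, P21 9 DAS replicate 2 or P21 9 DAS replicate 3). GRXS5 is -2.276 in the paper and -4.68 here, with no difference in 3 of 29 (as in P10). GRXC11 is -3.804 in the paper and -6.18 here, with no difference in 1 of 29 (without WT 9 DAS replicate 2). GRXS3 is -1.238 in the paper and -3.72 here, with no difference in 8 of 29 (replicate block, total gene reads, the 3 RPKM settings, and without WT 9 DAS replicate 1, P21 9 DAS replicate 2 or P21 9 DAS replicate 3). Where all libraries of a group hold 0 reads, the fitted value here has no defined size, and its gap to the paper's value shows no difference in size. This holds at 9 DAS for GRXS5 in both lines, for GRXC11, GRXS7 and GRXS3 in P21 and for GRXS8 in WT.

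For P10 at 16 DAS the paper's values lie higher than those here by a median of 0.2 over all 73, a gap close to that of the 3 values. VTC5 is 0.976 in the paper and 0.76 here, with no difference in 10 of 30 (upper-quartile factors, DESeq2's Wald test, the 3 RPKM settings, Baggerley values, and without WT 16 DAS replicate 1, WT 16 DAS replicate 3, P10 16 DAS replicate 2 or P10 16 DAS replicate 3). AHK3 is 0.516 in the paper and 0.29 here, with no difference in 5 of 30 (the 3 RPKM settings, Baggerley values, and without WT 16 DAS replicate 1). AT5G21105 is 0.331 in the paper and 0.12 here, with no difference in 7 of 30 (DESeq2's Wald test, the 3 RPKM settings, Baggerley values, and without WT 16 DAS replicate 2 or P10 16 DAS replicate 2).

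For P21 at 16 DAS, GH3.6 is -0.003 in the paper and 0.02 here, with no difference in 3 of 30 (RPKM with a pseudocount of 0.1, and without WT 16 DAS replicate 3 or P21 16 DAS replicate 3). COI1 is -0.021 in the paper and 0.02 here, with no difference in 7 of 30 (replicate block, the 3 RPKM settings, Baggerley values, and without WT 16 DAS replicate 1 or P21 16 DAS replicate 2). ARR15 is 0.013 in the paper and -0.05 here, with no difference in 6 of 30 (replicate block, the 3 RPKM settings, and without WT 16 DAS replicate 1 or P21 16 DAS replicate 3). AT5G21100 is -0.015 in the paper and 0.01 here, with no difference in 7 of 30 (replicate block, the 3 RPKM settings, Baggerley values, and without WT 16 DAS replicate 1 or P21 16 DAS replicate 2).

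Of 97 values that these tables mark as significant in bold, by the first row of each gene, 73 were DEGs here and 24 were not. GRXS13 in P10 at 16 DAS is in bold in Supplementary Table 3 but not in its row of Supplementary Table 2, and is not counted. The counts of such values and of DEGs among them were 13 and 5 for P10 and 25 and 17 for P21 at 9 DAS, and 55 and 51 for P10 and 4 and 0 for P21 at 16 DAS. The Baggerley p-values called 10 of the 24 and dropped 7 of the 73, DESeq2's Wald test called 4 and dropped 0, a fit of only the groups compared called 7 and dropped 5, the replicate block called 3 and dropped 2, RPKM with a pseudocount of 1 called 5 and dropped 2 and with 0.1 called 5 and dropped 6, and no fold change threshold called 2 and dropped 0. In P10 at 9 DAS, IAA1 was called on RPKM with a pseudocount of 0.1, and LOX2 by DESeq2, only the groups compared, Baggerley values and without WT 16 DAS replicate 3. In P21 at 9 DAS, RD29A was called by DESeq2, only the groups compared, Baggerley values and without P10 16 DAS replicate 2, ERD14 by the same except DESeq2 and also without P21 16 DAS replicate 2, FSD1 and SAPX by only the groups compared, Baggerley values and some leave-outs, and ARR6 in 16 settings. BRH1 in P21 at 9 DAS was called only with WT and P10 at 9 DAS limited to replicates 1 and 3, a setting chosen after seeing the values that drops 7 of the 73. In P10 at 16 DAS, RD22 and COI1 were called on RPKM, with no fold change threshold, by Baggerley values and without WT 16 DAS replicate 3 or P10 16 DAS replicate 2, LOX2 with the replicate block, on RPKM and without WT 16 DAS replicate 3, and RD20 by only the groups compared, the replicate block, RPKM with a pseudocount of 1, Baggerley values and without P10 9 DAS replicate 1. In P21 at 16 DAS, RD29A was called by DESeq2 and GRXS4 by Baggerley values. No setting called the other 10.

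The column of FDR for P21 at 16 DAS in Supplementary Data 1 is 0 for all 1379 genes at hand, and other FDR values there reach 1.01, which an FDR cannot.

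The paper reads its transcript data and Supplementary Table 3 as pointing to more photorespiration, and of 18 genes on the list used here 2 were higher and 3 lower in P10 at 16 DAS, the 2 being HAOX1 and HAOX2. It states that most flavonoid and anthocyanin genes rise. The list used here also holds phenylpropanoid genes. Of its 34 genes edgeR called 12 higher and none lower in P10 at 16 DAS. The authors' Baggerley p-values called 18 higher and 1 lower.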

Other observations

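In P10 at 16 DAS, genes of processes that the paper does not discuss passed the test as well. BHLH38, an iron deficiency factor, had a log2 fold change of 4.85, SE 0.57, adjusted p = 0.0002 against WT, and PAP17, a phosphatase of phosphate starvation, of 2.50, SE 0.51, adjusted p = 0.0054. PSAF, a subunit of photosystem I, fell (1192 ± 579.8 CPM (SD, n = 3) in P10 and 3367 ± 196 (SD, n = 3) in WT, log2 fold change -1.50, SE 0.25, adjusted p = 0.00067), as did IPMI2 and CYP79F2 of aliphatic glucosinolate synthesis (IPMI2 log2 fold change -1.96, SE 0.33, adjusted p = 0.00084, CYP79F2 log2 fold change -2.00, SE 0.42, adjusted p = 0.0023). LBD38, which represses nitrate-responsive genes, had a log2 fold change of -2.18, and XTH24, a cell wall enzyme, of -3.45 (adjusted p = 8.9e-05 and 0.00038). SAG29, a senescence-associated sugar transporter, was at 709 ± 167 CPM (SD, n = 3) in P10 and 89.0 ± 2.2 (SD, n = 3) in WT (log2 fold change 2.99, SE 0.60, adjusted p = 0.0051), while the senescence list as a whole was not called.

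In P21 at 9 DAS, PCNA2, a DNA replication clamp, was at 14.3 ± 1.27 CPM (SD, n = 2) in P21 and 41.1 ± 11.3 (SD, n = 3) in WT (log2 fold change -1.52, SE 0.24, adjusted p = 0.001) and GIF1, a coactivator of cell proliferation, at 4.79 ± 0.0431 CPM (SD, n = 2) in P21 and 27.2 ± 3.93 (SD, n = 3) in WT (log2 fold change -2.50, SE 0.35, adjusted p = 0.00039). FRO3, a ferric reductase (log2 fold change 1.63, SE 0.25, adjusted p = 0.001), and BTS, a regulator of iron deficiency responses (log2 fold change 1.91, SE 0.30, adjusted p = 0.0024), rose. FRO3, BTS and PCNA2 were singled out after their values were seen in this comparison.

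Lists in P10 at 16 DAS gave 1 higher and 5 lower of 12 for expansins, 0 higher and 7 lower of 26 for photosynthesis, 0 higher and 17 lower of 28 for glucosinolates, 6 higher and 2 lower of 11 for iron, 0 higher and 3 lower of 11 for nitrate and 6 higher and 0 lower of 6 for phosphate. When adjusted over the list alone, the DEGs were 1 higher and 6 lower for expansins, 7 lower for photosynthesis, 19 lower for glucosinolates, 6 higher and 2 lower for iron, 3 lower for nitrate and 6 higher for phosphate. With an estimated correlation the adjusted p were 0.228, 0.368, 0.372, 0.507, 0.228 and 0.228. Camera's call of expansins was lost in a fit of only the groups compared (adjusted p = 0.055), and that of iron was kept in 24 of 26 settings. The expansin count was 3 without P10 16 DAS replicate 1, the photosynthesis count 12 without P10 16 DAS replicate 3 and the nitrate count 5 without P10 16 DAS replicate 2. RPKM gave 2 higher and 12 lower for glucosinolates, 4 lower for photosynthesis and 1 higher and 3 lower for expansins. The Baggerley p-values gave 4 lower for photosynthesis and 1 higher and 1 lower for expansins.

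The lists in P21 at 9 DAS gave 0 higher and 6 lower of 28 for proliferation, 6 higher and 2 lower of 11 for iron, 4 higher and 0 lower of 28 for glucosinolates, 0 higher and 3 lower of 7 for sugar starvation, 2 higher and 0 lower of 9 (camera, adjusted p = 0.000799) for vascular genes, 0 higher and 2 lower of 11 (camera, adjusted p = 0.0299) for nitrate and 3 higher and 0 lower of 8 (camera, adjusted p = 0.114) for copper. When adjusted over the list alone, 13 proliferation genes were lower, 7 iron genes higher and 2 lower, 5 glucosinolate genes higher, 5 sugar starvation genes lower, 2 vascular genes higher, 1 nitrate gene higher and 2 lower, and 3 copper genes higher. With an estimated correlation the adjusted p were 0.0524 for proliferation, 0.393 for iron, 0.481 for glucosinolates, 0.368 for sugar starvation, 0.347 for vascular genes and 0.393 for nitrate.

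These counts in P21 at 9 DAS depend on single libraries. Without WT 9 DAS replicate 1 they were 3 for proliferation, 5 for iron, 1 for glucosinolates and 1 for sugar starvation. Without WT 9 DAS replicate 2 they were 1 for glucosinolates and 1 for sugar starvation, and 10 for proliferation without WT 9 DAS replicate 3. Without P21 9 DAS replicate 2 they were 2 for proliferation, 2 for iron and 0 for sugar starvation. Without P21 9 DAS replicate 3 they were 2 for proliferation, 4 for iron, 0 for sugar starvation and 0 for glucosinolates, which camera then did not call (adjusted p = 0.078). The sugar starvation count was also 1 without P10 9 DAS replicate 3, P10 16 DAS replicate 2 or P10 16 DAS replicate 3, and the vascular count was 0 without any one of WT 9 DAS replicates 1 and 2 and P21 9 DAS replicates 2 and 3. The nitrate count was 1 without any one of WT 9 DAS replicates 1, 2 and 3, P10 9 DAS replicate 3, P21 9 DAS replicates 2 and 3, WT 16 DAS replicate 3 and P10 16 DAS replicate 1, and camera did not call it without WT 9 DAS replicate 2 or P21 9 DAS replicate 3 (kept in 22 of 26 settings). The Baggerley p-values called 0 glucosinolate genes. Replicate 2 of WT and of P10 at 9 DAS was at another state of the clock, and without both (a setting chosen after seeing the data) the counts were 5 for proliferation, 4 for iron, 0 for glucosinolates, 1 for sugar starvation, 1 for vascular genes and 2 for nitrate.

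In P21 at 16 DAS the glucosinolate list had 1 lower DEG of 28, 16 when adjusted over the list alone, and camera placed it lower (adjusted p = 4.99e-23; with an estimated correlation, adjusted p = 0.228). The count was 8 without P10 16 DAS replicate 2, 2 without P10 9 DAS replicate 1 and 0 without WT 16 DAS replicate 2, WT 16 DAS replicate 3 or P21 16 DAS replicate 3. It was 10 by DESeq2, 12 by the Baggerley p-values and 0 on RPKM. Camera also placed photosynthesis higher (adjusted p = 0.00521, not without P21 16 DAS replicate 2) and heat shock higher (adjusted p = 0.0287, not without WT 16 DAS replicate 1 or WT 16 DAS replicate 2, and kept in 21 of 26 settings). Phosphate starvation was placed lower (adjusted p = 0.0456, kept in 17 of 26 settings, with an adjusted p of 0.058 when the genes of the study's own tables were left out of the lists). With an estimated correlation the adjusted p were 0.577 for photosynthesis, 0.417 for heat shock and 0.479 for phosphate starvation. These 3 lists had 0 DEGs by edgeR and by DESeq2, with 3 higher, 3 higher and 4 lower at an unadjusted p under 0.05. The redox genes of Supplementary Table 3 were placed lower (adjusted p = 0.000205; with an estimated correlation, adjusted p = 0.0165), with 0 DEGs by edgeR and DESeq2 and 5 lower at an unadjusted p under 0.05, and as a list of the study they are not independent evidence.

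In P10 at 9 DAS, camera placed the vascular list higher (adjusted p = 0.000669), iron higher (adjusted p = 0.0326, kept in 18 of 26 settings) and phosphate starvation higher (adjusted p = 0.0138, not without P10 9 DAS replicate 1). Cell proliferation (adjusted p = 0.00127) and sugar starvation (adjusted p = 0.00132) were placed lower. With an estimated correlation the adjusted p were 0.347 for vascular genes, 0.547 for iron, 0.404 for phosphate, 0.348 for proliferation and 0.372 for sugar starvation. Each of the lists had 0 DEGs by edgeR. At an unadjusted p under 0.05, 3 vascular, 7 iron and 2 phosphate genes were higher, and 2 iron, 2 proliferation and 4 sugar starvation genes lower. DESeq2 called 2 iron genes higher and 1 lower, and 0 genes of the other lists. Without the libraries of replicate 2 of WT and P10 at 9 DAS, which stood at another state of the clock, camera did not call iron (adjusted p = 0.055). The iron list had 3 DEGs without P10 16 DAS replicate 3, and 7 by the Baggerley p-values.

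Other lists in P10 at 16 DAS gave 1 higher and 0 lower of 28 (camera, adjusted p = 0.679) for proliferation, 1 higher and 3 lower of 11 (camera, adjusted p = 0.503) for senescence, 2 higher and 1 lower of 8 (camera, adjusted p = 0.694) for copper, 1 higher and 0 lower of 14 (camera, adjusted p = 0.611) for the clock, 0 higher and 1 lower of 7 (camera, adjusted p = 0.0575) for sugar starvation, 1 higher and 3 lower of 5 (camera, adjusted p = 0.107) for guard cells, 1 higher and 1 lower of 9 (camera, adjusted p = 0.414) for vascular genes and 0 higher and 1 lower of 11 (camera, adjusted p = 0.653) for leaf polarity. When adjusted over the list alone, 2 copper genes were higher and 2 lower and 2 sugar starvation genes lower, with the other counts as before. The stomatal lineage list had 0 DEGs of 8 by edgeR and DESeq2, with 2 higher at an unadjusted p under 0.05. The lists of root, shoot meristem and floral organ markers had 1, 1 and 0 measured genes and were not tested. The senescence count was 2 without WT 16 DAS replicate 1, WT 16 DAS replicate 2 or P10 16 DAS replicate 1. The guard cell count was 2 without WT 16 DAS replicate 1 or P10 16 DAS replicate 3, and on RPKM guard cells gave 1 higher and 0 lower. The sugar starvation count was 3 without WT 16 DAS replicate 2, P21 16 DAS replicate 2 or P21 16 DAS replicate 3, 2 without P10 16 DAS replicate 2 and 4 by DESeq2. The polarity count was 2 without WT 16 DAS replicate 2 or P10 16 DAS replicate 3, and the vascular count 1 without P10 16 DAS replicate 3. The proliferation count was 0 without WT 16 DAS replicate 1 or P10 16 DAS replicate 3 and 2 without WT 16 DAS replicate 2 or P10 16 DAS replicate 2.

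For P10 at 9 DAS camera also placed 2 lists that the paper discusses, with 0 DEGs by edgeR in each. The flavonoid list was placed higher (adjusted p = 1.66e-05; with an estimated correlation, adjusted p = 0.479), with 7 genes higher at an unadjusted p under 0.05 and 0 by DESeq2, and was not called without P10 9 DAS replicate 1. The glutaredoxins were placed lower (adjusted p = 0.00199; with an estimated correlation, adjusted p = 0.347), with 4 lower and 1 higher at an unadjusted p under 0.05, 3 lower when adjusted over the list alone and 1 lower by DESeq2. They were not called without replicate 2 of WT and P10 at 9 DAS (adjusted p = 0.089). Of 21 jasmonate genes 2 were higher (camera, adjusted p = 0.00127; with an estimated correlation, adjusted p = 0.368, and without the genes of the study's own tables, 0.15). The count was 0 without WT 9 DAS replicate 1 and 1 without WT 9 DAS replicate 3, P10 9 DAS replicate 1 or P10 9 DAS replicate 2, and 1 without replicate 2 of both groups. Of 25 ABA genes of Supplementary Table 2, a list of the study and so not independent evidence, 2 were higher and 1 was lower (camera, adjusted p = 0.0168; with an estimated correlation, adjusted p = 0.368). The count was 0 without WT 9 DAS replicate 1 or P10 9 DAS replicate 1, 1 without WT 9 DAS replicate 2 and 1 without replicate 2 of both groups, and camera did not call the list without WT 9 DAS replicate 1 or P10 9 DAS replicate 2.

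Camera called none of the lists that follow, and with 1 library left out none had over 1 DEG. For P10 at 9 DAS they had 0 DEGs by edgeR and the adjusted p was 0.164 for ARF, 0.0667 for LBD, 0.495 for gibberellin, 0.379 for ethylene, 0.597 for antioxidant enzymes, 0.138 for NADPH oxidases, 0.255 for photorespiration, 0.159 for oxidative stress, 0.901 for heat shock, 0.0678 for glucosinolates, 0.173 for nitrate, 0.949 for the clock and 0.642 for the stomatal lineage. The highest number at an unadjusted p under 0.05 was 5, in the glucosinolate list, and DESeq2 called 1 gene each of the LBD, nitrate and oxidative stress lists and 0 of the others. For P21 at 9 DAS, photosynthesis (0.642), phosphate starvation (0.104), the clock (0.446), gibberellin (0.899), ethylene (0.899) and NADPH oxidases (0.223) had 0 DEGs by edgeR and DESeq2, with at most 2 at an unadjusted p under 0.05. For P21 at 16 DAS, ARF (0.0715), LBD (0.871), jasmonate (0.301), gibberellin (0.693), nitrate (0.553), the stomatal lineage (0.177), guard cells (0.138), vascular genes (0.762) and leaf polarity (0.134) had 0 DEGs by edgeR and DESeq2, with at most 5 at an unadjusted p under 0.05.

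Among the DEGs of P21 at 16 DAS, AT3G16660 was at 155 ± 31.4 CPM (SD, n = 2) in P21 and 45.4 ± 4.45 (SD, n = 3) in WT (log2 fold change 1.76, SE 0.22, adjusted p = 0.00073; adjusted p = 0.063 without P21 16 DAS replicate 3), and it was higher in both lines at 9 DAS as well (1.63 in P10 and 1.95 in P21). AT2G41640 was at 47.8 ± 2.42 CPM (SD, n = 2) in P21 and 13.4 ± 2.53 (SD, n = 3) in WT (log2 fold change 1.84, SE 0.24, adjusted p = 0.0013; adjusted p = 0.063 without P21 16 DAS replicate 3). P21 at 9 DAS and P10 at 16 DAS, which share no libraries, had 140 genes higher in both and 154 lower in both, against 34.9 and 35.2 by chance, and 20 opposite, with a correlation of 0.38 over all genes. No pair of libraries was identical in 14 pairs within groups.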
